# Position-specific methyl substitution on benzo[a]pyrene drives AHR-dependent fin duplication in zebrafish

**DOI:** 10.1093/toxsci/kfaf164

**Published:** 2025-11-20

**Authors:** Mackenzie L Morshead, Lisa Truong, Robyn L Tanguay

**Keywords:** polycyclic aromatic hydrocarbons, transcriptomics, aryl hydrocarbon receptor, cytochrome P450, 8-methylbenzo[a]pyrene

## Abstract

Polycyclic aromatic hydrocarbons (PAHs) are a contaminant class characterized by fused aromatic rings, formed through the incomplete combustion of organic materials and petrogenic sources. Despite the abundance and toxicity of alkyl-substituted PAHs, most research and regulation focus on unsubstituted parent PAHs. Alkyl substitution of Benzo[a]pyrene (BaP), one of the most well-studied parent PAHs, drastically alters its bioactivity in zebrafish. In larval zebrafish exposed from 6 h post-fertilization (hpf), BaP caused behavioral effects but no morphological effects up to 50 µM at 120 hpf. In contrast, 8-methylbenzo[a]pyrene caused a distinct fin duplication phenotype by 0.26 µM and additional morphological effects by 1 µM. Alkyl substitution in different positions (7-, 6-, 9-, and 10-MBaP) did not elicit morphological effects at similar concentrations. This study characterized the morphological effects of 8-MBaP in zebrafish and investigated its mechanism(s) of action. Using knock-out lines, we demonstrated that 8-MBaP toxicity is Ahr2 dependent and that Cyp1a served a protective role. To identify underlying transcriptomic changes, embryos were exposed to 3 concentrations of BaP, 6-MBaP, and 8-MBaP. Whole embryos/larvae were collected at 48 and 72 hpf, which was before and during phenotype onset, respectively. Collecting RNA and morphological effects across concentration, time, and chemicals facilitated the identification of concentration-dependent transcriptional responses linked to the downstream morphological phenotypes unique to BaP methylation at the eighth position. This study improves environmental and human health hazard assessment by identifying critical structural features and mechanisms of action contributing to the toxicity of PAH mixtures in the environment.

Polycyclic aromatic hydrocarbons (PAHs) are present in high concentrations in petrogenic fuels and are produced through the incomplete combustion of organic materials (pyrogenic sources). Benzo[a]pyrene (BaP) is perhaps the most well-studied of the PAHs, a diverse chemical class characterized by fused aromatic rings. BaP, a 5-ring PAH, is often used as a representative for PAH contamination or a reference standard for the carcinogenicity of other PAHs and is highly abundant in pyrogenic sources (Bukowska et al. 2022). A popular hypothesis for the mechanism of BaP carcinogenicity involves aryl hydrocarbon receptor (AHR) agonism, followed by metabolic activation by AHR-induced cytochrome P450 enzymes (CYP1A1 and CYP1B1), formation of benzo(a)pyrene diol epoxide (BPDE), and finally DNA adduction and strand breaks (Bukowska et al. 2022). BaP-induced BPDE DNA adducts are known to disrupt methylation patterns, contributing to intergenerational impacts of BaP exposure (Fang et al. 2013; Bukowska and Sicińska 2021; Pandelides et al. 2023). Another hypothesis suggests that the addition of a methyl group into BaP by methyltransferases forms 6-methylbenzo[a]pyrene (6-MBaP), which in turn is oxidized by AHR-induced cytochrome P450 enzymes to reactive metabolites that cause oxidative damage (Myers et al. 2007; Flesher and Lehner 2016). Beyond carcinogenicity, BaP exposure has been linked to the formation and increased severity of cardiovascular diseases in humans (Fu et al. 2022), zebrafish (Zou et al. 2024), and mice (Kerley-Hamilton et al. 2012). BaP exposure has caused neurodevelopmental effects in mice and abnormal behaviors in larval and adult zebrafish that are transgenerational (Chepelev et al. 2015; Alexiev et al. 2025). Epidemiological studies have associated BaP exposure and the presence of BPDE-DNA adducts with increased rates of cancer, miscarriage, and other developmental and reproductive impacts, including neurodevelopmental delays and DNA damage in gametes (Zenzes 2000; Perera et al. 2005; Amadou et al. 2021; Tartaglione et al. 2023; Guo et al. 2024).

Due to the ubiquitous nature of combustion pollution, human exposure to BaP is widespread and well documented. The primary routes of exposure to BaP are inhalation of polluted air and cigarette smoke and the ingestion of contaminated foods, especially those exposed to high-temperature processes (Bukowska et al. 2022). Although the environmental occurrence of BaP is well studied, other major contributors to PAH mixtures are not, especially substituted derivatives including alkylated derivates (Golzadeh et al. 2021). Despite evidence of their abundance, alkylated PAHs are not part of routine air and water quality monitoring. When measured, they are repeatedly found in higher concentrations than parent PAHs in air, water, soil, and traditional food sources (Qiao et al. 2020; Golzadeh et al. 2021; An et al. 2022; Grung et al. 2022; Moradi et al. 2022; Qian et al. 2022). There are minimal environmental sampling data available for alkylated BaPs specifically, with most studies focused on 6- and 7-MBaP detected at the same or higher concentration than BaP in mining and coal field sites (An et al. 2022; QiAn et al. 2022).

Studies of the biological activity of alkylated BaPs are largely limited to the mutagenic potential of monomethyl-substituted BaPs. This substitution can occur at 12 positions, 1-MBaP to 12-MBaP. A summary of previously reported mutagenic potential and tumor-initiating activity of BaP and its 12 monomethyl-substituted derivatives is reported in Wang et al. (2022). In summary, these studies found that the mutagenicity increased or decreased based on methyl group position. Activity trends observed in the Ames assay were variable between strain and study and were not reflected in a tumorigenesis study (Iyer et al. 1980). Wang et al. (2022) further assessed the mutagenicity of Bap, 3-, 6-, 7-, and 8-MBaP, which varied with the bacterial strain used for the Ames assay, with 6-MBaP being most potent in TA98 and 3-MBaP being most potent in TA100. In vitro metabolic oxidation of alkylated BaPs favors the aliphatic side chain, shifting oxidation away from the aromatic ring (Wang et al. 2022). This is especially true for 3-, 6-, and 8-MBaP, which have increased steric hindrance for aromatic ring oxidation (Wang et al. 2022). Aromatic ring oxidation is necessary for the formation of dihydrodiol-epoxide metabolites, associated with BaP-induced DNA damage. Thus, alkylated BaPs that produce minimal ring oxidation metabolites likely act through a different metabolic mode of action than BaP or are not acting through metabolic activation (Wang et al. 2022).

Although there are established impacts of BaP exposure on developmental endpoints, developmental toxicity studies of alkylated BaPs are limited. Previously, we studied the developmental toxicity of 104 alkylated PAHs derived from 11 parent compounds. Of all the alkylated PAHs, 8-MBaP was the most potent (Morshead et al. 2025). The contrast between 8-MBaP and the other 5 alkylated BaPs (7-, 8-, 9-, and 10-MBaP and 7,10-dimethylbenzo[a]pyrene) was striking. Although all induced *cyp1a* expression, 8-MBaP was the only one that caused morphological effects. The most potent effect was a lower trunk abnormality, also referred to as caudal fin duplication (x-fin), at a benchmark concentration (BMC) of 50% effect above background (BMC_50_) of 0.3 µM (Shankar et al. 2019; Morshead et al. 2025). There are likely other developmental-specific mechanisms besides DNA damage and oxidative stress that led to the x-fin phenotype.

This study aims to characterize the unique and potent morphological effects of 8-MBaP in zebrafish and identify the underlying mechanism(s) of action. To do this, we compared the effects of another monomethyl-substituted BaP (6-MBaP) and BaP to those of 8-MBaP. 6-MBaP was chosen as the monomethyl-substituted BaP for comparison due to its mutagenic potential indicated by the Ames assay and implication in the bioalkylation hypothesis of BaP toxicity (Myers et al. 2007; Flesher and Lehner 2016; Wang et al. 2022). Knock-out (KO) lines of the 3 zebrafish AHR proteins and Cyp1a were used to identify the dependence of the 8-MBaP phenotype on each of these proteins individually. Lastly, concentration–response RNA sequencing data were collected from embryos/larvae prior to and at the emergence of the 8-MBaP phenotype. Collecting RNA and morphological effects across concentration, time, and chemical facilitated the identification of concentration-dependent transcriptional responses linked to downstream morphological phenotypes unique to BaP methylation at the eighth position. We compared our results to transcriptomic data from 2 other chemicals that cause the x-fin phenotype to identify common differentially expressed genes. Our identification of position-specific effects of BaP methyl substitution and the underlying toxic mechanisms is critical to understanding the hazards posed by the abundant but often overlooked alkylated PAHs.

## Materials and methods

### Zebrafish husbandry and chemical exposure

Adult zebrafish (*Danio rerio*) used in this study were maintained under Institutional Animal Care and Use Committee protocol 2021-0227 at Oregon State University, Sinnhuber Aquatic Research Laboratory (SARL, Corvallis, OR). Adult fish were fed Sparos Zebrafeed 300 µM twice per day, kept in densities of ∼500/35-gallon tank (5D) and 3-12/l in 6-l tanks (KO lines), in a 14:10 light:dark cycle. Recirculating treated water filtered through 10 µm, activated charcoal, and UV, was prepared using reverse osmosis water supplemented with Instant Ocean salts and sodium bicarbonate to achieve a conductivity of 1,000 µS and a pH of 7.4. For 5D fish, a specialized gridded platform and funnel were placed in the mass spawn tank the night before, and spawning was initiated at lights on at 8 AM. For the KO line, small group spawning was conducted by placing fish in spawning baskets the night before, and spawning was initiated at lights on at 8 AM. Embryos were collected and screened to exclude unfertilized and abnormals, then sorted to uniform developmental stages (Kimmel et al. 1995). Chorions were enzymatically removed at 4 h post-fertilization (hpf) for all experiments except KO line exposures due to low spawn yields (Mandrell et al. 2012). At 6 hpf, plastic 96-well round-bottom tissue culture-treated plates were prefilled with 100 µL of embryo medium (EM), and single embryos were loaded into each well using our automated embryo placement system (Mandrell et al. 2012). Embryo quality was checked 30 min after plating, and damaged or malformed embryos were replaced. At 7 hpf, embryos were exposed to chemical stocks dispensed into 96-well plates using the Hewlett-Packard D300e digital dispenser and normalized to 1% dimethyl sulfoxide (DMSO), previously identified not to cause developmental toxicity (Truong et al. 2016; Hoyberghs et al. 2021). Plates were kept for 18 h on a shaker at 225 revolutions per minute at 28 °C in the dark until 24 hpf, when embryos were assessed for mortality, then kept stationary in the dark at 28 °C until larvae were assessed for 120 hpf morphology. Solutions were not exchanged during the experiment.

### Chemicals

Analytical grade stock solutions of the chemicals used in this study (8-methylbenzo[a]pyrene (8-MBaP), 6-methylbenzo[a]pyrene (6-MBaP), and benzo[a]pyrene (BaP)) were obtained from and verified by the Chemical Mixtures Core of the Oregon State University Superfund Center. Standards were purchased neat and dissolved in DMSO. Table 1 contains the CAS number, vendor, purity, and stock solution concentration for each chemical.

**Table 1.** Analytically verified chemical stock information.

Chemical name	CAS number	Vendor	Purity	Stock conc. (mM)	Structure
8-methylbenzo[a]pyrene (8-MBaP)	63041-76-9	Alfa chemistry	99.60%	1.33	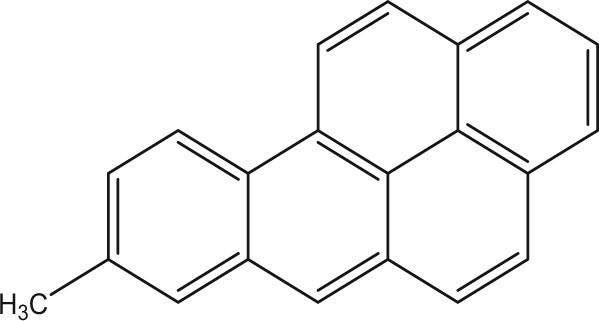
6-methylbenzo[a]pyrene (6-MBaP)	2381-39-7	Beantown Chemical	96%	5.22	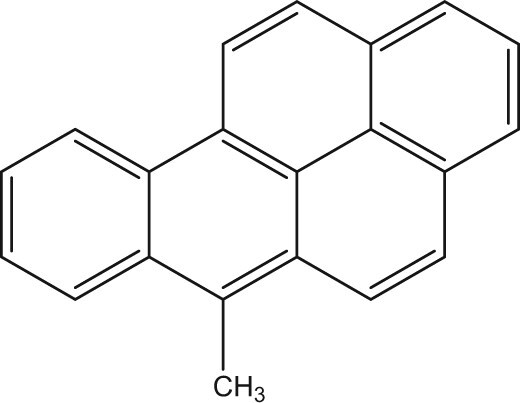
benzo[a]pyrene (BaP)	50-32-8	Accustandard	94.60%	5.03	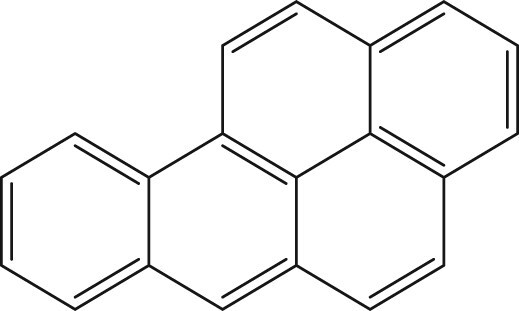

### Morphology concentration response

Chemical exposure for morphological assessments was conducted over 2 identical 96-well plates with 12 concentrations and controls, resulting in *n* = 14 for each concentration and *n* = 24 for controls. 6-MBaP and BaP concentrations ranged from 1 to 15 µM in a linear series, and 8-MBaP concentrations ranged from 0.1 to 13.3 µM in a logarithmic series. Maximum concentrations for 6-MBaP and BaP were determined based on solubility limits. The maximum concentration of 15 µM was the highest exposure concentration before chemical precipitate was visible in the wells. The maximum concentration of 13.3 µM used for 8-MBaP was the highest achievable concentration due to stock concentrations and the 1% DMSO limit, which did not cause morphological effects but fostered solubility (Hoyberghs et al. 2021).

At 120 hpf, larvae were screened for the presence or absence of morphological abnormalities binned into 10 endpoints: Mortality, cranial, axis, edema, muscular/cardiovascular, lower trunk, brain, skin/pigmentation, notochord, and x-fin. These endpoints are described more thoroughly in the online supplementary material T1. Morphological assessments were made by a team of 3 to 4 individuals. .  Representative images of the caudal fin malformation (x-fin) phenotype are included in Fig. 2A and Fig. S1. The incidence of 5 endpoints (x-fin, edema, cranial, axis, and mortality) was above background levels; thus, only these were discussed. The incidence of all endpoints is reported in online supplementary material T2.

#### Statistics

BMC response values were estimated as previously described (Truong et al. 2022). Briefly, concentration and response data were fit to a 3-parameter log-logistic model following US Environmental Protection Agency (US EPA) guidelines described in BMDS v3.2 (US Environmental Protection Agency [EPA] 2020). The 3 model parameters were identified using maximum likelihood estimation. These models were used to compute the BMC for a 20% response (BMC_20_) for each endpoint using “extra risk.”

### *Cyp1a* reporter line expression

The induction of cytochrome P450 enzyme expression by AHR agonism is implicated in the bioactivation of benzo[a]pyrene and its methylated derivatives. Cytochrome P450 1A (CYP1A) is highly responsive to AHR agonism and is thus an excellent biomarker for AHR agonism. We used a *cyp1a* reporter line (*Tg*[*cyp*1*a: Nls*-*egfp*]) to characterize and compare the AHR agonistic activity of all 3 chemicals. This line expresses green fluorescence protein under the endogenous zebrafish *cyp1a* promoter. Embryos were exposed to each chemical at 1.33 µM (*n* = 24); this concentration resulted in larvae at 120 hpf with sufficiently normal morphology for imaging for all chemicals. Sixteen fish with sufficiently normal morphology were randomly selected and loaded into a flat glass-bottom 96-well plate with 50 µl of EM and 5 µl of tricaine. All wells were imaged using the Oxford Andor BC43 confocal microscope at 2× using a 529 nm laser set at 10 and 200 ms exposure. Four representative fish from each exposure were selected for mounting in 1% low-melt agarose and imaging at 10× using the same acquisition settings for a 100-step Z-stack with auto step-size over the width of the larvae. Some organs are visible only from the right or left of the fish. To capture expression in all organs, 2 fish were imaged on their right and 2 on their left for each treatment.

A stitched overview image of 16 larvae from each treatment imaged at 2× in a 96-well plate format, with identical visualization dynamic range parameters, is available in Fig. S2. Representative fish from each treatment were imaged to better visualize differences in spatial expression profiles of each chemical exposure; image acquisition parameters at 10× magnification were kept the same, but visualization dynamic range was set to 150 to 500 for BaP and 6-MBaP (Fig. S3) and 150 to 7,000 for 8-MBaP.

### 8-Methylbenzo[a]pyrene KO line exposures

KO line exposures were conducted to investigate the AHR and Cyp1a dependence of the 8-MBaP-induced x-fin phenotype. We used lines functionally null for Ahr1a (*ahr1a^osu6^*) (Morshead et al. 2025), Ahr1b (*ahr1b^wh36^*) (Karchner et al. 2017), Ahr2 (*ahr2^hu3335^*) (Goodale et al. 2012), and Cyp1a (*cyp1a^osu4^*) (Rude et al. 2024). Two 96-well plates of each line were exposed to 8-MBaP using the same experimental design as previously described in the section “Morphology concentration response.” Due to limitations in spawning capacity, the chorions were not enzymatically removed in these exposures. Morphological assessments were conducted at 120 hpf, and BMC_20_ concentrations were determined for each endpoint as described in the section “Morphology concentration response.” Morphological percent effect data are available in online supplementary material T3.

### 8-Methylbenzo[a]pyrene phenotype time course

A time course experiment was conducted to assess the emergence of the morphological effects following 8-MBaP exposure. Embryos were exposed to 3 concentrations of 8-MBaP (0, 0.133, 1.33, and 13.3 µM, *n* = 24). Morphological assessment for mortality was performed at 24 hpf, and full morphological assessment for the endpoints discussed in “Morphology concentration response” section was performed at 48, 60, 72, 96, and 120 hpf. Morphological percent effect data are available in online supplementary material T4. A Fisher’s exact test with a Holm’s multiple comparison correction was used to test statistical significance for each phenotype at each concentration and timepoint. An adjusted *P*-value of ≤0.05 was considered significant.

### Transcriptomics

Poly-A tail bulk RNA sequencing was performed for 3 chemicals (8-MBaP, 6-MBaP, and BaP) at 3 concentrations and 2 timepoints to elucidate transcriptomic changes unique to 8-MBaP exposure and development of the x-fin phenotype.

#### Exposures and RNA collection

All chemicals were exposed at the same concentrations (0, 0.133, 1.33, and 13.3 µM). These concentrations were phenotypically anchored to 8-MBaP morphological phenotypes. Concentrations were picked that cause no morphological effects (0.133 µM), only x-fin (1.33 µM), and x-fin as well as cranial malformations and edema (13.3 µM). Timepoints were chosen to be before the observation of any morphological effects (48 hpf) and at the onset of morphological effects (72 hpf).

For each chemical and concentration combination, a 96-well plate was exposed, as well as 1 plate of control embryos, following the methods described in the “Morphology concentration response” section. One plate for each chemicalwas concurrently exposed and treated identically to plates used for transcriptomic sample collection with *n* = 24 for each concentration and control to assess morphological effects at 120 hpf; morphological percent effect data are available in online supplementary material T5. At 48 and 72 hpf, living embryos/larvae were collected at random regardless of morphological phenotypes and pooled in groups of 6. Five replicates of each chemical and concentration combination and control were collected at each timepoint, and the pooled sample EM volume was normalized to 75 µl. Collection plates were placed on ice for 1 min, immediately followed by the addition of 100 µl of RNA shield. Plates were sealed with foil seals and kept at −80 °C until RNA extraction.

#### RNA extraction and QC

RNA extraction was performed using the KingFisher Apex System (ThermoFisher Scientific, Waltham, MA, United States) and *Quick*-RNA Magbead kit (Zymo Research Corporation, Irvine, CA, United States). Samples were thawed and combined into the homogenization plate (2 ml deep 96-well plate pre-filled with 400 µl 1 mm zirconium silicate beads and 525 µl of lysis buffer) and sealed with a silicone seal. Using the Mini-BeadBeater 96 (BioSpec Products, Bartlesville, OK, United States), the plate was homogenized for 1.5 min and centrifuged for 5 min at 3000 rcf; 550 µl of the supernatant was distributed over 2 plates, each pre-filled with 275 µl of ethanol. Extraction was an automated process that used Mag beads to collect RNA, after a series of washes and treatment with DNase, the RNA is eluted in 50 µl of ultra-pure water. RNA quality was assessed using the RNA ScreenTape and the 4200 TapeStation System (Agilent, Santa Clara, CA, United States). The RNA purity was assessed using the 260/230 ratio measured with the Varioskan ALF multimode plate reader (ThermoFisher Scientific, Waltham, MA, United States). RNA concentration was determined using Quant-iT broad-spectrum RNA Reagent and assay kit and Varioskan ALF multimode plate reader (standard curve *R*^2^ = 0.996). The 4 replicates of each treatment with the highest RNA concentration, which met RNA quality and purity criteria (2.3 ≥ 260/230 ≥ 1.8, RIN = 10), were selected for sequencing. The resulting 80 samples were normalized using ultrapure water to the lowest concentration, 56 ng/µl.

#### Sequencing

RNA sequencing was performed by Alithia Genomics (Epalinges, Switzerland) using their Mercurius BRB-SEQ service, which is a multiplexed 3′ RNA sequencing library preparation technique. Samples were sequenced using Element Biosciences AVITI sequencer with ∼9.6 million reads/sample. Reads were mapped and demultiplexed by Alithia Genomics; 88% of reads were mapped to the genome, and 67% were mapped to exons.

#### Data analysis

Further processing of read count data was performed using R version 4.4.2. Principal component analysis of log_2_ counts per million (CPM) read counts showed that samples were clustered based on timepoint due to developmental differences in mRNA expression (Fig. S4). 

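The 40 libraries of 48 hpf embryos lay at scores of −54.7 to −46.9 on principal component 1 and the 40 of 72 hpf at 41.5 to 57.7, so no library of 1 time lay among those of the other. This component held 35.8% of the variance of log2 CPM, and component 2 held 2.19%. The mean score on component 2 (± SD, n = 4 pools) was −15.3 ± 13.7 in controls and 14.7 ± 5.82 at 13.3 µM 8-MBaP at 48 hpf. At 72 hpf the same groups lay at −15.2 ± 3.99 and 20.0 ± 11.5. BaP at 13.3 µM lay at −10.1 ± 10.5 at 48 hpf and at 13.3 ± 6.85 at 72 hpf, and 6-MBaP at 13.3 µM at 3.72 ± 9.35 and 3.33 ± 8.37. At the lower concentrations, given at 48 and then 72 hpf, BaP at 0.133 µM lay closest to the controls, at −10.5 ± 7.19 and −13.3 ± 8.06, and BaP at 1.33 µM lay at 4.87 ± 3.56 and 7.82 ± 5.45. 8-MBaP lay at 9.79 ± 6.84 and −2.29 ± 15.5 at 0.133 µM and at 8.20 ± 4.76 and 0.131 ± 6.75 at 1.33 µM, and 6-MBaP at −1.46 ± 2.73 and −3.31 ± 9.25 at 0.133 µM and −5.45 ± 6.49 and −8.98 ± 12.4 at 1.33 µM. No test was made on the scores, and each exposure came from 1 plate, so a plate effect on component 2 cannot be told from an exposure effect.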

Further analysis was performed on the samples from each time-point separately.

Differential expression analysis was conducted on read counts filtered for ≥5 reads for at least 2 samples using DeSeq2; treatment groups were compared with their respective time-point controls (Love et al. 2014). Genes were considered differentially expressed if adjusted *P*-values ≤0.05 with no log_2_ fold change cut off.

##### Concentration response modeling

Data were filtered for low read counts and normalized, then split into chemical groups for each time-point and further filtered to include only genes that were differentially expressed in at least 1 concentration for concentration response modeling using ExpressAnalyst (www.expressanalyst.ca). 

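Of the 32,520 gene IDs in the count table, 17,794 had at least 5 reads in at least 2 of the 40 libraries at 48 hpf, and 18,423 did so at 72 hpf. Among the genes kept were those named most often in this paper: *cyp1a*, *ahr2*, *and1*, *and2*, *dlx3b*, *ca15a* and *slc12a10.2*. The least expressed of these at 48 hpf was *slc12a10.2* (ENSDARG00000071173), a sodium-chloride cotransporter of skin ionocytes, with a mean of 12.9 ± 3.95 normalized counts per control library (± SD, n = 4 pools). The highest was *and2* (ENSDARG00000079302), an actinotrichia gene of the fin fold, at 2397 ± 194. Genes under the limit were not tested in the main fits. An alternative fit without the limit called 0 of them in any comparison.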

Raw read counts were filtered to include only genes with ≥5 reads for at least 2 samples, resulting in a total of 17,794 and 18,432 genes at 24 and 48 hpf, respectively. Normalization to CPM was performed using the calcNormFactors function, then log_2_ transformed (log_2_CPM) using the edgeR package (Robinson et al. 2010). Log_2_CMP values for each chemical and timepoint were filtered to include only genes that were differentially expressed in at least 1 concentration. These values were used as input for concentration–response modeling using FastBMD incorporated into ExpressAnalyst (Ewald et al. 2021). FastBMD implements recommendations for genomic dose–response modeling following National Toxicology Program’s (NTP) 2018 recommendations. No filtering, gene annotation, or transformation was applied within ExpressAnalyst, and all genes within each filtered chemical and timepoint grouping were fit to 6 models (Exp2-4, Linear, Poly2, and Power). The best-performing model was identified using the Akaike information criterion, and the best-fit model was used to calculate the BMC for each gene. The BMC is the estimated concentration that produces a predetermined change in the gene expression or the benchmark response (BMR). The BMR for each gene was set at the default of 1.35 standard deviations from control expression. Model fitting results for genes for which ExpressAnalyst was able to calculate a BMC within the concentration range and a 95% confidence interval BMC upper (BMCu) and BMC lower (BMCl) are available in online supplementary material T8. These genes were further filtered to include only those with a BMCu/BMCl ≤40. Genes meeting these criteria were considered to have a concentration response relationship; however, genes with the best-fit model Poly2 were removed for further analysis due to their non-monotonic responses. As the morphological phenotypes of interest in this study have a monotonic response, we determined that exclusion of non-monotonic responding genes would improve clarity in mRNA sequencing analysis. Genes with BMC values ≤1.33 µM for 8-MBaP were considered x-fin-associated genes, as they were modeled to be disrupted at or below 1.33 µM (the lowest tested concentration in transcriptomic analysis to cause x-fin). In contrast to simply selecting DEGs at 1.33 µM 8-MBaP, this concentration response approach captured genes that were not yet differentially expressed by 1.33 µM, as well as filtered out genes that may have been differentially expressed at 1.33 µM but did not have a monotonic concentration response.

##### Functional enrichment analysis

Functional enrichment analysis using gene ontology biological process (GO:BP) terms was performed using the ClueGo plug-in for Cytoscape (Shannon et al. 2003). Details on the functional enrichment analysis performed by ClueGo are available in Bindea et al. (2009). Briefly, ClueGo creates a network visualization of functional groups enriched in the gene list provided. The functional term similarity is calculated using chance-corrected kappa statistics to determine the strength of the association between terms. The network represents each significant term for the gene set as nodes, and edges between nodes are drawn based on a predefined kappa score level ≥0.35 and a percent gene overlap of at least 50%. Functional enrichment networks were created for x-fin-associated genes at 48 hpf and 72 hpf. The names of all enriched GO:BP terms and *P*-values associated with the enrichment, as well as gene lists for each term, are available in online supplementary material T9.

##### Comparison with previous data

X-fin-associated genes at 48 hpf, before the emergence of the phenotype, were filtered to exclude genes with a concentration response in either BaP or 6-MBaP (x-fin unique genes). X-fin unique genes were compared against genes differentially expressed at 48 hpf following exposure to benzo[*j*]fluoranthene (BjF) or benzo[*k*]fluoranthene (BkF), previously published by Shankar et al. (2019), using the same 96-well plate method described in this study. Both BjF and BkF exhibit the same x-fin phenotype described in the current study. Embryos collected for RNA sequencing were exposed to concentrations that cause x-fin (referred to as caudal fin malformation) in 80% of larvae at 120 hpf, 14.9 µM and 1.9 µM for BjF and BkF, respectively. Pools of 8 embryos were collected at 48 hpf for sequencing. Differential expression analysis was conducted using DeSeq2; genes with an adjusted *P*-value ≤0.05 were considered differentially expressed. Further experimental details can be found in Shankar et al. (2019). Results from the differential expression analysis for BjF and BkF used in this study are available in online supplementary materials T10 and T11, respectively.

X-fin unique genes differentially expressed in both BjF and BkF exposures were compared against sequencing of fin tissue of embryos exposed to 12 µM BkF, previously published by Garland et al. (2020), using the same 96-well plate method described in this study. RNA sequencing was performed on caudal fin tissue pooled from 50 embryos collected at 48 hpf. Differential expression analysis was performed using DeSeq2; genes with an adjusted *P*-value ≤0.05 were considered differentially expressed. Further experimental details can be found in Garland et al. (2020). Results from the differential expression analysis for BkF fin tissue used in this study are available in online supplementary material T12.

## Results and discussion

### 8-Methybenzo[a]pyrene disrupted caudal fin formation

8-MBaP caused potent morphological effects, whereas exposure to 6-MBaP and BaP did not result in significant effects. Our morphological assessment confirmed the previously reported lower trunk abnormality due to 8-MBaP exposure (Morshead et al. 2025). The lower trunk abnormality was consistent with the development of an ectopic caudal fin fold perpendicular to the regular caudal fin fold, previously described by Garland et al. (2020); representative images are shown in Fig. 2A (additional representative images are shown in Fig. S1). This phenotype, referred to as “x-fin,” was associated with 4 other PAHs (dibenzo[*b, k*]fluoranthene, dibenzo[*a.h*]anthracene, BjF, and BkF) (Geier et al. 2018; Garland et al. 2020). Of the PAHs previously reported to cause the x-fin, BkF was the most potent, with a lowest effect level (LEL) of 1 µM for x-fin and 35.5 µM for edema (Shankar et al. 2019). Other x-fin-inducing chemicals did not cause additional morphological effects. 8-MBaP was both more potent in causing the x-fin phenotype (BMC_20_ value of 0.28 µM), produced edema at lower concentrations than BkF, and produced additional cranial malformations and axis abnormalities at higher concentrations (Fig. 1).

**Fig. 1.**
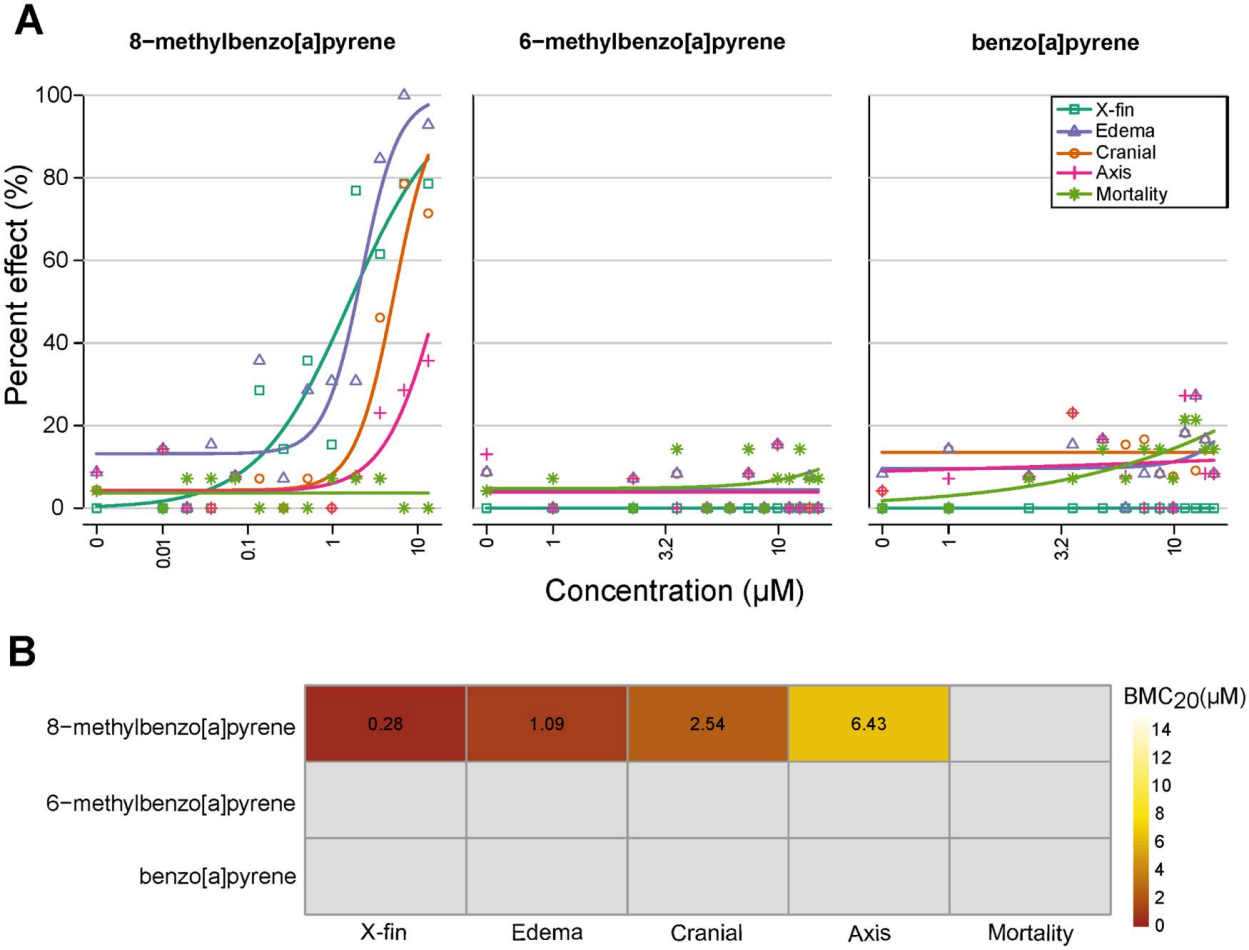
Morphological effects of embryonic exposure to 8-methylbenzo[a]pyrene, 6-methylbenzo[a]pyrene, and benzo[a]pyrene. Exposures from 7 to 120 h post-fertilization (hpf). A) Concentration response curves for each endpoint using a 3-parameter log-logistic model. B) Heatmap displaying the benchmark concentration at 20% effect (BMC_20_) for each endpoint: chemical combination.

A previous study by Fang et al. (2022) identified morphological effects of 8-methylbenzo[a]pyrene in an embryonic zebrafish exposure; however, the most potent effect in their study was no hatch, followed by edemas and protruding jaw. There was no description of caudal fin malformation; however, the no-hatch phenotype may make identification of caudal fin malformations difficult. The authors observed morphological effects from BaP exposure, but no effect on hatching. Several differences from the present study may explain the discord. Fang et al. (2022) exposed chorion-intact embryos in 2 ml of medium up to 50 µM using 0.25% DMSO, assessing for morphological effects at 96 hpf. The current study exposed dechorionated embryos in 100 µl of medium up to 13.3 µM using 1% DMSO, assessing for mortality at 24 hpf and mortality and morphological effects at 120 hpf. Using 2 ml of exposure volume increased the available chemical mass/embryo ratio by 20× compared with our study. We observed that aqueous exposure of BaP and its alkylated derivatives above 15 µM were not completely soluble; this, in combination with the lower percent DMSO used by Fang et al. (2022), could cause solubility issues in their study (Kwon and Kwon 2012). It is possible that non-solubilized chemical acts as a replenishing source as the soluble chemical is metabolized (Kwon and Kwon 2012; Rude et al. 2025).

The morphological effects of 8-MBaP contrasted the lack of effects from 6-MBaP and BaP, highlighting the impact that small structural changes can have on the biological effects of chemical exposure. Both 6-MBaP and BaP were included in this study due to their reported mutagenic potential and, in the case of BaP, other developmental effects. However, neither of these chemicals elicited morphological effects at the concentrations tested. BaP has been tested previously for developmental toxicity in zebrafish. Many studies have found notable impacts on larval behavior from embryonic exposure to BaP as well as reproductive and cardiovascular effects in adults following developmental BaP exposure (Gao et al. 2018; Geier et al. 2018; Hawkey et al. 2022; Tartaglione et al. 2023). However, morphological effects in larvae following embryonic exposure are inconsistently reported, likely because of differences in experimental design (Incardona et al. 2011; Geier et al. 2018; Elfawy et al. 2021; Fang et al. 2022). The observed developmental effects of BaP have been attributed to oxidative stress-induced apoptosis (Elfawy et al. 2021). 6-MBaP, however, has not been previously assessed for developmental toxicity; the lack of morphological effects is consistent with previously screened, singly alkylated BaPs, including 7-MBaP tested up to 100 µM, and 9- and 10-MBaP tested up to 1.9 µM (Morshead et al. 2025). Among the alkylated BaP derivatives tested, only substitution at the eighth position appears to cause teratogenicity.

### 8-Methylbenzo[a]pyrene fin duplication is AHR dependent and Cyp1a independent

Whether AHR binding, increases chemical elimination, promotes the formation of toxic metabolites, or causes transcriptomic changes that disrupt development, it is well established that many PAHs, including BaP, are potent ligands for the AHR. The induction of CYP1A is often used as a proxy for AHR agonism, and a previous screen identified that 8-MBaP can induce a *cyp1a* expression (Morshead et al. 2025). Based on this and the findings of Garland et al (2020), which showed the Ahr2 dependence of BkF-induced x-fin, we suspected that the AHR might also play a role in the 8-MBaP-induced x-fin phenotype (Garland et al. 2020).

The spatial induction of *cyp1a* was assessed using a cyp1a-GFP reporter line. Larvae were exposed at 6 hpf to 8-MBaP, 6-MBaP, or BaP at 1.33 µM and imaged at 120 hpf. The induction of *cyp1a* by 6-MBaP and BaP was indistinguishable from that of the control larvae at the exposure length, laser intensity, and visualization dynamic range satisfactory for capturing the fluorescence of 8-MBaP-exposed *cyp1a* reporter larvae (Fig. S2). *Cyp1a* expression in 8-MBaP exposure was significantly different from the control larvae and highest in the skin, but expression in the neuromasts, vasculature, and myosepta was also present (Fig. 2B). Although the intensity of *cyp1a* induction by exposure to 6-MBaP and BaP was significantly lower than the induction by 8-MBaP, the expression locations were the same, with BaP induction slightly stronger than 6-MBaP induction (Fig. S3). This difference in AHR affinity or unique ligand-specific impacts of AHR binding likely played a role in the morphological effects from exposure to 8-MBaP.

**Fig. 2.**
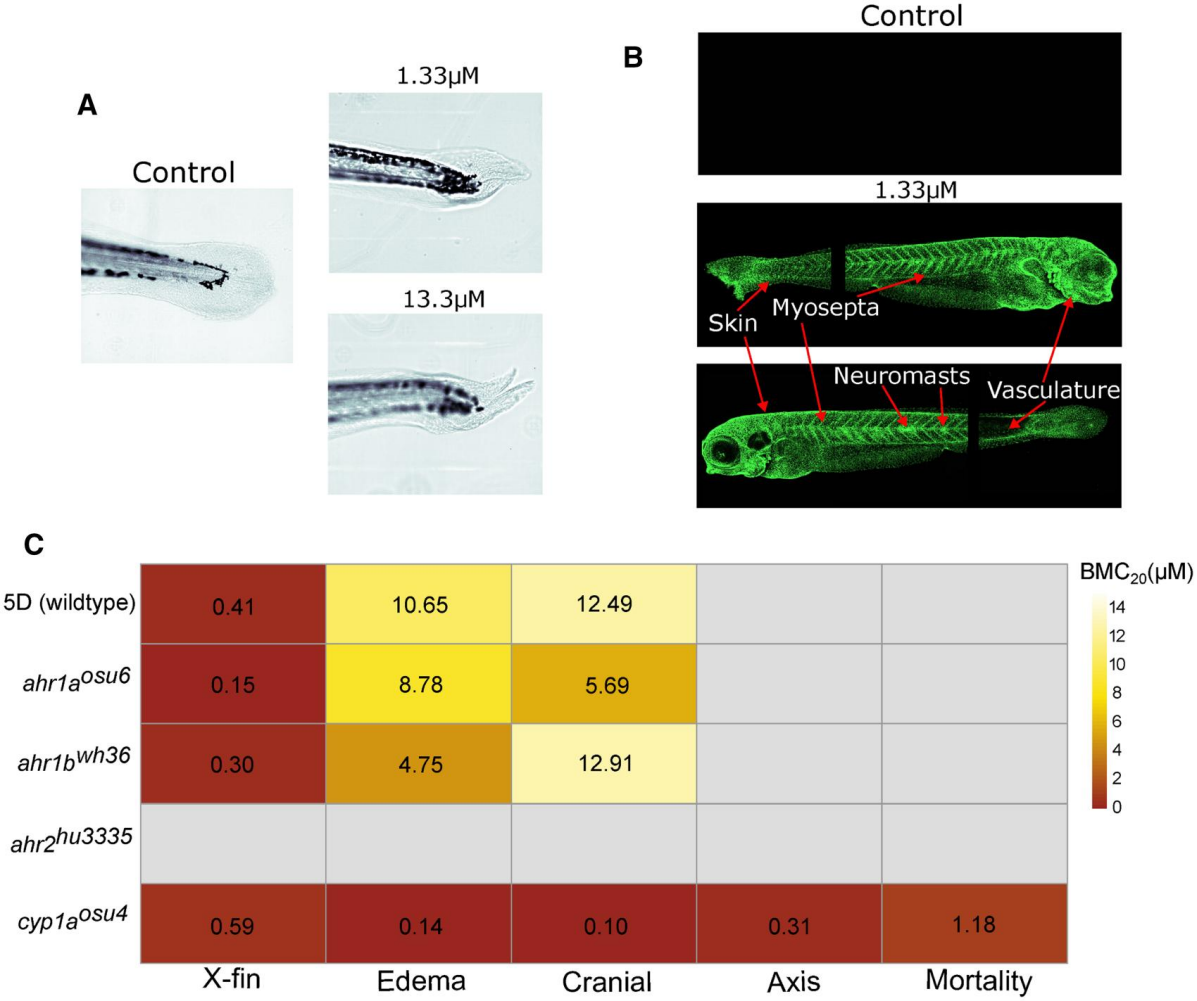
A) Representative images of x-fin phenotype at 120 hpf following embryonic exposure to 8-methylbenzo[a]pyrene at 1.33 and 13.3 µM. B) Lateral fluorescence images of a *cyp1a* reporter line (*Tg*[*cyp*1*a: Nls*-*egfp*]) at 120 hpf following embryonic exposure to 1.33 µM 8-methylbenzo[a]pyrene imaged from both right (top) and left (bottom). The section “Statistics” under “Morphology concentration response” discusses the rationale for imaging on both sides. Locations of expression are indicated with red arrows. C) BMC_20_ values for each effected morphological endpoint following embryonic exposure to 8-methylbenzo[a]pyrene in wildtype (5D) and knock-out lines for Ahr1a (*ahr1a^osu6^*), Ahr1b (*ahr1b^wh36^*), Ahr2 (*ahr2^hu3335^*), and Cyp1a (*cyp1a^osu4^*).

The dependence of the 8-MBaP phenotype on the AHR and Cyp1a was assessed using KO lines. As zebrafish express 3 AHR proteins due to genome duplication events in their evolutionary history, 3 KO lines were used: *ahr1a^osu6^*, *ahr1b^wh36^*, and *ahr2^hu3335^* (the functional analog to mammalian AHR). These and a Cyp1a KO line (*cyp1a^osu4^)* were exposed to a broad concentration range of 8-MBaP. Embryos from the transgenic lines were left in their chorions due to low spawning yields, which had no impact on the x-fin BMC_20_ but did increase the BMC_20_ for both edema and cranial malformations and reduced effects on the axis at 120 hpf. In contrast to the findings of Fang et al. (2022), there were no impacts from 8-MBaP exposure on hatch rate in any of the lines, including 5D (wildtype) (Fang et al. 2022).

Although knocking out *ahr1a* or *ahr1b* had no impact on the morphological effects of 8-MBaP, knocking out *ahr2* eliminated the morphological effects, including x-fin formation (Fig. 2C). Interestingly, knocking out Cyp1a did not affect the x-fin BMC_20_ but decreased it for edema and cranial effects and caused emergent effects, including curved axis and mortality at low concentrations (BMC_20_ 0.31 and 1.18 µM, respectively) (Fig. 2C). Concentration-response curves for each endpoint compared across lines showed that the x-fin phenotype for the Cyp1a KO line did not reach the same maximal effect level as wild type (5D) due to increases in mortality (Fig. S5). Based on these findings, we conclude that the morphological effects of 8-MBaP require the presence of Ahr2, but not Cyp1a. Instead, Cyp1a would seem to serve a protective role, reducing the incidence of more severe morphological effects from exposure to 8-MBaP and preventing mortality.

These results agree with the findings for the BkF-induced x-fin, which was Ahr2 but not Ahr1a or Ahr1b dependent (Garland et al. 2020). Additionally, hepatic metabolism was not necessary for the development of the BkF-induced x-fin, determined by hepatic ablation (Garland et al. 2020). Although hepatic ablation does not equate to *cyp1a* KO, it does suggest that disruption to hepatic metabolism did not impact the formation of the BkF-induced x-fin. Another study by Fang et al. (2023) used co-exposure with an AHR antagonist (CH223191) to investigate the role of the AHR in the morphological effects of 8-MBaP. This study found that there was no impact from co-exposure on the morphological effects of 8-MBaP, whereas other PAHs did see reductions in toxicity due to co-exposure. However, the authors hypothesized that, due to the potency of 8-MBaP, a higher concentration of CH223191 than possible in their assay may have been necessary to see a reduction in morphological effects. Given the phenotypic similarity and Ahr2-dependence/cyp1a-independence of BkF and 8-MBaP, we hypothesize that x-fin-inducing PAHs act through the same mechanism.

The toxicity of AHR-dependent chemicals is often linked to the induction of cytochrome P450 enzymes, which catalyze the generation of reactive metabolites. Although harmful metabolites can form along the route to xenobiotic elimination, it evolved as an adaptive response. Our results showed Ahr2 dependence of 8-MBaP toxicity but independence from the canonical Cyp1a metabolism induced toxicity; i.e. 8-MBaP was more toxic in Cyp1a-KO larvae. Thus, some other Ahr2-dependent mechanism was operant. Ahr2 agonism is linked to impacts on a variety of genes in a ligand-specific manner, including estrogen and Wnt signaling, whose disruption during development can have detrimental impacts (Shankar et al. 2020). Both TCDD and retene are examples of other chemicals that cause Ahr2-dependent/Cyp1a-independent developmental effects in zebrafish, though neither causes the x-fin phenotype (Wilson et al. 2022; Rude et al. 2024). It is possible that either 8-MBaP or a Cyp1a-independent metabolite induces ligand-specific Ahr2-dependent transcriptomic changes leading to the x-fin phenotype.

### Phenotype emergence time course

The emergence of the x-fin phenotype was assessed over time in 8-MBaP-exposed larvae. Concentrations were chosen to span a range of predicted morphological effects at 120 hpf based on the concentration response curve in Fig. 1. The lack of morphological effects at 0.133 µM was as expected, and the 120 hpf morphological effects at 1.33 and 13.3 µM were as expected, aside from an increase in mortality above background levels and the lack of significant axis effects for 13.3 µM. However, the incidence of axis effects was higher than the control (Fig. 3).

**Fig. 3.**
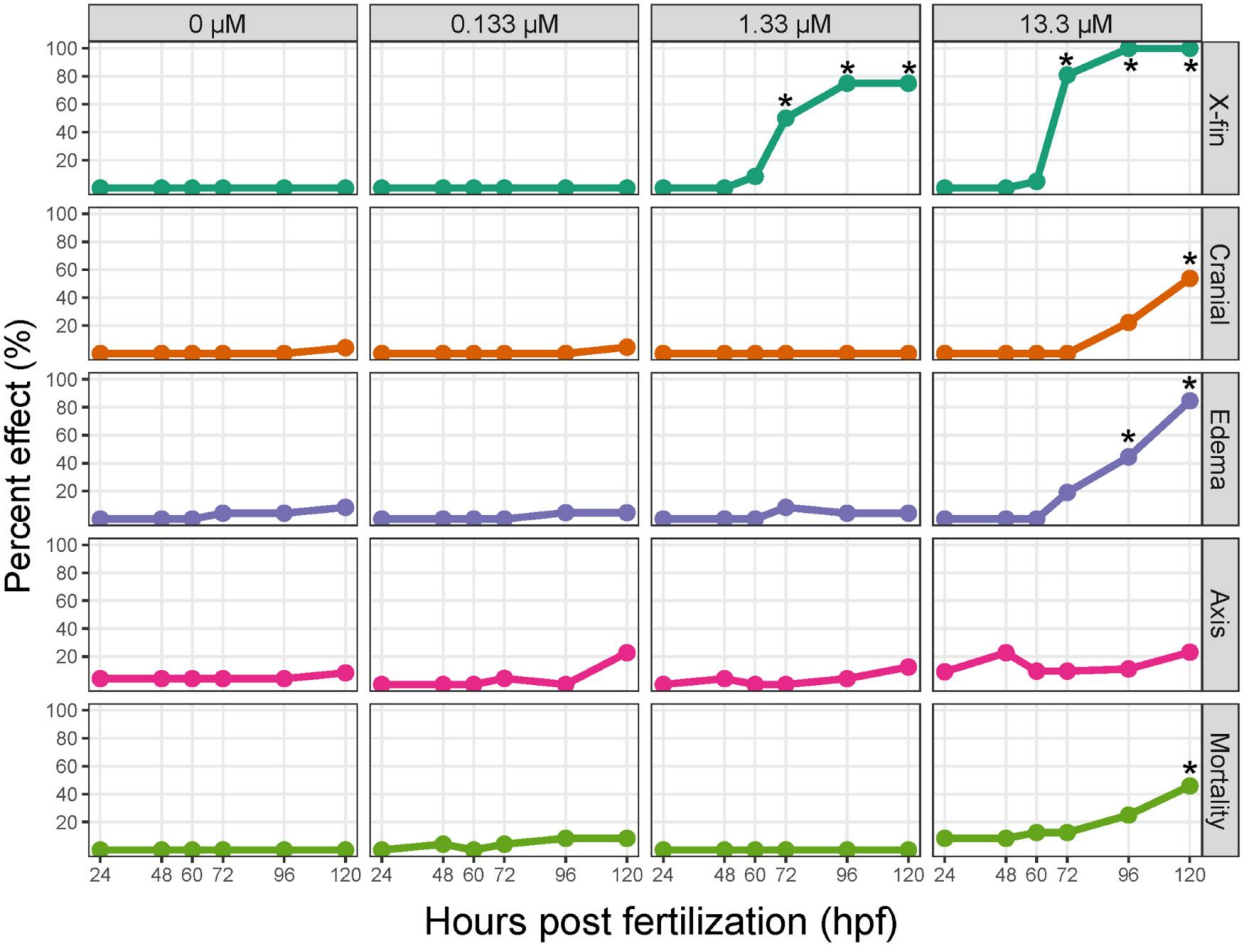
Time-course of morphological phenotype emergence following embryonic exposure to 8-methylbenzo[a]pyrene at 3 concentrations (0.133, 1.33 and 13.3 µM). Statistical significance determined using Fisher’s exact test with a Holm’s multiple comparison correction (asterisk indicates *P*-value ≤0.05).

The x-fin was the earliest detectable morphological phenotype with effects above background, first observed at 72 hpf for both 1.33 µM (50%) and 13.3 µM (80%). The percent incidence increased to 75% and 100% by 96 hpf, respectively, and remained there at 120 hpf (Fig. 4). Edema was first detected above background for 13.3 µM at 96 hpf (44%), increasing to 85% by 120 hpf (Fig. 3). The cranial and mortality effects at 13.3 µM were 54% and 46%, respectively, at 120 hpf (Fig. 3). At 1.33 µM, no morphological effects were observed aside from x-fin, which was seen in 75% of larvae, 28% higher than expected based on concentration response modeling in Fig. 1A (Fig. 3).

**Fig. 4.**
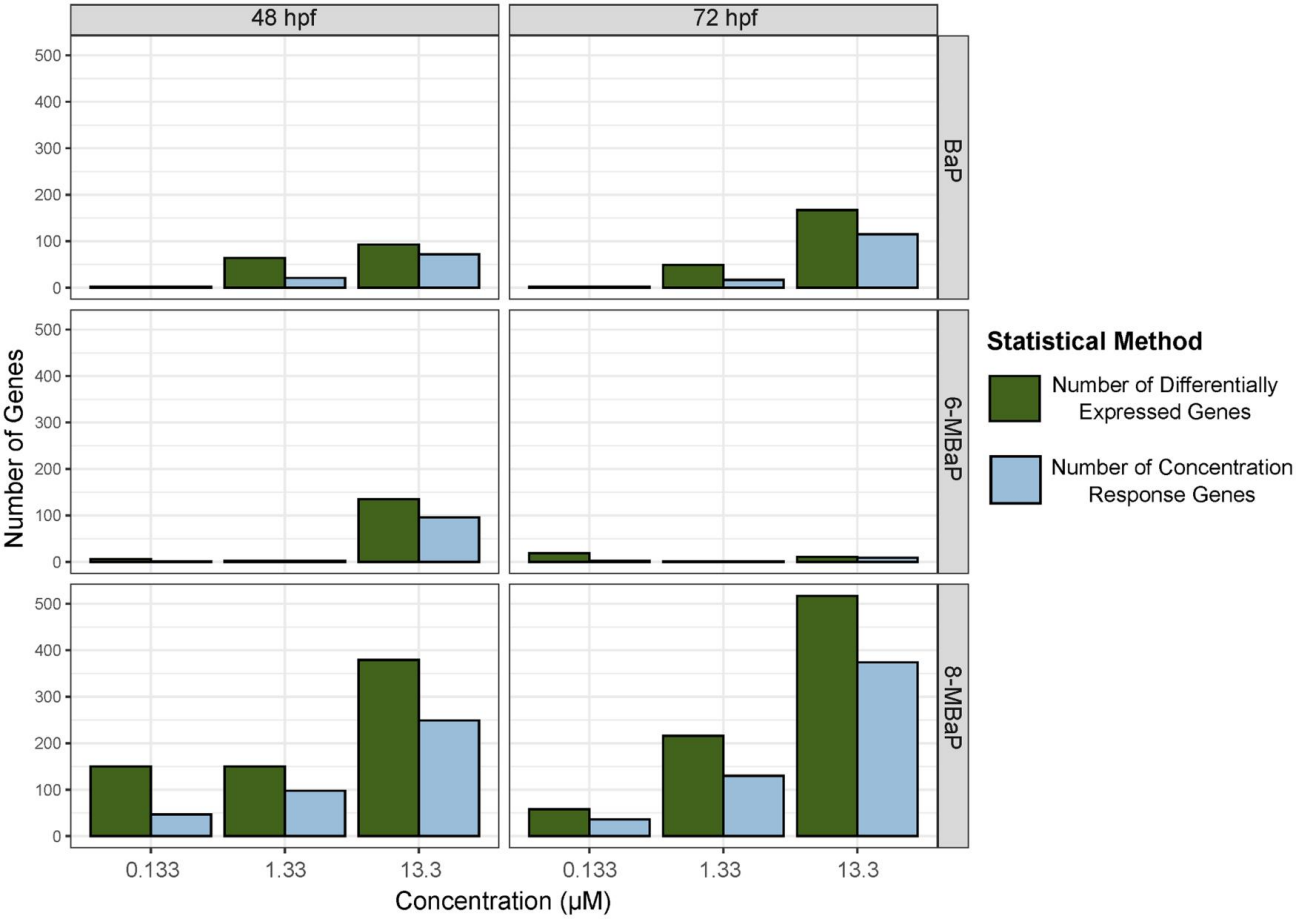
Bar plot showing the number of differentially expressed genes (adjusted *P*-value ≤0.05) and genes with a monotonic concentration response across concentration (0.133, 1.33, 13,3 µM) and timepoint (48 and 72 h post-fertilization [hpf]) for benzo[a]pyrene (BaP), 6-methylbenzo[a]pyrene (6-MBaP), and 8-methylbenzo[a]pyrene (8-MBaP). RNA extracted from pools of 6 whole embryos at 48 and 72 hpf, *n* = 4.

The emergence of the BkF-induced x-fin phenotype described by Garland et al. (2020) was first detected at 60 hpf, 12 h earlier than the 8-MBaP-induced x-fin phenotype in the present study. Different timing was not unexpected for such different chemical structures. Toxic metabolites of 8-MBaP may take longer to form, or their rates of uptake may vastly differ.

### Transcriptomics

Transcriptomics were assessed in response to the 3 chemicals at 48 and 72 hpf and at 3 concentrations (0.133, 1.33, and 13.3 µM). 

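The assay counted messenger RNA by its 3′ ends (BRB-seq) in 80 libraries, each made from a pool of 6 whole embryos, with 4 pools in each of 20 groups: DMSO control and 8-MBaP, 6-MBaP or BaP at 13.3, 1.33 and 0.133 µM, at 48 and at 72 hpf. The authors' mapped and demultiplexed counts per gene were used as deposited, and no read was mapped again. Total counts in the controls ran from 5,353,245 to 6,006,143 (median 5,837,598) at 48 hpf and from 6,062,436 to 7,811,015 (median 6,973,218) at 72 hpf. At 48 hpf the 8-MBaP libraries held 7,015,996 to 7,511,380 (median 7,367,440) at 0.133 µM, 6,156,562 to 6,909,164 (median 6,494,221) at 1.33 µM, 6,325,996 to 6,855,368 (median 6,723,766) at 13.3 µM. Those of 6-MBaP at 48 hpf held 5,732,055 to 6,367,783 (median 6,213,072) at 0.133 µM, 6,455,139 to 7,000,970 (median 6,560,562) at 1.33 µM, 5,977,072 to 7,547,724 (median 6,886,461) at 13.3 µM. Those of BaP held 5,397,782 to 6,869,701 (median 6,619,772) at 0.133 µM, 5,718,620 to 7,051,378 (median 6,560,037) at 1.33 µM, 5,518,724 to 6,248,128 (median 6,185,316) at 13.3 µM. At 72 hpf the totals were 5,919,236 to 6,922,331 (median 6,204,843) at 0.133 µM, 5,736,395 to 8,070,442 (median 6,665,848) at 1.33 µM, 5,937,855 to 8,241,439 (median 6,296,122) at 13.3 µM 8-MBaP. For 6-MBaP at 72 hpf they were 4,933,303 to 6,396,062 (median 5,703,744) at 0.133 µM, 5,180,536 to 6,932,609 (median 5,901,832) at 1.33 µM, 6,191,757 to 7,779,423 (median 6,979,272) at 13.3 µM. For BaP they were 6,179,956 to 6,870,550 (median 6,421,828) at 0.133 µM, 4,838,752 to 8,779,891 (median 6,830,517) at 1.33 µM, 6,085,675 to 7,478,814 (median 6,915,840) at 13.3 µM. The paper states about 9.6 M reads per sample, while the counts that reached genes had a median of 6.47 M per library. The counts are the depth used here.

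The authors tested with DESeq2 and modeled benchmark concentrations (BMC) with FastBMD. From the same counts, edgeR's quasi-likelihood test was run here with TMM normalization, all 10 groups of a time in 1 fit, and a gene was called at a Benjamini-Hochberg adjusted p at or under 0.05. The ± after a log2 fold change is its standard error, and the ± after a count is the SD across the 4 pools of TMM-normalized counts. Letters A to D name the libraries of a group, and a value in brackets after a letter is the result without that library. The control group carries the fold change of every exposure, as each exposed group at 1 time is compared with the same 4 control pools. The receptor gene *ahr2* (ENSDARG00000021833), for example, had a mean of 54.0 ± 11.3 counts in these controls at 48 hpf, and with 4 pools per group small changes in genes of such low counts are beyond reach.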

Timepoints were chosen based on the findings in the “Phenotype emergence time course” section to ensure sampling before the emergence of the x-fin phenotype (48 hpf) and after x-fin emergence but before the emergence of other adverse morphological effects (72 hpf). The 3 concentrations were anchored to variations in morphological effects at 120 hpf: 0.133 µM (no effects), 1.33 µM (only x-fin), and 13.3 µM (x-fin and other morphological effects). Additional embryos were concurrently exposed and treated identically to plates used for transcriptomic sample collection to confirm that the expected incidences of 120 hpf phenotypes occurred. We observed the expected lack of morphological effects from BaP and 6-MBaP (Fig. S6). Morphological effects were as expected for each concentration of 8-MBaP, aside from a decrease in mortality at 13.3 µM compared with results in the “Phenotype emergence time course” section (Fig. S6).

#### 8-MBaP transcriptomic effects increased with concentration and time

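The largest rise of any gene with reads in the controls was that of *cyp1a* (ENSDARG00000098315), a xenobiotic-metabolizing cytochrome P450 under AHR control. From 31.0 ± 7.09 counts in controls at 72 hpf (n = 4 pools) it rose to 3189 ± 399.6 at 0.133 µM 8-MBaP, a log2 fold change of 6.69 ± 0.17 (adjusted p = 2.2e-39). At 13.3 µM the same gene rose by 7.45 ± 0.17 (adjusted p = 2.5e-44) at 48 hpf and 8.05 ± 0.17 (adjusted p = 4.3e-43) at 72 hpf in 8-MBaP. In BaP at 13.3 µM its log2 fold changes were 5.91 ± 0.17 (adjusted p = 8.1e-39) and 5.96 ± 0.17 (adjusted p = 6.6e-37). The gene *cyp1b1* (ENSDARG00000068934), another P450 of the pathway, rose by 5.11 ± 0.20 (adjusted p = 1.0e-30) at 13.3 µM 8-MBaP at 48 hpf and by 5.62 ± 0.21 (adjusted p = 9.8e-30) at 72 hpf. The transcription factor gene *foxq1a* (ENSDARG00000030896) rose by 3.69 ± 0.17 (adjusted p = 1.4e-26) and 3.21 ± 0.14 (adjusted p = 3.0e-26), and *tiparp* (ENSDARG00000061841), a repressor of AHR, by 1.55 ± 0.14 (adjusted p = 1.8e-13) and 1.61 ± 0.14 (adjusted p = 5.7e-14). The gene *wfikkn1* (ENSDARG00000101364) had 0 counts in all 4 control pools at 48 hpf and was at least 8.12-fold higher at 13.3 µM 8-MBaP. An AHR battery list had 16 tested genes. Lists were compared with all other genes by limma's camera. In 8-MBaP at 13.3 µM and 48 hpf the list had 8 called higher and 0 lower (8 and 0 adjusted over the list alone), camera adjusted p = 6.9e-26 and adjusted p = 1.8e-10 with an estimated correlation. At 72 hpf it had 8 called higher and 0 lower (10 and 0 adjusted over the list alone), camera adjusted p = 7.4e-30 and adjusted p = 5.9e-12 with an estimated correlation. For BaP the same list gave 6 called higher and 0 lower (8 and 0 adjusted over the list alone), camera adjusted p = 1.4e-16 and adjusted p = 3.1e-08 with an estimated correlation at 48 hpf. At the later time BaP had 7 called higher and 0 lower (7 and 0 adjusted over the list alone), camera adjusted p = 1.3e-19 and adjusted p = 1.0e-09 with an estimated correlation. For 6-MBaP it gave 2 called higher and 0 lower (6 and 1 adjusted over the list alone), camera adjusted p = 7.3e-05 and adjusted p = 0.0022 with an estimated correlation at 48 hpf. The result at 72 hpf was 3 called higher and 0 lower (7 and 0 adjusted over the list alone), camera adjusted p = 5.7e-09 and adjusted p = 4.2e-06 with an estimated correlation.

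The genes called against control in 8-MBaP at 1.33 and 13.3 µM numbered 123 (74 higher, 49 lower) and 274 (137, 137) at 48 hpf. At 72 hpf they numbered 51 (35, 16), 170 (95, 75) and 455 (222, 233) from the lowest to the highest concentration. Leaving out 1 library moved 1 of these counts by more than 1.5-fold, that of 13.3 µM at 48 hpf, without 8-MBaP 13.3 µM library C (171). Tested between compounds at the same concentration, 8-MBaP and BaP differed in 65, 64 and 145 genes at 48 hpf and in 36, 170 and 150 at 72 hpf. The 1.5-fold limit was passed at 0.133 µM and 48 hpf without 8-MBaP 0.133 µM libraries A (24), B (39) and C (38) and BaP 0.133 µM libraries B (33) and C (37). At 13.3 µM and 48 hpf it was passed without 8-MBaP 13.3 µM library C (80) and BaP 13.3 µM libraries B (71), C (85) and D (87). At 1.33 µM and 72 hpf it was passed without 8-MBaP 1.33 µM library B (107) and BaP 1.33 µM libraries B (108) and C (109), and at 13.3 µM and 72 hpf without 8-MBaP 13.3 µM library D (97) and BaP 13.3 µM library B (95). 

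**Figure D1:**
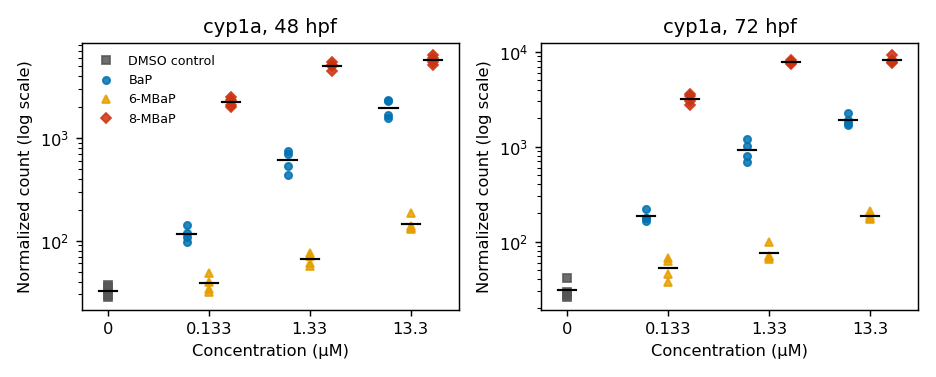
Normalized counts of *cyp1a* in each library (points, n = 4 pools per group) and their mean (bar) against concentration on a log axis at 48 and 72 hpf; 0 is the DMSO control.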

8-MBaP had the highest number of DEGs at each concentration and timepoint. 

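At 0.133 µM 8-MBaP and 48 hpf, 77 genes were called, 34 of them higher and 43 lower. After *cyp1a*, the largest rises were those of *cyp1b1* at 3.36 ± 0.21 (adjusted p = 1.7e-20) on the log2 scale and *foxq1a* at 3.02 ± 0.18 (adjusted p = 1.3e-21). The gene *hbbe3* (ENSDARG00000038147), an embryonic globin, rose by 0.83 ± 0.15 (adjusted p = 5.4e-04). The gene *lgals3bp.1* (ENSDARG00000040528), which encodes a galectin-binding glycoprotein, fell from 31.9 ± 5.62 to 5.12 ± 1.72 counts, a log2 fold change of −2.62 ± 0.52 (adjusted p = 0.0029). The apolipoprotein *apoa4b.1* (ENSDARG00000040298) was also lower, at −0.79 ± 0.13 (adjusted p = 1.1e-04), as were the keratin *krt91* (ENSDARG00000036830) at −0.50 ± 0.08 (adjusted p = 1.7e-04) and the lens crystallin *crygm2d14* (ENSDARG00000087301) at −0.56 ± 0.11 (adjusted p = 0.0017). At 1.33 µM 77 of the 77 genes lay in the same direction (46 called) and at 13.3 µM 77 (55 called). The same control pools enter each comparison, and unchanged groups simulated against them gave a mean of 72.7 like signs among the 77 genes of lowest p (100 draws, highest 76). With calls made on 2 control pools and signs read on the other 2, over the 6 ways of dividing them, 23 to 84 genes were called, and up to 22 of them lay in the other direction at 1.33 µM and up to 14 at 13.3 µM. The count was 150 by DESeq2, and 66 genes were called by both tools. It moved by more than 1.5-fold without 8-MBaP 0.133 µM libraries A (44) and B (50) and control library A (43). For 100-fold more chemical, 13.3 µM, the counts at 48 hpf were 61 in BaP and 45 in 6-MBaP, and these moved as much without control library C (38) and without 6-MBaP 13.3 µM libraries A (13), B (21) and C (28) and control libraries A (21) and C (24) respectively. The ranges overlap, and the counts of 2 exposures were not tested against each other.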

At 48 hpf, 0.133 µM 8-MBaP had more DEGs than BaP or 6-MBaP exposed to 2 orders of magnitude more chemical (13.3 µM) (Fig. 4). The majority of the 8-MBaP DEGs at 48 hpf for 1.33 µM and 13.3 µM (60% and 72% respectively) had a monotonic concentration response relationship, while only 31% were monotomic for 0.133 µM at 48 hpf (Fig. 4). 

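A gene with a clear concentration response was *cyp1a*, with a BMC of 0.00256 µM (95% interval 0.00224 to 0.00263) in 8-MBaP at 48 hpf. That of *foxq1a* was 0.00739 µM (95% interval 0.00564 to 0.00877), and that of *ca15a* (ENSDARG00000015654), a carbonic anhydrase of skin ionocytes that fell, was 0.0699 µM (95% interval 0.0248 to 0.978). BMCs under 0.133 µM, such as these 3, lie below the lowest concentration used and rest on the fitted curve. On simulated data the 95% intervals held the true value in only 63.4% of the genes kept. Of the genes called at 48 hpf, a monotonic curve passed the limits in 33.8% at 0.133 µM, 47.2% at 1.33 µM and 46.0% at 13.3 µM. The first of these was 53.6% without the libraries of letter A in every group and 25.0% without those of letter D. At 72 hpf the shares were 54.9%, 50.0% and 59.12%. The share depends on how wide a BMC interval is allowed: without a limit on the ratio of its bounds it was 74.8% at 1.33 µM and 67.9% at 13.3 µM at 48 hpf. Across all 3 concentrations, 128 of 322 called genes were kept at 48 hpf, with a median BMC of 0.364 µM. Without the libraries of letter C in every group, 60 were kept.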

The number of DEGs induced by 8-MBaP was higher at 72 hpf than 48 hpf for 1.33 µM and 13.3 µM (both concentrations that caused the x-fin phenotype by 72 hpf) in contrast to 0.133 µM for which there were fewer DEGs at 72 hpf than 48 hpf.

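The falls at 72 hpf in 8-MBaP at 13.3 µM included those of keratin genes. *krt15* (ENSDARG00000036840), an epidermal keratin, fell from 639 ± 106 counts in controls to 113 ± 15.7 (n = 4 pools), a log2 fold change of −2.50 ± 0.17 (adjusted p = 2.0e-18). The gene *krt4* (ENSDARG00000017624), a keratin of the outer skin layer, was lower at −1.33 ± 0.08 (adjusted p = 1.6e-19). The gene *ponzr4* (ENSDARG00000087440) was lower at −2.96 ± 0.30 (adjusted p = 6.0e-11) and *ponzr3* (ENSDARG00000088589) at −2.41 ± 0.22 (adjusted p = 1.5e-12). Among the rises, *hbae5* (ENSDARG00000045142), a globin, rose by 2.399 ± 0.39 (adjusted p = 2.3e-05) and *ctsl.1* (ENSDARG00000003902), a cathepsin, by 2.197 ± 0.25 (adjusted p = 2.1e-09). Whether an effect itself changed between 48 and 72 hpf was tested as an interaction over all 80 libraries. 13 genes passed at 1.33 µM (4 with a higher and 9 with a lower effect at 72 hpf) and 19 at 13.3 µM (7 and 12), beside 37 and 30 in DESeq2. At 72 hpf the effect on *krt4* was lower, at −0.74 ± 0.10 (adjusted p = 1.0e-06) at 1.33 µM and −0.66 ± 0.10 (adjusted p = 3.6e-05) at 13.3 µM on the log2 scale. That on *pde6ha* (ENSDARG00000102558), a cone phosphodiesterase, at 13.3 µM was −2.04 ± 0.34 (adjusted p = 4.0e-04). The largest rise was in the effect on *zgc:165423* (ENSDARG00000052905), at 3.51. At 0.133 µM 0 genes passed in edgeR, 5 in DESeq2, and 1,258 had an unadjusted p under 0.05. The 13.3 µM count moved by more than 1.5-fold without 8-MBaP 13.3 µM 48 hpf libraries A (11) and C (12), 8-MBaP 13.3 µM 72 hpf library D (8) and control 72 hpf libraries A (12) and D (11), and the 0.133 µM count without control 48 hpf library A (1) and 8-MBaP 0.133 µM 72 hpf library A (3).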

The 13.3 µM 6-MBaP exposure produced a similar temporal DEG trend to 8-MBaP at 0.133 µM, with a decrease in DEGs between 48 and 72 hpf. At 48 hpf, 6-MBaP (13.3 µM) was associated with 135 DEGs, but only 11 at 72 hpf. 

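In 6-MBaP at 13.3 µM, *cyp1a* rose from 32.4 ± 4.43 counts in controls to 147 ± 26.2 at 48 hpf (n = 4 pools), a log2 fold change of 2.17 ± 0.18 (adjusted p = 2.3e-13). At 72 hpf its log2 fold change was 2.60 ± 0.17 (adjusted p = 1.6e-17). The gene *foxq1a* rose by 2.00 ± 0.18 (adjusted p = 4.8e-12) at 48 hpf and 1.54 ± 0.15 (adjusted p = 3.9e-11) at 72 hpf. The lens crystallins *crygm2d14* and *crygm2d13* (ENSDARG00000057460) fell at 48 hpf, at −0.57 ± 0.11 (adjusted p = 0.0037) and −0.49 ± 0.09 (adjusted p = 0.0025). The gene *lyz* (ENSDARG00000057789), a lysozyme of myeloid cells, was lower at −0.75 ± 0.13 (adjusted p = 9.5e-04). Of the genes called at 13.3 µM and 48 hpf, 11 were higher and 34 lower, and 39 were among the 135 that DESeq2 called. At 72 hpf 7 genes were called (4 higher, 3 lower), 11 by DESeq2. The 72 hpf count moved by more than 1.5-fold without 6-MBaP 13.3 µM libraries A (4), B (4) and C (3) and control libraries A (4), B (3) and C (2). At the 2 lower concentrations 0 genes were called at 48 hpf (1,245 and 1,136 at an unadjusted p under 0.05, 6 and 2 by DESeq2) and 1 and 1 at 72 hpf (19 and 1 by DESeq2). Single libraries decide these small counts: at 0.133 µM without control library D (1) at 48 hpf and without 6-MBaP 0.133 µM libraries A (3), B (0) and C (0) and control libraries A (0) and B (0) at 72 hpf, and at 1.33 µM without 6-MBaP 1.33 µM libraries B (2) and D (3) and control library D (2) at 72 hpf. Taken between the times, 0 genes had a changed effect at 13.3 µM by either tool, with 1,029 at an unadjusted p under 0.05 and 6-MBaP 13.3 µM 48 hpf library B bringing 1 when left out. The number was 3 with only the compared groups in the fit and 24 with no low count filter.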

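Compared directly at 13.3 µM, 8-MBaP raised *cyp1a* above 6-MBaP by 5.28 (95% interval 5.00 to 5.56, adjusted p = 4.9e-40) on the log2 scale at 48 hpf and 5.45 (95% interval 5.17 to 5.73, adjusted p = 5.0e-38) at 72 hpf. At 0.133 µM the difference in *cyp1a* was 5.86 (95% interval 5.54 to 6.18, adjusted p = 2.0e-39) at 48 hpf. The gene *foxq1a*, called in both compounds, differed by 1.69 (95% interval 1.41 to 1.97, adjusted p = 2.6e-14) at 48 hpf. The gene *and2*, an actinotrichia gene, was lower in 8-MBaP than in 6-MBaP by 1.53 (95% interval −1.73 to −1.33, adjusted p = 4.7e-19) at 48 hpf. The gene *ca15a*, a carbonic anhydrase, lay at −1.57 (95% interval −1.99 to −1.16, adjusted p = 3.2e-07) in the same contrast at 72 hpf, and *nfe2l2a* (ENSDARG00000042824), the antioxidant regulator Nrf2a, at 0.78 (95% interval 0.58 to 0.99, adjusted p = 3.2e-07). From the lowest to the highest concentration, 8-MBaP and 6-MBaP differed in 29, 90 and 130 genes at 48 hpf and in 40, 164 and 252 at 72 hpf. No library left out moved any of these 6 counts by more than 1.5-fold. Intervals are 1.96 standard errors on either side.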

The lack of transcriptomic disruption by 6-MBaP compared with 8-MBaP further supported its inactivity and highlighted the impact of alkyl position on the biological activity of alkylated BaPs. BaP exposure resulted in a similar number of DEGs as 6-MBaP at 48 hpf. However, unlike 6-MBaP, the number of BaP-associated DEGs increased between 48 and 72 hpf at 13.3 µM. 

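BaP at 13.3 µM and 48 hpf raised *cyp1b1* by 2.54 ± 0.22 (adjusted p = 9.4e-14) and *foxq1a* by 2.71 ± 0.18 (adjusted p = 1.0e-18) on the log2 scale. Of 34 tested antioxidant genes 3 were called higher and 0 lower (4 and 0 adjusted over the list alone), camera adjusted p = 9.4e-05 and adjusted p = 0.062 with an estimated correlation. Among them *gsr* (ENSDARG00000019236), glutathione reductase, rose by 0.89 ± 0.15 (adjusted p = 1.2e-04) and the peroxiredoxin *prdx1* (ENSDARG00000058734) by 0.72 ± 0.10 (adjusted p = 2.6e-06). The lens crystallin *crygm2d18* (ENSDARG00000073750) was lower at −0.49 ± 0.09 (adjusted p = 8.4e-04) and *and2*, of the fin fold, at −0.58 ± 0.10 (adjusted p = 2.3e-04). In a direct contrast at 13.3 µM, 6-MBaP lay below BaP in *cyp1a*, at −3.73 (95% interval −3.998 to −3.47, adjusted p = 2.3e-32). In *gsr* it lay at −1.21 (95% interval −1.499 to −0.92, adjusted p = 6.5e-08) and in *prdx1* at −0.67 (95% interval −0.87 to −0.47, adjusted p = 2.2e-05). Of the genes called in BaP at 13.3 µM, 39 were higher and 22 lower, and 15 genes were called at 1.33 µM (7 higher, 8 lower) and 2 at 0.133 µM (*cyp1a* and *foxq1a*). DESeq2 called 93, 64 and 2. The contrast of 6-MBaP with BaP at 13.3 µM held 35 genes, 8 higher and 27 lower in 6-MBaP. More than 1.5-fold moves came at 1.33 µM without BaP 1.33 µM library C (9) and control library D (26), and in the contrast without 6-MBaP 13.3 µM libraries A (22) and C (22) and BaP 13.3 µM libraries B (17), C (21) and D (19).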

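At 72 hpf and 13.3 µM BaP, *cyp1b1* rose by 3.65 ± 0.22 (adjusted p = 1.6e-19) and *foxq1a* by 2.25 ± 0.14 (adjusted p = 1.3e-18). The gene *hbae5*, a globin, went from 46.2 ± 21.6 to 213 ± 83.8 counts (n = 4 pools), a log2 fold change of 2.19 ± 0.39 (adjusted p = 5.0e-04), and *sqstm1* (ENSDARG00000075014), an autophagy receptor under Nrf2 control, rose by 0.83 ± 0.17 (adjusted p = 0.0025). The stress-response factor *ddit3* (ENSDARG00000059836) was higher at 1.51 ± 0.24 (adjusted p = 3.7e-05). Of keratin genes, *krt15* fell, at −1.22 ± 0.15 (adjusted p = 1.3e-07), as did *krt91* at −0.75 ± 0.11 (adjusted p = 7.2e-06) and *krt4* at −0.71 ± 0.08 (adjusted p = 1.5e-08). Of 30 epidermis genes, 1 was called higher and 6 lower (1 and 9 adjusted over the list alone), camera adjusted p = 4.2e-07 and adjusted p = 0.042 with an estimated correlation. In all 149 genes were called at 72 hpf (69 higher, 80 lower), 24 at 1.33 µM (17 and 7) and 2 at 0.133 µM. The 13.3 µM count moved by more than 1.5-fold without BaP 13.3 µM libraries A (71) and B (97) and control libraries A (95), B (95) and C (66), the 1.33 µM count without control libraries A (15), B (15) and C (13). The interaction test called 2 genes whose effect differed between 72 and 48 hpf, and DESeq2 2. That count of 2 moved without BaP 13.3 µM 48 hpf libraries B (1), C (0) and D (0), control 48 hpf libraries A (1), C (0) and D (0), BaP 13.3 µM 72 hpf libraries A (1), B (0), C (0) and D (0) and control 72 hpf libraries B (0) and D (0). At 72 hpf 6-MBaP and BaP at 13.3 µM differed in 21 genes, 3 higher and 18 lower in 6-MBaP.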

BaP (13.3 µM) was associated with 93 DEGs at 48 hpf, which increased to 167 by 72 hpf (Fig. 4). This indicated a lasting transcriptomic disruption by BaP throughout a crucial developmental window despite a lack of observed morphological outcomes.

#### Gene expression trends

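*cyp1a* and *foxq1a* were higher in all 3 compounds at 13.3 µM and 72 hpf, and the skin keratin gene *cyt1* (ENSDARG00000092947) was lower in all 3, at −1.13 ± 0.10 (adjusted p = 1.4e-13) in 8-MBaP, −0.72 ± 0.10 (adjusted p = 1.2e-06) in BaP and −0.51 ± 0.10 (adjusted p = 0.014) in 6-MBaP. Of the 39 genes called higher in BaP at 13.3 µM and 48 hpf, 32 were also called higher in 8-MBaP, and of the 22 called lower 15 were shared. Independent draws would share 0.300 and 0.169, which leaves out the common control pools. Unchanged groups simulated against 1 set of controls shared at most 1 in each direction over 100 draws. Such groups yield almost no calls, and the simulation held no offset of the control plate. It therefore cannot show how many of the shared calls come from the common controls. With 2 control pools for 8-MBaP and the other 2 for BaP, over the 6 ways of dividing them, 11 to 20 higher genes (of 13 to 32) and 3 to 6 lower genes (of 5 to 33) were shared. At 72 hpf 43 of 69 higher and 37 of 80 lower genes of BaP were shared with 8-MBaP, and with the pools divided 15 to 25 higher (of 17 to 39) and 10 to 20 lower (of 17 to 51). 6-MBaP shared 6 of 11 higher and 21 of 34 lower genes with 8-MBaP at 48 hpf, and with the pools divided 2 to 4 higher (of 2 to 15) and 2 to 6 lower (of 2 to 21). No gene was called in opposite directions. Over the 169 genes with a concentration response to any of the compounds at 48 hpf, 156 had the same sign in BaP at 13.3 µM (92.3%) and 151 in 6-MBaP (89.3%). At 72 hpf it was 306 of 331 (92.4%) and 278 (84.0%). Over all tested genes the shares for BaP and 6-MBaP were 66.3% and 70.0% at 48 hpf and 68.96% and 67.9% at 72 hpf. All 3 effects share the same control pools, which alone gives a like sign: simulated counts without any shared effect gave 67.5% at 48 hpf and 66.4% at 72 hpf. That simulation did not choose genes by their p, while the real genes were called against these controls. Among the genes of lowest p, unchanged simulated groups gave a mean of 94.5% like signs at 48 hpf (77 genes) and 95.5% at 72 hpf (51 genes). Those simulated groups yield almost no calls, so their genes are no like reference for the called ones either. The shares with all control pools therefore do not tell a shared effect from the common controls. With different control pools for each compound, the share for BaP was 88.8 to 94.1% at 48 hpf and that for 6-MBaP 85.2 to 87.0%. At 72 hpf these were 89.1 to 91.8% and 81.0 to 86.7%. The genes were still those chosen with all 4 control pools, which came from 1 plate. For *cyt1* in 6-MBaP at 13.3 µM and 72 hpf, the limit was missed without its library C (−0.41) and control library C (−0.46).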

Gene expression changes across chemicals and concentrations had similar directionality for the most part, despite differences in the number of DEGs, the number of monotonic concentration–response genes, and morphological outcomes (Fig. 5). 

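Treatments differed in size of response at 48 hpf. The log2 fold change of *cyp1a* was 7.26 ± 0.17 (adjusted p = 1.0e-43) in 8-MBaP at 1.33 µM, 4.21 ± 0.17 (adjusted p = 5.2e-30) in BaP at 1.33 µM and 1.01 in 6-MBaP at 1.33 µM. *and2* lay at −1.21 ± 0.10 (adjusted p = 1.5e-14), −0.12 ± 0.10 (adjusted p = 0.83) and −0.08 ± 0.10 (adjusted p = 0.95) in the same order. Over 169 genes, the median size of the log2 fold change at 13.3 µM was 0.73 in 8-MBaP, 0.44 in BaP and 0.35 in 6-MBaP. The 169 were chosen for a response to any compound, 128 of them in 8-MBaP, so a larger median there is partly built in. Complete linkage on Euclidean distances over these genes grouped all 3 concentrations of 8-MBaP with BaP at 13.3 µM, 4 treatments, and the other 5 treatments together. The grouping turned on the genes used: over all 348 genes called in any exposure, 8-MBaP at 1.33 and 13.3 µM stood alone. By 1 − Pearson correlation, 8 treatments joined and 6-MBaP at 1.33 µM stood apart. No test of the clusters was made.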

At 48 hpf, 2 distinct clusters emerged: One for 6-MBaP exposures and lower concentrations of BaP with smaller log_2_FC values and another for 8-MBaP exposures and the highest concentration of BaP with larger log_2_FC values. 

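Divided into 3 groups, the tree at 48 hpf placed 8-MBaP at 0.133 µM with BaP at 13.3 µM, and 8-MBaP at 1.33 µM with 13.3 µM. *and1* (ENSDARG00000088514), an actinotrichia gene of the fin fold, lay at −0.48 ± 0.09 (adjusted p = 2.2e-04) in 8-MBaP at 13.3 µM and −0.27 ± 0.09 (adjusted p = 0.24) in BaP at 13.3 µM. The contrast between them was −0.20 (95% interval −0.37 to −0.03, adjusted p = 0.35). The gene *dlx3b* (ENSDARG00000014626), a homeobox gene of the ear and fin fold, differed between 8-MBaP and BaP at 13.3 µM by 0.37 (95% interval 0.14 to 0.61, adjusted p = 0.16). For *and3* (ENSDARG00000056873), a further actinotrichia gene, 13.3 µM 8-MBaP gave −0.58 ± 0.09 (adjusted p = 2.1e-05) at 48 hpf. Average linkage and the 348 called genes gave the same 3 groups, and 1 − Pearson as the distance did not: it placed all 3 concentrations of 8-MBaP together with BaP at 13.3 µM. For *dlx3b* between 8-MBaP and BaP at 13.3 µM and 48 hpf, a call was made with DESeq2 with its filter set at 0.05 (0.38).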

The cluster with larger log_2_FC values was further divided into treatments with morphological effects (8-MBaP 1.33 µM and 13.3 µM) and those without (8-MBaP 0.133 µM and BaP 13.3 µM). 

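At 72 hpf the fall of *slc12a10.2*, a sodium-chloride cotransporter of skin ionocytes, was −3.06 ± 0.44 (adjusted p = 1.7e-06) in 8-MBaP at 1.33 µM, against −0.79 ± 0.35 (adjusted p = 0.75) at 0.133 µM. *krt15* lay at −2.06 ± 0.16 (adjusted p = 2.7e-15) at 1.33 µM. The size of the log2 fold change at 13.3 µM over 331 genes had a median of 0.72 in 8-MBaP, 0.44 in BaP and 0.26 in 6-MBaP. Of the 331, 270 were chosen for a response to 8-MBaP, which favors a larger median there. Complete and average linkage, and all 558 called genes, each placed 8-MBaP at 1.33 and 13.3 µM apart from the other 7 treatments. By 1 − Pearson correlation, which sets size aside, 5 treatments joined: 8-MBaP at 3 concentrations with BaP at 1.33 and 13.3 µM.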

By 72 hpf, this clustering changed, as the 2 higher concentrations of 8-MBaP that caused x-fin became more distinct, clustering separately from the other treatments.

**Fig. 5.**
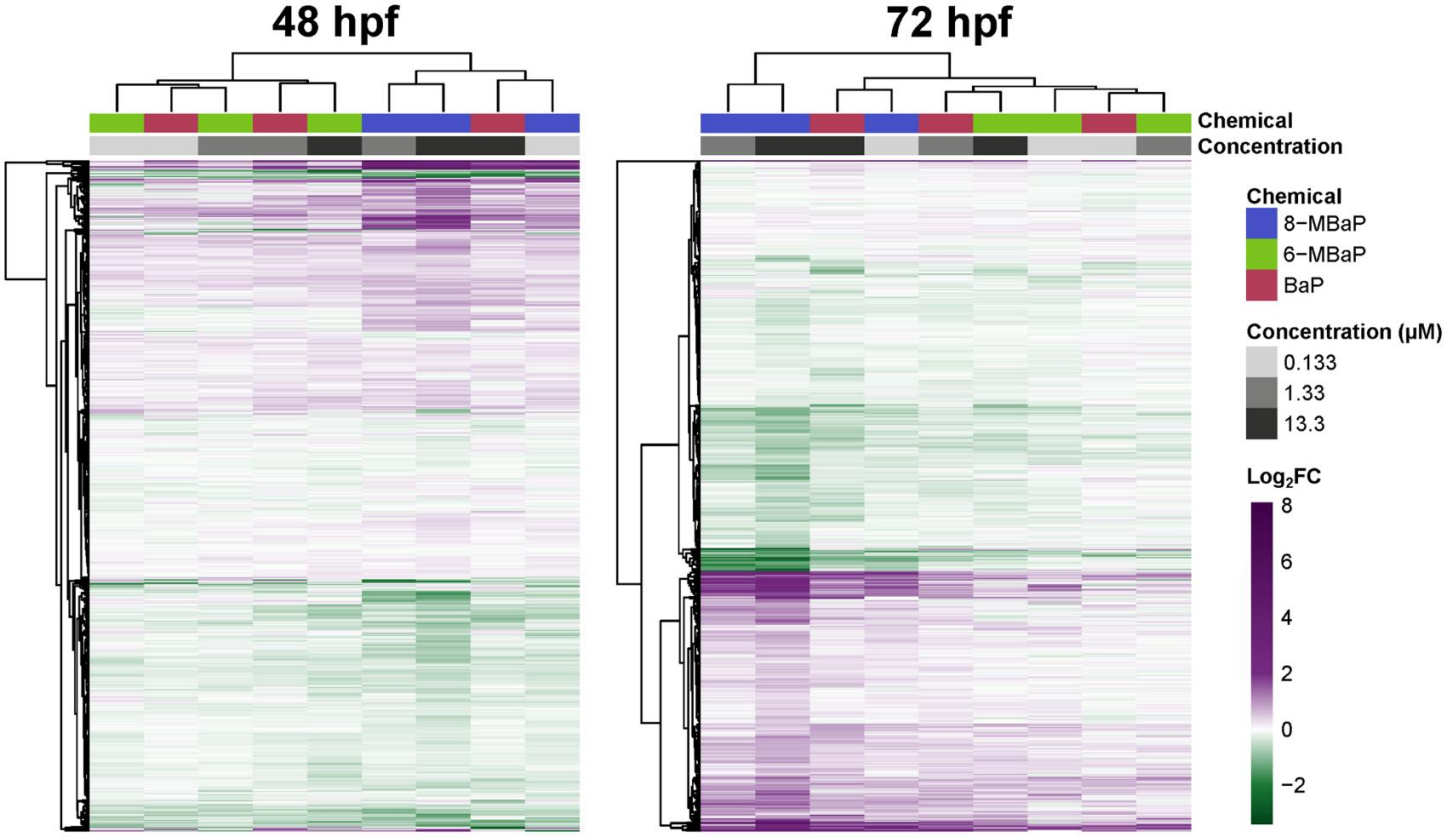
Clustered heatmap of the gene expression log_2_ fold change (log_2_FC) values for each gene that had a concentration response relationship for at least 1 chemical (8-methylbenzo[a]pyrene [8-MBaP], 6-methylbenzo[a]pyrene [6-MBaP], or benzo[a]pyrene [BaP]) at each timepoint (48 and 72 h post-fertilization [hpf]). RNA extracted from pools of 6 whole embryos at 48 and 72 hpf, *n* = 4.

#### X-fin-associated genes

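Genes with a BMC at or under 1.33 µM in 8-MBaP included *cyp1b1* at 0.0110 µM (95% interval 0.00921 to 0.0133), *ahr2* at 0.0275 µM (95% interval 0.0102 to 0.0564) and *tiparp* at 0.216 µM (95% interval 0.0427 to 0.386) at 48 hpf. Among the genes that fell, *and2* had 0.231 µM (95% interval 0.126 to 0.353) and *and1* 0.705 µM (95% interval 0.288 to 2.401). At 72 hpf *anxa1c* (ENSDARG00000104359), an annexin, had 0.0165 µM (95% interval 0.0122 to 0.0228) and *sp9* (ENSDARG00000099374), a transcription factor of the fin ridge, 0.187 µM (95% interval 0.0703 to 0.430). In BaP the BMC of *cyp1b1* was 0.322 µM (95% interval 0.173 to 0.556) at 48 hpf, and that of *cyp1a* was 0.148 µM (95% interval 0.101 to 0.216) in BaP and 0.340 µM (95% interval 0.234 to 0.509) in 6-MBaP. The limit was met by 73 genes at 48 hpf (51 rising, 22 falling) and 132 at 72 hpf (72, 60), 40 of them at both. Of these, 15 and 47 were not called at 1.33 µM itself. Without a limit on the width of the interval the counts were 141 and 201.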

X-fin-associated genes were identified with a BMC below 1.33 µM in 8-MBaP exposure; ∼80% of larvae exposed to 1.33 µM 8-MBaP displayed the x-fin phenotype at 120 hpf, so genes with higher BMCs were unlikely to be involved in the x-fin phenotype. Instead, these genes were more likely related to phenotypes specific to higher concentrations (Edema, Axis, and Cranial). We performed functional enrichment analysis of x-fin-associated genes at 48 and 72 hpf to understand how the roles of disrupted genes shifted before and after the appearance of the x-fin.

Several functional groups were uniquely enriched at 48 hpf, including cellular ketone process, epithelial tube formation, notochord development, and cellular modified amino acid biosynthetic process (Fig. 6A). The cellular ketone metabolic process functional group may be associated with the oxidative stress functional group, as ketones can play an integral role in the response to oxidative stress (Rojas-Morales et al. 2020). *Anxa1c*, e.g. is indicated as a member of both the cellular oxidative stress response and the cellular ketone metabolism process. 

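*anxa1c*, which encodes a membrane-binding annexin, had 1625 ± 232 counts in controls and 1192 ± 162 at 13.3 µM 8-MBaP at 48 hpf (n = 4 pools). Its log2 fold changes were −0.44 ± 0.10 (adjusted p = 0.018), −0.46 ± 0.10 (adjusted p = 0.007) and −0.45 ± 0.10 (adjusted p = 0.0052) from the lowest to the highest concentration, so the fall hardly grew with concentration. A call was not reached in BaP at 13.3 µM (−0.14 ± 0.10, adjusted p = 0.75). The contrast of 8-MBaP with BaP at 13.3 µM was −0.31 (95% interval −0.50 to −0.11, adjusted p = 0.17). The fall at 72 hpf was clear at each 8-MBaP concentration, with −0.70 ± 0.12 (adjusted p = 2.6e-04), −0.96 ± 0.12 (adjusted p = 6.5e-08) and −1.08 ± 0.12 (adjusted p = 1.9e-09). For *anxa1c* in 8-MBaP at 0.133 µM and 48 hpf, a call was missed without its libraries A (−0.39) and D (−0.41) and control libraries A (−0.37) and C (−0.37). For *anxa1c* in 8-MBaP at 1.33 µM and 48 hpf, the limit was missed without its library B (−0.41) and control libraries A (−0.40) and C (−0.41). For *anxa1c* in 8-MBaP at 13.3 µM and 48 hpf, the call was lost without its library D (−0.39). For *anxa1c* between 8-MBaP and BaP at 13.3 µM and 48 hpf, a call was made without BaP 13.3 µM library A (−0.39).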

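*dlx3b*, a homeobox gene of the otic placode, rose at 48 hpf from 119.8 ± 6.75 to 219 ± 20.3 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of 0.87 ± 0.13 (adjusted p = 1.5e-06). At 0.133 and 1.33 µM it rose by 0.56 ± 0.13 (adjusted p = 0.015) and 0.91 ± 0.13 (adjusted p = 8.4e-07). The gene *tfap2c* (ENSDARG00000040606), an AP-2 transcription factor gene of the same tissue, rose by 0.55 ± 0.12 (adjusted p = 0.0038) at 13.3 µM. The files hold 2 IDs with the follistatin name FST, a secreted inhibitor of activin, and neither was called at 13.3 µM: FST_ENSDARG00000052846 was at 0.58 ± 0.17 (adjusted p = 0.064) and FST_ENSDARG00000057992 at 0.22 ± 0.27 (adjusted p = 0.83). Which of them is *fsta* is not stated in the files. An inner ear list of 19 genes had 2 called higher and 0 lower (2 and 1 adjusted over the list alone), camera adjusted p = 0.034 and adjusted p = 0.063 with an estimated correlation at 13.3 µM and 48 hpf. At 72 hpf it had 2 called higher and 0 lower (3 and 0 adjusted over the list alone), camera adjusted p = 0.034 and adjusted p = 0.1 with an estimated correlation. For *dlx3b* in 8-MBaP at 0.133 µM and 48 hpf, the limit was missed without its libraries C (0.51) and D (0.51) and control libraries A (0.56) and B (0.54) and with only the compared groups in the fit (0.56). For FST_ENSDARG00000052846 in 8-MBaP at 13.3 µM and 48 hpf, a call was gained with DESeq2 (0.58), no low count filter (0.58) and DESeq2 with its filter set at 0.05 (0.58).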

The epithelial tube formation group included 3 genes specifically related to otic vesicle development (*dlx3b*, *fsta*, *tfap2c*) with increased expression. These genes have no described involvement in fin development. The notochord development group included *ccn2a*, *ccn2b*, and *igf2b*, all of which had increased expression. 

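*ccn2b* (ENSDARG00000104292), a matricellular growth factor gene, rose at 48 hpf from 13.2 ± 8.63 to 55.2 ± 8.70 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of 2.04 ± 0.45 (adjusted p = 0.0044). Its paralog *ccn2a* (ENSDARG00000042934) rose by 0.85 ± 0.16 (adjusted p = 6.3e-04), and by 0.65 ± 0.17 (adjusted p = 0.036) at 1.33 µM. *igf2b* (ENSDARG00000033307), an insulin-like growth factor gene, was higher at 13.3 µM in the mean, 0.45 ± 0.13 (adjusted p = 0.057), without passing the test. A list of 18 notochord genes had 3 called higher and 1 lower (4 and 1 adjusted over the list alone), camera adjusted p = 0.35 and adjusted p = 0.37 with an estimated correlation at 13.3 µM and 48 hpf. The values at 72 hpf were 1 called higher and 0 lower (3 and 3 adjusted over the list alone), camera adjusted p = 0.8 and adjusted p = 0.85 with an estimated correlation, with a median log2 fold change of −0.05, a mean of 0.02 and the test pointing up. For *ccn2a* in 8-MBaP at 1.33 µM and 48 hpf, the call was lost without its libraries B (0.56), C (0.65) and D (0.61) and control libraries A (0.63), B (0.67) and C (0.49) and with only the compared groups in the fit (0.64). For *igf2b* in 8-MBaP at 13.3 µM and 48 hpf, a call was made with DESeq2 (0.44), no low count filter (0.45) and DESeq2 with its filter set at 0.05 (0.44).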

KO of *ccn2a* causes bent tail, curved body, and cardiac edema phenotypes (Singh et al. 2025)*. Ccn2a* expression is increased in zebrafish heart regeneration, as it promotes extracellular matrix-stabilizing genes (Mukherjee et al. 2021).

**Fig. 6.**
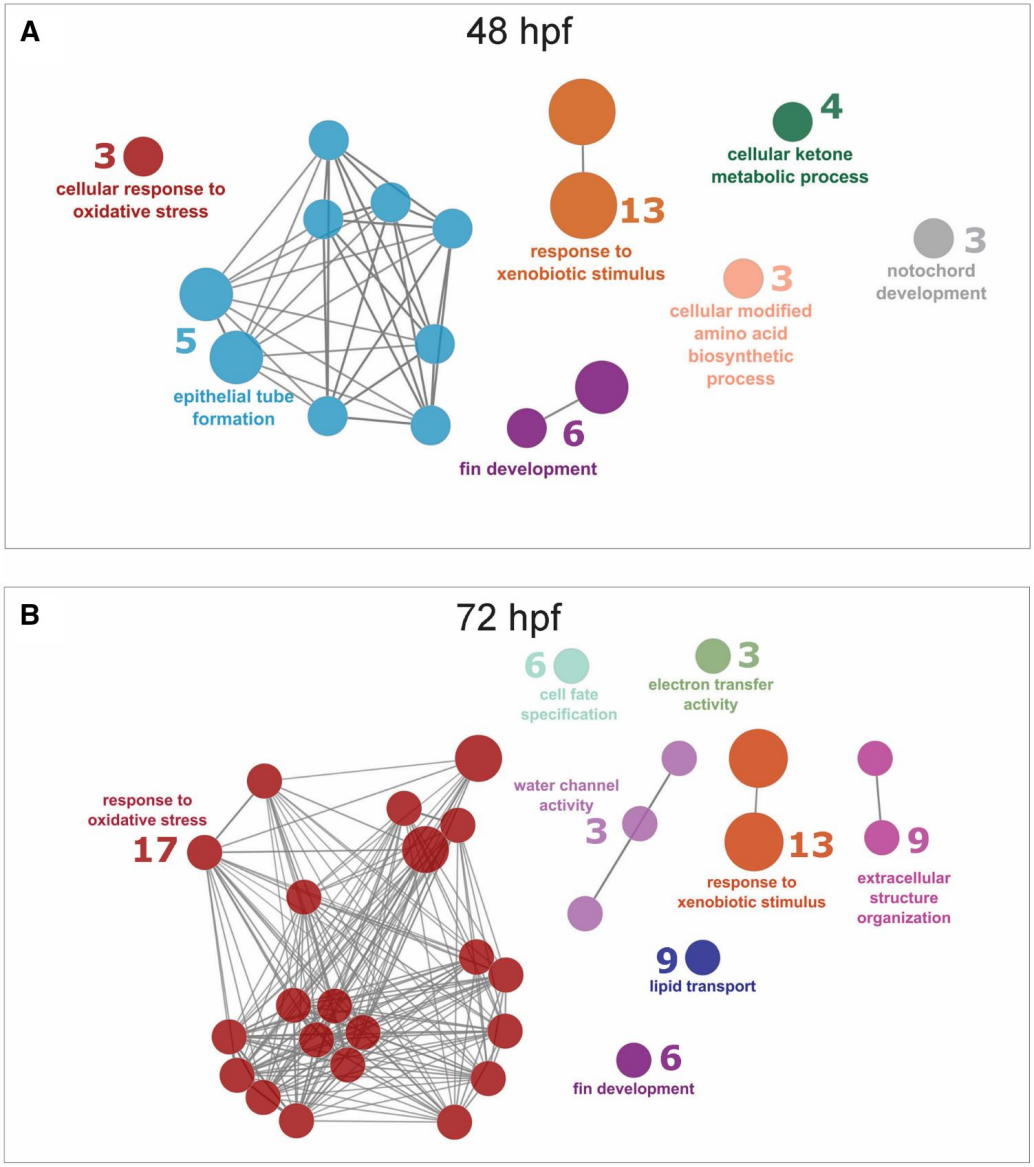
Results from functional enrichment analysis using GlueGo for x-fin-associated genes at (A) 48 h post-fertilization (hpf) and (B) 72 hpf. The x-fin-associated gene set includes genes with benchmark concentrations (BMCs) ≤1.33 µM for 8-methylbenzo[a]pyrene (8-MBaP). Nodes represent Gene Ontology Biological Process terms enriched in the gene set (*P*-value ≤ 0.05); nodes are connected based on >50% overlap in genes. Functional groups are labeled with the number of genes represented by the cluster and the GO: BP term with the lowest enrichment *P*-value. RNA extracted from pools of 6 whole embryos at 48 and 72 hpf, *n* = 4.

Functional groups unique to 72 hpf include water channel activity, electron transfer activity, extracellular structure organization, lipid transport, and cell specification (Fig. 6B). 

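Both IDs with the lens water-channel name MIP were expressed, and 1 of them fell at 72 hpf in 8-MBaP. MIP_ENSDARG00000013963 went from 783 ± 100.3 counts in controls to 551 ± 82.0 at 13.3 µM (n = 4 pools), a log2 fold change of −0.51 ± 0.11 (adjusted p = 0.0014), and lay at −0.62 ± 0.11 (adjusted p = 1.1e-04) at 1.33 µM. MIP_ENSDARG00000037285 was at −0.42 ± 0.13 (adjusted p = 0.058) at 13.3 µM. The files do not state which ID is mipa and which mipb. Of the lens crystallins, *crybb1* (ENSDARG00000068507) was lower at −0.60 ± 0.09 (adjusted p = 6.9e-06) and *crygm2d8* (ENSDARG00000116164) at −0.63 ± 0.10 (adjusted p = 1.2e-05). Of 39 tested lens genes at 72 hpf, 8-MBaP at 13.3 µM had 0 called higher and 16 lower (0 and 21 adjusted over the list alone), camera adjusted p = 5.5e-15 and adjusted p = 0.003 with an estimated correlation. In BaP the list gave 0 called higher and 5 lower (0 and 22 adjusted over the list alone), camera adjusted p = 8.4e-12 and adjusted p = 0.017 with an estimated correlation. In 6-MBaP it gave 0 called higher and 0 lower (0 and 6 adjusted over the list alone), camera adjusted p = 7.4e-07 and adjusted p = 0.16 with an estimated correlation. At 48 hpf the 35 tested lens genes gave 0 called higher and 8 lower (0 and 15 adjusted over the list alone), camera adjusted p = 1.6e-10 and adjusted p = 0.02 with an estimated correlation in 8-MBaP. They gave 0 called higher and 3 lower (1 and 19 adjusted over the list alone) in BaP, camera adjusted p = 3.1e-10 and adjusted p = 0.051 with an estimated correlation. In 6-MBaP they gave 0 called higher and 9 lower (0 and 16 adjusted over the list alone), camera adjusted p = 5.3e-09 and adjusted p = 0.076 with an estimated correlation. The median log2 fold changes at 72 hpf were −0.38 in 8-MBaP, −0.31 in BaP and −0.19 in 6-MBaP. For MIP_ENSDARG00000037285 in 8-MBaP at 13.3 µM and 72 hpf, a call was made with DESeq2 (−0.41), no low count filter (−0.42), only the compared groups in the fit (−0.41) and DESeq2 with its filter set at 0.05 (−0.41).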

The water channel activity functional group includes *mipa and mipb*, water transmembrane transporters important for the development of the eye and lens transparency (He et al. 2023). Most genes (5/9) in the extracellular organization functional group were collagen type 1 and 2 genes important for fin morphogenesis, all of which had decreased expression following 8-MBaP exposure (Bretaud et al. 2019). 

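*col1a1a* (ENSDARG00000012405), a type 1 collagen of skin and bone, fell at 72 hpf from 10499 ± 558 to 8076 ± 372 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of −0.38 ± 0.07 (adjusted p = 1.2e-04). Of the 2 IDs named COL2A1, the type 2 collagen of cartilage and notochord sheath, COL2A1_ENSDARG00000069093 fell, at −0.32 ± 0.09 (adjusted p = 0.036), and COL2A1_ENSDARG00000011407 stood at −0.28 ± 0.09 (adjusted p = 0.075). The gene *col28a1a* (ENSDARG00000077084), a collagen of basement membranes around nerves, fell from 20.0 ± 5.10 to 3.32 ± 1.52 counts, at −2.53 ± 0.46 (adjusted p = 1.3e-04). The gene *col18a1a* (ENSDARG00000036558), a basement membrane collagen, was lower at −0.49 ± 0.09 (adjusted p = 1.3e-04). Of 38 tested collagens, 13.3 µM 8-MBaP had 0 called higher and 8 lower (0 and 15 adjusted over the list alone), camera adjusted p = 2.7e-10 and adjusted p = 0.0079 with an estimated correlation at 72 hpf. At 48 hpf 37 were tested, with 0 called higher and 6 lower (1 and 8 adjusted over the list alone), camera adjusted p = 8.8e-06 and adjusted p = 0.0043 with an estimated correlation. For COL2A1_ENSDARG00000069093 in 8-MBaP at 13.3 µM and 72 hpf, the call was lost without its libraries A (−0.30) and D (−0.26) and control libraries A (−0.32), C (−0.30) and D (−0.31) and with RLE size factors (−0.31). For COL2A1_ENSDARG00000011407 in 8-MBaP at 13.3 µM and 72 hpf, a call was made without its libraries A (−0.33) and B (−0.32) and with the letter as a block (−0.28), DESeq2 (−0.26) and DESeq2 with its filter set at 0.05 (−0.26).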

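*and2*, which encodes an actinotrichia protein of the fin fold, fell at 48 hpf to 719 ± 106 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of −1.74 ± 0.10 (adjusted p = 1.3e-21). At 0.133 µM its log2 fold change was −0.45 ± 0.10 (adjusted p = 0.011). Between 8-MBaP and BaP at 13.3 µM the difference was −1.16 (95% interval −1.36 to −0.96, adjusted p = 2.1e-13) on the log2 scale. At 72 hpf *and2* had 3535 ± 259 counts in controls and 1687 ± 258 at 13.3 µM 8-MBaP, at −1.07 ± 0.09 (adjusted p = 3.4e-13). The gene *and1* lay at −0.47 ± 0.08 (adjusted p = 6.2e-05) and *and3* at −0.59 ± 0.09 (adjusted p = 2.6e-06) at 72 hpf. Of 17 structural genes of the fin fold, 13.3 µM 8-MBaP had 1 called higher and 4 lower (1 and 5 adjusted over the list alone), camera adjusted p = 0.0011 and adjusted p = 0.021 with an estimated correlation at 48 hpf. Tested again at 72 hpf, it had 0 called higher and 5 lower (1 and 7 adjusted over the list alone), camera adjusted p = 1.2e-04 and adjusted p = 0.011 with an estimated correlation. The embryos were taken whole, so a smaller fin fold and a lower expression per cell give the same counts. For *and2* in 8-MBaP at 0.133 µM and 48 hpf, a call was missed without its library A (−0.37) and control libraries A (−0.43), B (−0.43) and C (−0.41). 

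**Figure D2:**
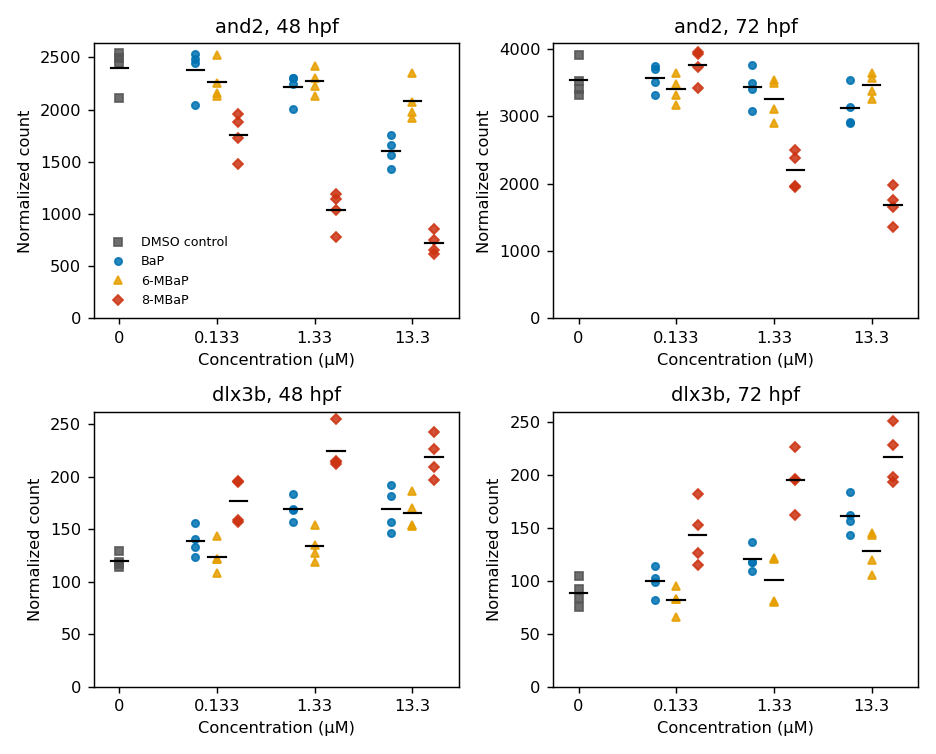
Normalized counts of *and2* and *dlx3b* in each library (points, n = 4 pools per group) with the mean (bar) against concentration at 48 and 72 hpf; 0 is the DMSO control.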

*And1* and *and2*, both genes included in the fin development functional group, which had decreased expression at 48 hpf, are essential for the formation of actinotrichia, collagen structures present in the fins. These genes may have upstream involvement in the reduction in collagen genes at 72 hpf. 

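At 72 hpf *dlx3b* rose from 88.8 ± 12.5 to 217 ± 27.0 counts at 13.3 µM 8-MBaP (n = 4 pools), at 1.29 ± 0.16 (adjusted p = 1.4e-08) on the log2 scale. BaP at 13.3 µM also raised it, by 0.87 ± 0.16 (adjusted p = 7.0e-04), and the contrast of 8-MBaP with BaP was 0.43 (95% interval 0.13 to 0.72, adjusted p = 0.24). The gene *tfap2c* rose by 0.75 ± 0.14 (adjusted p = 2.6e-04) at 13.3 µM 8-MBaP and was at 0.40 ± 0.14 (adjusted p = 0.24) in BaP. Their effects at 13.3 µM did not pass the test for a change between 48 and 72 hpf, with 0.41 ± 0.20 (adjusted p = 0.72) for *dlx3b* and 0.20 ± 0.19 (adjusted p = 0.9) for *tfap2c*.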

The cell fate specification functional group included 6 genes, including *dlx3b* and *tfap2c*, genes involved in otic vesicle development, which were also differentially expressed in the same direction at 48 hpf, suggesting persistent disruption of otic vesicle development. Embryonic and larval behavioral assessments could identify phenotypic manifestations of this disruption. The electron transfer activity and lipid transport functional groups are closely associated with a response to oxidative stress, with the latter showing the greatest number of genes at 72 hpf. Electron transfer is often implicated in the creation of reactive oxygen species and oxidative stress (Kovacic and Jacintho 2001). Of the 3 genes in this functional group, *gsr* was also included in the oxidative stress response functional group. Similarly, the disruption of lipid homeostasis and lipid membranes is often a downstream impact of an overwhelmed oxidative stress response (Laguerre et al. 2017). 

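*gsr*, which encodes glutathione reductase, rose at 72 hpf from 101 ± 8.59 to 183 ± 26.1 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of 0.85 ± 0.18 (adjusted p = 0.0012). BaP at 13.3 µM raised it by 0.89 ± 0.18 (adjusted p = 0.0021), and the contrast of the 2 was −0.04 (95% interval −0.38 to 0.29, adjusted p = 0.97). In 6-MBaP it stayed at −0.04 ± 0.18 (adjusted p = 0.99). Its BMC was 0.962 µM (95% interval 0.329 to 5.03) in 8-MBaP and 1.16 µM (95% interval 0.478 to 5.33) in BaP.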

*Abxa1c*, a key gene involved in oxidative stress response, is also a member of the lipid transport functional group.

Overlap between 48 and 72 hpf enriched functional groups included response to oxidative stress, response to xenobiotic stimulus, and fin development. There was substantial overlap between genes in the response to xenobiotic stimulus (11/13) and fin development (3/6) functional groups across timepoints. 

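Of the AHR battery genes, *ahr2*, *cyp1a*, *cyp1b1*, *cyp1c2* (ENSDARG00000101789), *foxq1a*, *foxq1b* (ENSDARG00000055395) and *tiparp* had a BMC at or under 1.33 µM in 8-MBaP at both times. The gene *cyp1c2*, a further P450, rose from 7.02 ± 1.105 to 249.5 ± 26.1 counts at 13.3 µM at 72 hpf (n = 4 pools), a log2 fold change of 5.13 ± 0.30 (adjusted p = 1.5e-20). The gene *foxq1b* rose by 0.93 ± 0.20 (adjusted p = 0.0031) at 48 hpf and 0.98 ± 0.15 (adjusted p = 1.0e-05) at 72 hpf. The BMCs at 72 hpf were 0.00230 µM (95% interval 0.00224 to 0.00262) for *cyp1a*, 0.00732 µM (95% interval 0.00620 to 0.00863) for *foxq1a* and 0.0468 µM (95% interval 0.0301 to 0.102) for *tiparp*. Those of *cyp1a* in BaP and 6-MBaP at 72 hpf were 0.0294 µM (95% interval 0.0203 to 0.0407) and 0.537 µM (95% interval 0.313 to 1.09). In the list of fin fold regulators 2 genes met the limit at each time: *sp9* at both, *msx2b* (ENSDARG00000101023) at 48 hpf and *bhlha9* (ENSDARG00000103981) at 72 hpf. Outside that list, *dlx3b* met it at both times. Across all genes, 44 of those meeting it at 72 hpf had a concentration response at 48 hpf.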

Shared genes in the fin development functional group included *Ahr2*, *bhlha9*, and *sp9*. 

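*ahr2*, the receptor gene itself, rose at 72 hpf from 61.0 ± 7.32 to 134 ± 30.8 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of 1.13 ± 0.18 (adjusted p = 1.3e-05), and by 1.22 ± 0.18 (adjusted p = 2.6e-06) at 48 hpf. The gene *bhlha9*, a transcription factor gene of the fin ridge, fell at 72 hpf at −1.27 ± 0.29 (adjusted p = 0.0043), with a BMC of 0.0700 µM (95% interval 0.0313 to 0.197) there and of 9.19 µM (95% interval 4.44 to 29.7) at 48 hpf. The gene *sp9* rose by 0.71 ± 0.15 (adjusted p = 0.0036) at 48 hpf and 0.97 ± 0.18 (adjusted p = 1.3e-04) at 72 hpf. The gene *msx2b*, a homeobox gene of the same ridge, rose by 0.97 ± 0.20 (adjusted p = 9.7e-04) at 72 hpf. Between 8-MBaP and BaP at 13.3 µM and 72 hpf the contrast was 0.62 (95% interval 0.28 to 0.95, adjusted p = 0.069) for *sp9* and −0.40 (95% interval −0.9998 to 0.20, adjusted p = 0.77) for *bhlha9*. Of 25 regulators of the fin fold, 13.3 µM 8-MBaP had 4 called higher and 1 lower (5 and 1 adjusted over the list alone), camera adjusted p = 0.017 and adjusted p = 0.018 with an estimated correlation at 72 hpf. At 48 hpf it had 2 called higher and 1 lower (4 and 2 adjusted over the list alone), camera adjusted p = 0.11 and adjusted p = 0.14 with an estimated correlation. In BaP at 72 hpf the list gave 0 called higher and 0 lower (1 and 1 adjusted over the list alone), camera adjusted p = 0.16 and adjusted p = 0.13 with an estimated correlation. For *sp9* between 8-MBaP and BaP at 13.3 µM and 72 hpf, a call was gained without 8-MBaP 13.3 µM library B (0.73) and BaP 13.3 µM library A (0.73) and with DESeq2 (0.62), no low count filter (0.62) and DESeq2 with its filter set at 0.05 (0.62).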

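*nfe2l2a*, the gene of the antioxidant regulator Nrf2a, rose in 8-MBaP at 13.3 µM by 0.74 ± 0.11 (adjusted p = 4.9e-06) at 48 hpf and 1.18 ± 0.11 (adjusted p = 6.6e-13) at 72 hpf. Its BMC was 0.0674 µM (95% interval 0.0343 to 0.218) at 48 hpf and 0.0254 µM (95% interval 0.0151 to 0.0476) at 72 hpf. The gene *prdx1*, a peroxiredoxin, rose by 0.55 ± 0.10 (adjusted p = 2.7e-04) and 0.59 ± 0.11 (adjusted p = 3.6e-04), but a BMC was kept only at 72 hpf, 0.953 µM (95% interval 0.149 to 4.48). The gene *gsr* rose by 0.58 ± 0.15 (adjusted p = 0.022) at 48 hpf, and its BMC there was 8.44 µM (95% interval 5.46 to 18.7). The gene *gsto2* (ENSDARG00000033285), a glutathione transferase, rose at 72 hpf by 0.59 ± 0.12 (adjusted p = 0.0012) with a BMC of 0.0944 µM (95% interval 0.0380 to 0.450). Of 34 antioxidant genes tested at 48 hpf, 13.3 µM 8-MBaP had 4 called higher and 0 lower (7 and 1 adjusted over the list alone), camera adjusted p = 0.013 and adjusted p = 0.14 with an estimated correlation. At 72 hpf, with 34 tested, it had 8 called higher and 0 lower (8 and 0 adjusted over the list alone), camera adjusted p = 5.4e-06 and adjusted p = 0.0047 with an estimated correlation. The gene *anxa1c* had a kept BMC at 72 hpf only, as the interval at 48 hpf was too wide. For *gsr* in 8-MBaP at 13.3 µM and 48 hpf, a call was missed without its library D (0.51) and control libraries A (0.55) and B (0.50) and with only the compared groups in the fit (0.58).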

Only 1 gene was shared between 48 and 72 hpf in the functional group for the response to oxidative stress (*abxa1c*). Some of the genes related to oxidative stress at 72 hpf also had a concentration response to BaP exposure (7/17) at 72 hpf, but none responded to 6-MBaP. 

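Of the antioxidant list, 6 genes had a concentration response to 8-MBaP at 72 hpf, 3 of which, *gsr*, *prdx1* and *sqstm1*, also responded to BaP, and 0 had one to 6-MBaP. *prdx1* rose in BaP at 13.3 µM and 72 hpf by 0.76 ± 0.11 (adjusted p = 1.4e-05), with a BMC of 4.54 µM (95% interval 3.57 to 6.19), and *sqstm1* had 6.29 µM (95% interval 4.47 to 10.6) in BaP and 9.39 µM (95% interval 5.84 to 24.0) in 8-MBaP. *prdx1* lay at −0.15 ± 0.11 (adjusted p = 0.86) in 6-MBaP. The list as a whole gave 4 called higher and 0 lower (9 and 1 adjusted over the list alone), camera adjusted p = 9.5e-04 and adjusted p = 0.042 with an estimated correlation in BaP at 72 hpf. In 6-MBaP it gave 0 called higher and 0 lower (1 and 0 adjusted over the list alone), camera adjusted p = 0.61 and adjusted p = 0.74 with an estimated correlation, with a median log2 fold change of −0.04, a mean of 0.01 and the test pointing down. At 48 hpf it gave 3 called higher and 0 lower (4 and 0 adjusted over the list alone), camera adjusted p = 9.4e-05 and adjusted p = 0.062 with an estimated correlation in BaP. For 6-MBaP at 48 hpf it gave 0 called higher and 0 lower (0 and 0 adjusted over the list alone), camera adjusted p = 0.084 and adjusted p = 0.4 with an estimated correlation.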

For genes exhibiting a concentration response shared between 8-MBaP and BaP, the log2FC for 8-MBaP was larger in most of the cases (Fig. S7). 

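*cyp1a* was higher in 8-MBaP than in BaP at 13.3 µM by 1.55 (95% interval 1.32 to 1.78, adjusted p = 4.5e-16) on the log2 scale at 48 hpf and 2.096 (95% interval 1.86 to 2.33, adjusted p = 3.2e-20) at 72 hpf. The gene *cyp1b1* differed by 2.58 (95% interval 2.26 to 2.89, adjusted p = 1.4e-19) and 1.97 (95% interval 1.66 to 2.28, adjusted p = 2.2e-14), and *tiparp* by 0.87 (95% interval 0.61 to 1.12, adjusted p = 1.2e-05) and 0.93 (95% interval 0.67 to 1.18, adjusted p = 2.0e-06). At 48 hpf 23 genes had a concentration response to both compounds, in the same direction in all, and the log2 fold change at 13.3 µM was larger in 8-MBaP in 21 (medians of 1.58 and 0.89). At 72 hpf it was larger in 22 of 29 (1.33 and 0.84). The difference between the compounds passed the test in 13 of these genes at 48 hpf and 13 at 72 hpf, and in 0 with the larger change in BaP. The BMC was lower in 8-MBaP in 21 at 48 hpf and 25 at 72 hpf, with a median ratio of 38.4 and 11.7. Over all genes kept in 8-MBaP, the BMC lay at or under 0.133 µM in 51 of 128 at 48 hpf and 66 of 270 at 72 hpf. Ratios of such genes rest on the curve below the lowest concentration used. The genes compared here were selected for a response in both, and the selection favors genes with a clear curve.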

Oxidative stress and DNA damage caused by reactive metabolites formed by AHR-induced CYP enzymes is the canonical pathway of BaP toxicity and was previously proposed to explain the morphological activity of 8-MBaP, which did not include the x-fin phenotype (Elfawy et al. 2021; Fang et al. 2023). The observed oxidative stress response is likely caused by buildup of oxidative stress due to reactive metabolite formation and subsequent overwhelm of antioxidative capacity.

Although 8-MBaP elicited a stronger oxidative stress response than either BaP or 6-MBaP, reactive metabolite-induced oxidative stress was not unique to 8-MBaP. It was thus unlikely to play a causal role in the development of the x-fin. 

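For *prdx1* the difference between 8-MBaP and BaP at 13.3 µM was −0.17 (95% interval −0.37 to 0.03, adjusted p = 0.56) at 48 hpf and −0.17 (95% interval −0.39 to 0.05, adjusted p = 0.72) at 72 hpf, and for *gsr* it was −0.31 (95% interval −0.59 to −0.03, adjusted p = 0.39) at 48 hpf. The gene *nfe2l2a* was higher in 8-MBaP at 72 hpf by 0.72 (95% interval 0.52 to 0.93, adjusted p = 3.7e-06), and at 48 hpf by 0.74 (95% interval 0.52 to 0.96, adjusted p = 9.2e-06). The microsomal glutathione transferase *mgst3b* (ENSDARG00000033364) differed by 0.23 (95% interval 0.06 to 0.40, adjusted p = 0.29) at 72 hpf. Against 6-MBaP at 13.3 µM and 72 hpf, 8-MBaP was higher in *prdx1* by 0.74 (95% interval 0.52 to 0.96, adjusted p = 9.2e-06) and in *gsr* by 0.89 (95% interval 0.54 to 1.23, adjusted p = 9.8e-04).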

Persistent oxidative stress affects normal developmental processes and may lead to the morphological phenotypes observed at higher concentrations (cranial malformations, edema, and axis), previously observed in BaP exposure as well (Parlak 2018; Elfawy et al. 2021; Zhang et al. 2025). Although oxidative stress–response genes had BMCs below 1.33 µM and were included in the x-fin-associated genes, the BMC was the concentration at which expression of these genes was 1.35 SDs from control expression. Meeting this threshold did not necessarily mean that the gene was linked to morphological outcomes at that concentration.

#### X-fin unique genes

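Of the 73 genes with a BMC at or under 1.33 µM in 8-MBaP at 48 hpf, 21 also had a concentration response to BaP and 4 to 6-MBaP, and 51 had neither. Among the 51 were *ahr2*, *ca15a*, *dlx3b*, *sp9*, *nfe2l2a*, *and1* and *and3*. *ctsl.1*, a lysosomal protease, belonged to them and rose by 2.27 ± 0.44 (adjusted p = 6.8e-04) at 13.3 µM at 48 hpf, with a BMC of 0.0324 µM (95% interval 0.0157 to 0.0593). The gene *angptl7* (ENSDARG00000027582), an angiopoietin-like gene, rose by 0.81 ± 0.16 (adjusted p = 7.6e-04) and *msx2b* by 0.91 ± 0.18 (adjusted p = 7.3e-04). Those that also responded to BaP included *and2*, *tiparp*, *krt15* and *krt91*. Lack of a response in BaP means that no curve was kept there, not that the compounds differ: for *ctsl.1* the contrast at 13.3 µM was 0.81 (95% interval 0.06 to 1.57, adjusted p = 0.42), and for *angptl7* it was 0.76 (95% interval 0.45 to 1.07, adjusted p = 0.0032). Without a limit on the interval of the BMC, 109 genes were unique.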

48 hpf x-fin-associated genes were further filtered to x-fin unique, excluding genes that also had a concentration–response relationship to either BaP or 6-MBaP. This allowed us to exclude any genes unrelated to the x-fin that might have been generalized to the xenobiotic response or to other transcriptomic effects of chemicals with similar structures, such as reactive metabolite-induced oxidative stress. The window of susceptibility for BkF-induced x-fin formation is 12 to 36 hpf, indicating that the molecular initiating event occurs before 36 hpf, followed by phenotypic emergence by 60 hpf or, in the case of 8-MBaP, 72 hpf (Garland et al. 2020). To investigate gene expression changes after the molecular initiating event and before the emergence of the phenotype, we focused on the 48 hpf timepoint.

X-fin unique genes were compared with DEGs identified at 48 hpf in BkF- and BjF-exposed embryos by Shankar et al. (2019) (Fig. 7A). BjF caused the same x-fin phenotype observed from BkF and 8-MBaP exposures. Overlap among 8-MBaP, BjF, and BkF would help identify genes specifically associated with the x-fin phenotype. Twenty-five genes were shared between all treatments (Fig. 7A). Recurrent differential expression of these genes across chemicals and studies provided high confidence in their involvement in the x-fin phenotype and supported our hypothesis that these chemicals act through the same mechanism. This set of 25 genes was compared against the caudal fin-specific DEGs at 48 hpf from BkF exposure, identified by Garland et al. (2020) (Fig. 7B). Caudal fin-specific DEGs were identified by RNA sequencing of caudal fin tissue of control fish and BkF-exposed fish with the x-fin phenotype. Sequencing the malformed caudal fin tissue resulted in a higher number of DEGs than whole-embryo sequencing. Despite the greater number of caudal fin-specific DEGs, 11 genes were differentially expressed in whole-embryo sequencing but not in fin samples. These genes may have an upstream role in the emergence of the x-fin phenotype but not in the caudal fin tissue itself (Fig. 7B). These genes are bolded in the heatmap comparing the log_2_FC for each of these overlap genes across chemicals (Fig. 7C). Clusters 1, 2, and 4 had the most distinct gene expression trends for x-fin-specific genes compared with BaP and 6-MBap (Fig. 7C).

**Fig. 7.**
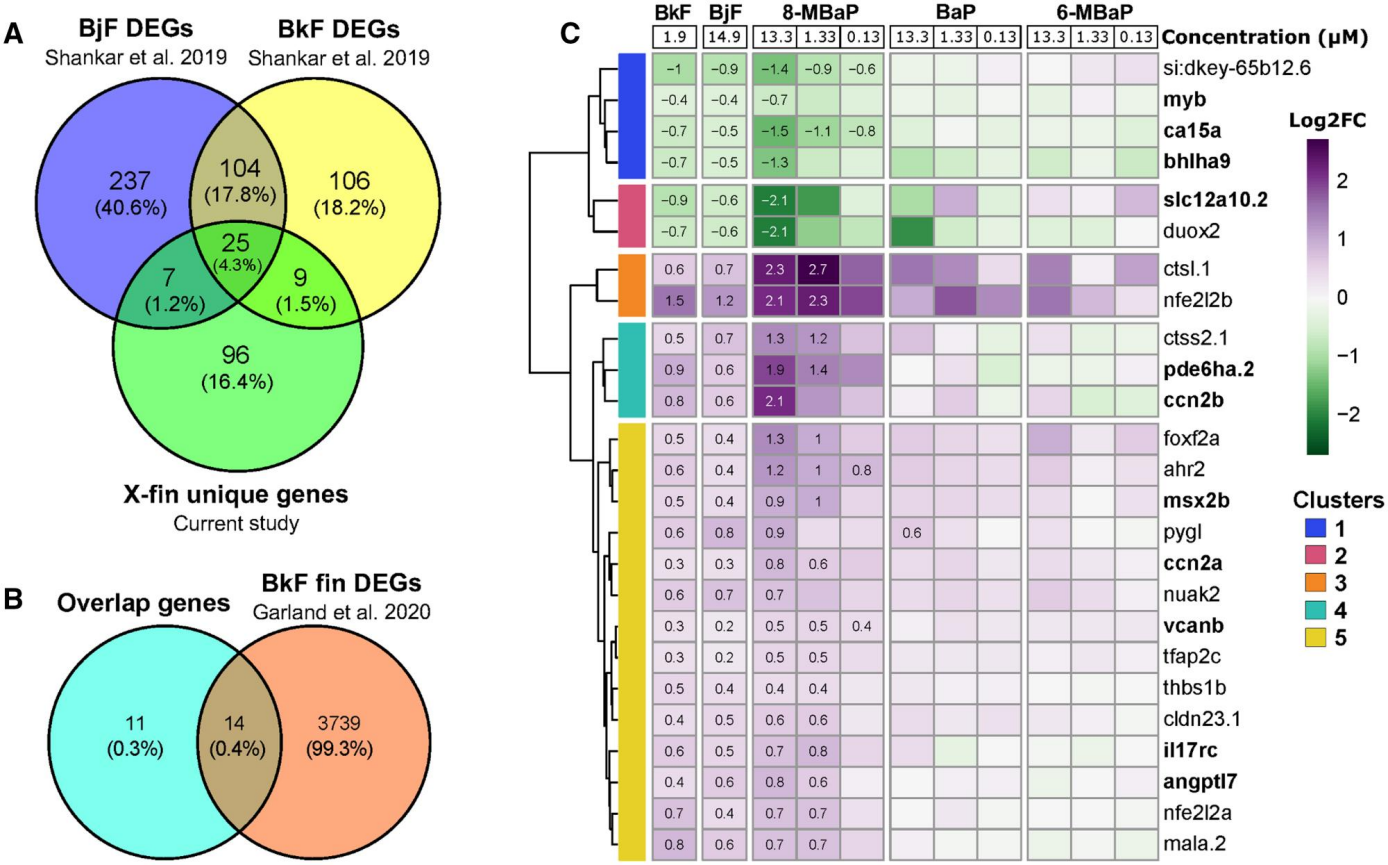
A) Venn diagram comparing x-fin unique genes from the current study (RNA extracted from pools of 6 whole embryos at 48 hpf, *n* = 4) against differentially expressed genes (DEGs) from Shankar et al. 2019 for benzo[*j*]fluoranthene (BjF) and benzo[*k*]fluoranthene (BkF) exposures (RNA extracted from pools of 8 whole embryos at 48 hpf, *n* = 4). B) Venn diagram comparing genes overlapping between all groups in (A) (*n* = 25/4.7%) with fin tissue specific DEGs for BkF exposure from Garland et al. 2020 (RNA extracted from pools of 50 embryo caudal fins at 48 hpf, *n* = 4). C) Heatmap of the log_2_FC for genes overlapping between all groups in (A) (*n* = 25/4.7%) for BjF and BkF and all treatments in the current study. Bolded gene names indicate genes unique to bulk sequencing determined in (B). Clusters were determined by hierarchical clustering.

##### Cluster 1

This cluster included 4 genes with reduced expression associated with all x-fin-causing chemicals and minimal insignificant log_2_FCs for 6-MBaP and BaP. Three of these genes were not differentially expressed in fin tissue (*myb*, *ca15a*, and *bhlha9*). 

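*si:dkey-65b12.6* (ENSDARG00000076830) fell at 48 hpf and 13.3 µM 8-MBaP, at a log2 fold change of −1.35. The gene *ca15a*, a carbonic anhydrase of skin ionocytes, fell from 126 ± 15.9 to 43.9 ± 19.7 counts (n = 4 pools), at −1.51 ± 0.21 (adjusted p = 7.0e-07). The gene *bhlha9* was lower at −1.28 ± 0.33 (adjusted p = 0.021). The gene *myb* (ENSDARG00000053666), a transcription factor gene of blood progenitors, was at −0.72 ± 0.22 (adjusted p = 0.076). In BaP at 13.3 µM these genes lay at −0.22 ± 0.13 (adjusted p = 0.68), −0.39 ± 0.20 (adjusted p = 0.57), −0.90 ± 0.32 (adjusted p = 0.35) and −0.19 ± 0.21 (adjusted p = 0.87) in the same order. Tested against BaP at 13.3 µM, 8-MBaP was lower in *si:dkey-65b12.6* by 1.13 (95% interval −1.405 to −0.86, adjusted p = 3.6e-08) and in *ca15a* by 1.12 (95% interval −1.54 to −0.70, adjusted p = 0.0011), while *bhlha9* gave −0.37 (95% interval −1.04 to 0.30, adjusted p = 0.76). Benzo[j]fluoranthene and benzo[k]fluoranthene were not among the 80 libraries, and the paper's results for them were not analysed here. For *bhlha9* in 8-MBaP at 13.3 µM and 48 hpf, a call was missed without its libraries A (−1.05) and B (−1.17) and control libraries A (−1.16) and B (−1.07) and with only the compared groups in the fit (−1.28). For *myb* in 8-MBaP at 13.3 µM and 48 hpf, the limit was met with DESeq2 (−0.73) and DESeq2 with its filter set at 0.05 (−0.73). For *ca15a* between 8-MBaP and BaP at 13.3 µM and 48 hpf, the call was lost without BaP 13.3 µM library B (−0.83).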

*Si: dkey-65b12.6* is an uncharacterized gene whose mRNA and protein expression are increased in the proximal region of the adult caudal fin (Rabinowitz et al. 2017). Despite not being differentially expressed by BaP and 6-MBaP exposures, *si: dkey-65b12.6* was amongst the top 5 most reduced transcripts for 4 other PAHs and thus not unique to x-fin-causing chemicals (Shankar et al. 2019). *Myb* is a highly conserved and well-characterized transcription factor playing an essential role in definitive hematopoiesis and B-cell differentiation (Soza-Ried et al. 2010). *Myb* is also characterized as a proto-oncogene whose expression is affected by many environmental contaminants, including benzene (Yu et al. 2011). *Ca15a* is a carbonic anhydrase involved in Na+ uptake with impacts on ion homeostasis and acid–base regulation (Lin et al. 2008). Embryonic treatment with sulfonamides, a class of chemicals with strong carbonic anhydrase inhibitor activity, causes otic vesicle malformations and pectoral and tail fin malformations due to increased apoptosis (Matsumoto et al. 2017). X-fin-associated genes had functional enrichment of otic vesicle genes at 48 hpf and continued disruption of some of these genes at 72 hpf, including *tfap2c* in cluster 5 (Fig. 7C). Prolactin and other hormones are key regulators of *ca15a* and ion homeostasis in zebrafish (Guh and Hwang 2017). BHLHA9 is a transcription factor that regulates ectodermal ridge formation in humans (Kataoka et al. 2018). Increased copy number is associated with congenital split hand/foot syndrome and long bone deficiency, whereas loss-of-function mutations are associated with syndactyly, characterized by webbed fingers in mammals (Schatz et al. 2014; Kataoka et al. 2018). In zebrafish, morpholino knockdown causes shortened pectoral fins and caudal fin malformations (Klopocki et al. 2012).

##### Cluster 2

This cluster included 2 genes with decreased expression (log_2_FC<−2) at 13.3 µM and variable directional responses in the BaP- and 6-MBaP-exposed embryos. 

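*slc12a10.2*, which encodes a sodium-chloride cotransporter, fell to 2.92 ± 3.37 counts at 13.3 µM 8-MBaP at 48 hpf (n = 4 pools), at −2.09 ± 0.58 (adjusted p = 0.043) on the log2 scale. With 6.61 ± 2.13 counts in BaP and 15.9 ± 7.83 in 6-MBaP at 13.3 µM, its log2 fold changes there were −0.94 ± 0.52 (adjusted p = 0.63) and 0.28 ± 0.47 (adjusted p = 0.9). 8-MBaP and BaP at 13.3 µM differed by −1.15 (95% interval −2.36 to 0.07, adjusted p = 0.51), and 8-MBaP and 6-MBaP by −2.37 (95% interval −3.47 to −1.27, adjusted p = 0.017). No BMC was kept for it at 48 hpf. Counts this low leave a wide error. For *slc12a10.2* in 8-MBaP at 13.3 µM and 48 hpf, the limit was missed without its libraries A (−1.72) and C (−1.68) and control libraries A (−2.16), C (−2.03) and D (−1.91) and with only the compared groups in the fit (−2.09). For *slc12a10.2* between 8-MBaP and 6-MBaP at 13.3 µM and 48 hpf, the call was lost without 8-MBaP 13.3 µM libraries A (−2.001) and C (−1.96) and 6-MBaP 13.3 µM libraries B (−2.18) and D (−2.15) and with only the compared groups in the fit (−2.38).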

*Slc12a10.2*, a solute carrier key in ion uptake of Na+ and Cl− in the gills, with regulation of its expression linked closely to *ca15a*, was not differentially expressed in fin tissue (Wang et al. 2009). Like *ca15a*, *slc12a10.2* is regulated by a variety of hormones, including prolactin (Shu et al. 2018). KO of *slc12a10.2* leads to increased *ca15a* and Na+ content in embryonic zebrafish, followed by larval lethality in freshwater due to lack of Cl− uptake (Chang et al. 2013; Shu et al. 2018). Instead of a compensatory increase in *ca15a* expression, both *slc12a10.2* and *ca15a* had decreased expression in all x-fin-inducing chemical exposures, indicating a disruption to tightly regulated ion homeostasis. 

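At 72 hpf *slc12a10.2* fell from 35.0 ± 7.10 to 3.05 ± 2.66 counts at 13.3 µM 8-MBaP (n = 4 pools), a log2 fold change of −3.35 ± 0.45 (adjusted p = 2.6e-07). The gene *ca15a* fell with it, from 112 ± 14.5 to 30.1 ± 12.1 counts, at −1.86 ± 0.21 (adjusted p = 1.4e-09). The ammonium transporter gene *rhbg* (ENSDARG00000009018) was lower at −0.75 ± 0.13 (adjusted p = 6.1e-05) at 48 hpf and −0.73 ± 0.12 (adjusted p = 1.9e-05) at 72 hpf. Against BaP at 13.3 µM and 72 hpf, 8-MBaP lay at −3.54 (95% interval −4.41 to −2.66, adjusted p = 9.7e-08) in *slc12a10.2* and at −1.33 (95% interval −1.75 to −0.91, adjusted p = 4.2e-05) in *ca15a*. Of 18 ionocyte genes, 13.3 µM 8-MBaP had 1 called higher and 5 lower (1 and 7 adjusted over the list alone), camera adjusted p = 1.3e-04 and adjusted p = 0.0024 with an estimated correlation at 72 hpf. At 48 hpf, with 18 tested, it had 0 called higher and 5 lower (0 and 6 adjusted over the list alone), camera adjusted p = 2.7e-04 and adjusted p = 0.0015 with an estimated correlation. In BaP the list gave 0 called higher and 0 lower (0 and 0 adjusted over the list alone), camera adjusted p = 0.25 and adjusted p = 0.33 with an estimated correlation at 72 hpf. The paper reasons that a loss of this cotransporter would be met by more *ca15a*, finds both lower, and reads this as disturbed ion balance. The counts give the joint fall of both transcripts in whole embryos, and hold no measure of ions or of the number of ionocytes.

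**Figure D3:**
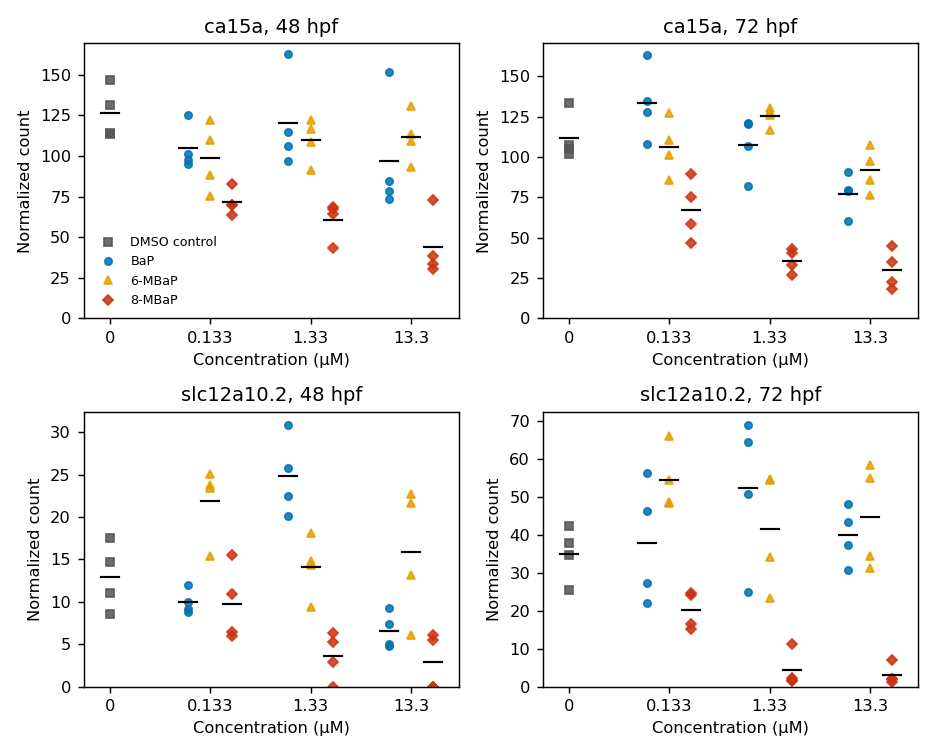
Normalized counts of *ca15a* and *slc12a10.2* in each library (points, n = 4 pools per group) with the mean (bar) against concentration at 48 and 72 hpf; 0 is the DMSO control.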

*Slc12a10.2* was amongst the top 10 genes with reduced expression in embryos exposed to BkF and BjF, and not in the other 4 PAHs tested in the same study (Shankar et al. 2019). *Duox2* is an NADPH oxidase, a primary source for ROS production necessary in both thyroid hormone synthesis and wound healing. KO of Duox2 results in zebrafish exhibiting hypothyroidism, ragged and split fins in adults, and delayed fin regeneration (Chopra et al. 2019, 2023; Sun et al. 2021). Fin morphology in larvae was not specifically addressed in KO or morpholino knockdown studies, so the phenotypic similarity to the x-fin observed in this study is unknown. The assessment of thyroid hormone concentrations in 8-MBaP-exposed embryos/larvae would help confirm the biological consequences of decreased *duox2* expression.

##### Cluster 4

This cluster included 3 genes with increased expression associated with x-fin-inducing chemicals and variable directional responses from BaP and 6-MBaP. Two of these genes were not differentially expressed in fin tissue (*pde6ha.2* and *ccn2b*). 

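*ctss2.1* (ENSDARG00000074656), a cathepsin of immune cells, rose at 48 hpf from 73.2 ± 19.1 to 181 ± 60.2 counts at 13.3 µM 8-MBaP (n = 4 pools), at 1.296 ± 0.26 (adjusted p = 0.0011) on the log2 scale. In BaP and 6-MBaP at 13.3 µM it was at 0.75 ± 0.27 (adjusted p = 0.36) and 0.34 ± 0.27 (adjusted p = 0.73). 8-MBaP and BaP differed in it by 0.55 (95% interval 0.07 to 1.04, adjusted p = 0.38). The gene *ccn2b* lay at 0.14 ± 0.50 (adjusted p = 0.97) in BaP and 0.49 ± 0.48 (adjusted p = 0.8) in 6-MBaP, and the contrast with BaP was 1.90 (95% interval 1.03 to 2.77, adjusted p = 0.016). For *ctss2.1* in BaP at 13.3 µM and 48 hpf, a call was made with no low count filter (0.75). For *ccn2b* between 8-MBaP and BaP at 13.3 µM and 48 hpf, the limit was missed without 8-MBaP 13.3 µM library C (1.82) and BaP 13.3 µM libraries A (1.76) and D (1.68).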

*Ctss2.1* is a lysosomal cysteine-type protease important in immune response and often used as an allergic inflammatory biomarker (Vaz-Rodrigues et al. 2025). 

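At 72 hpf *ctss2.1* rose at 1.33 µM 8-MBaP by 1.298 ± 0.27 (adjusted p = 0.0027) and stood at 0.77 ± 0.28 (adjusted p = 0.16) at 13.3 µM. *ctss2.2* (ENSDARG00000013771), a second cathepsin S gene, rose at 13.3 µM by 1.47 ± 0.26 (adjusted p = 9.2e-05). The chemokine gene *cxcl18b* (ENSDARG00000075045) rose at 48 hpf by 1.63 ± 0.36 (adjusted p = 0.0042), while *cxcl8a* (ENSDARG00000104795), a neutrophil attractant, was lower at −2.26 ± 0.40 (adjusted p = 1.1e-04). The gene *mmp13a* (ENSDARG00000012395), a collagenase of inflamed tissue, rose at 48 hpf by 2.30 ± 0.40 (adjusted p = 1.1e-04) in 8-MBaP and 1.96 ± 0.41 (adjusted p = 0.0068) in BaP. A list of 26 inflammatory genes had 3 called higher and 1 lower (5 and 1 adjusted over the list alone), camera adjusted p = 0.0011 and adjusted p = 0.025 with an estimated correlation for 8-MBaP at 13.3 µM and 48 hpf. In BaP it had 1 called higher and 0 lower (3 and 0 adjusted over the list alone), camera adjusted p = 0.017 and adjusted p = 0.21 with an estimated correlation. In 6-MBaP it had 0 called higher and 0 lower (0 and 0 adjusted over the list alone), camera adjusted p = 0.084 and adjusted p = 0.3 with an estimated correlation. At 72 hpf, with 27 tested, 8-MBaP gave 3 called higher and 0 lower (6 and 1 adjusted over the list alone), camera adjusted p = 0.04 and adjusted p = 0.36 with an estimated correlation. For *ctss2.1* in 8-MBaP at 13.3 µM and 72 hpf, a call was gained without control library D (1.07). For *mmp13a* in BaP at 13.3 µM and 48 hpf, a call was missed without its library C (1.48) and control library B (1.72).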

Its increased expression suggested an immune response unique to exposure to x-fin-inducing chemicals. *Pde6ha.2* encodes for an inhibitory subunit of the phosphodiesterase 6 (pde6) protein, which has circadian oscillations that suggest its involvement in regulating photopic sensitivity (Abalo et al. 2020). Increased expression of *pde6ha.2* is seen during the day, along with increased photosensitivity (Abalo et al. 2020). *Ccn2b* is an essential gene in notochord development, along with *ccn2a*, included in cluster 5, also with increased expression. 

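At 72 hpf *ccn2a* rose at 13.3 µM 8-MBaP from 208 ± 38.3 to 358 ± 34.9 counts (n = 4 pools), a log2 fold change of 0.78 ± 0.12 (adjusted p = 1.2e-05). The gene *ccn2b* was at 0.90 ± 0.30 (adjusted p = 0.11) at 13.3 µM. Between 8-MBaP and BaP at 13.3 µM *ccn2a* differed by 0.33 (95% interval 0.09 to 0.57, adjusted p = 0.28), and between 8-MBaP and 6-MBaP by 0.54 (95% interval 0.30 to 0.78, adjusted p = 0.0054). For *ccn2b* in 8-MBaP at 13.3 µM and 72 hpf, a call was made without control library D (1.15) and with no low count filter (0.90). For *ccn2a* between 8-MBaP and 6-MBaP at 13.3 µM and 72 hpf, the limit was missed without 6-MBaP 13.3 µM library D (0.47).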

*Ccn2* genes are involved in the response to cardiac injury and intervertebral disk homeostasis (Mukherjee et al. 2021; Rayrikar et al. 2023). 

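Chains of type 1 collagen are encoded by *col1a1a*, *col1a1b* (ENSDARG00000035809) and *col1a2* (ENSDARG00000020007). At 72 hpf and 1.33 µM 8-MBaP, *col1a1a* was lower at −0.26 ± 0.07 (adjusted p = 0.036). The gene *col1a1b* stood at −0.17 ± 0.07 (adjusted p = 0.21) and *col1a2* at −0.15 ± 0.07 (adjusted p = 0.36) at 13.3 µM. In the direct contrast at 13.3 µM, 8-MBaP and BaP differed in *col1a1a* by −0.29 (95% interval −0.42 to −0.15, adjusted p = 0.016). Controls held 6330.4 ± 143 counts of *col1a1b* and 6932 ± 258 of *col1a2*, so depth does not limit these calls. For *col1a1a* in 8-MBaP at 1.33 µM and 72 hpf, the limit was missed without its libraries A (−0.27), B (−0.25) and D (−0.24) and control libraries A (−0.26), C (−0.25) and D (−0.23) and with no low count filter (−0.26) and only the compared groups in the fit (−0.26). For *col1a1b* in 8-MBaP at 13.3 µM and 72 hpf, a call was gained with DESeq2 (−0.16) and DESeq2 with its filter set at 0.05 (−0.16). For *col1a1a* between 8-MBaP and BaP at 13.3 µM and 72 hpf, a call was missed without 8-MBaP 13.3 µM libraries C (−0.28) and D (−0.26) and BaP 13.3 µM libraries A (−0.27) and D (−0.28) and with no low count filter (−0.29) and only the compared groups in the fit (−0.28).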

*Ccn2a* specifically is associated with increased collagen gene expression at the site of cardiac injury; however, collagen type 1 genes had decreased expression at 72 hpf (Mukherjee et al. 2021).

## Conclusions

We demonstrated distinct developmental toxicity for 8-MBaP compared with the parent BaP and another alkylated derivative, 6-MBaP. Although neither 6-MBaP nor BaP produced morphological effects at the tested concentrations, 8-MBaP caused a potent caudal fin malformation (x-fin) at low concentrations and edema, cranial and axial malformations at higher concentrations. These effects were Ahr2 dependent but Cyp1a independent.

Transcriptomic analyses further distinguished 8-MBaP from 6-MBaP, revealing minimal effects of 6-MBaP exposure and a concentration- and time-dependent transcriptomic disruption from 8-MBaP. Although BaP did not induce morphological effects, we found evidence of persistent transcriptomic disruption by BaP during a crucial developmental window.

Functional enrichment analysis of genes disrupted by 8-MBaP revealed a minor oxidative stress response at 48 hpf, followed by a larger response at 72 hpf. This finding aligns with a study published during the preparation of this manuscript, which proposes that oxidative damage from a minor metabolite of 8-MBaP, 3-OH-8-MBaP, underlies the compound’s potent developmental toxicity in zebrafish (Wang et al. 2025). However, the molecular initiating event for x-fin formation occurs prior to 36 hpf, whereas the observed increase in oxidative stress response occurs between 48 and 72 hpf. Thus, although metabolite-induced oxidative damage may contribute to the phenotypes at higher concentrations addressed by Wang et al. (2025), it is unlikely to explain the x-fin phenotype.

In addition to oxidative stress pathways, enrichment analysis revealed disruptions in otic vesicle development at 48 hpf, eye development at 72 hpf, and fin development at both timepoints. Examination of genes uniquely altered by x-fin-inducing chemicals highlighted disruptions in ion homeostasis, thyroid hormone synthesis, ROS production, and ectodermal ridge formation, all processes essential for normal fin development. Spatial transcriptomics paired with single-cell sequencing are ongoing to identify the cell type and location-specific contributions to the x-fin-specific transcriptomic changes identified in the current study. Ahr2’s role in regulating these x-fin-specific genes remains unclear. Future research should examine the causal relationship between the transcriptomic signature of x-fin-inducing chemicals and the established Ahr2 dependence of the phenotype.

## Supplementary Material

kfaf164_Supplementary_Data

## Data Availability

The targeted transcriptomic data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO Series accession number GSE308584. Additional data is available in supplemental materials.

# Supplementary material for: Position-specific methyl substitution on benzo[a]pyrene drives AHR-dependent fin duplication in zebrafish
**Source:** Toxicol Sci. 2025 Nov 20;209(1):kfaf164. doi: 10.1093/toxsci/kfaf164
**Supplement:** kfaf164_Supplementary_Data

Position-Specific Methylation of Benzo[a]pyrene Drives AHR-Dependent Fin Duplication in Zebrafish

Authors: Mackenzie L. Morshead, Lisa Truong, Robyn L. Tanguay

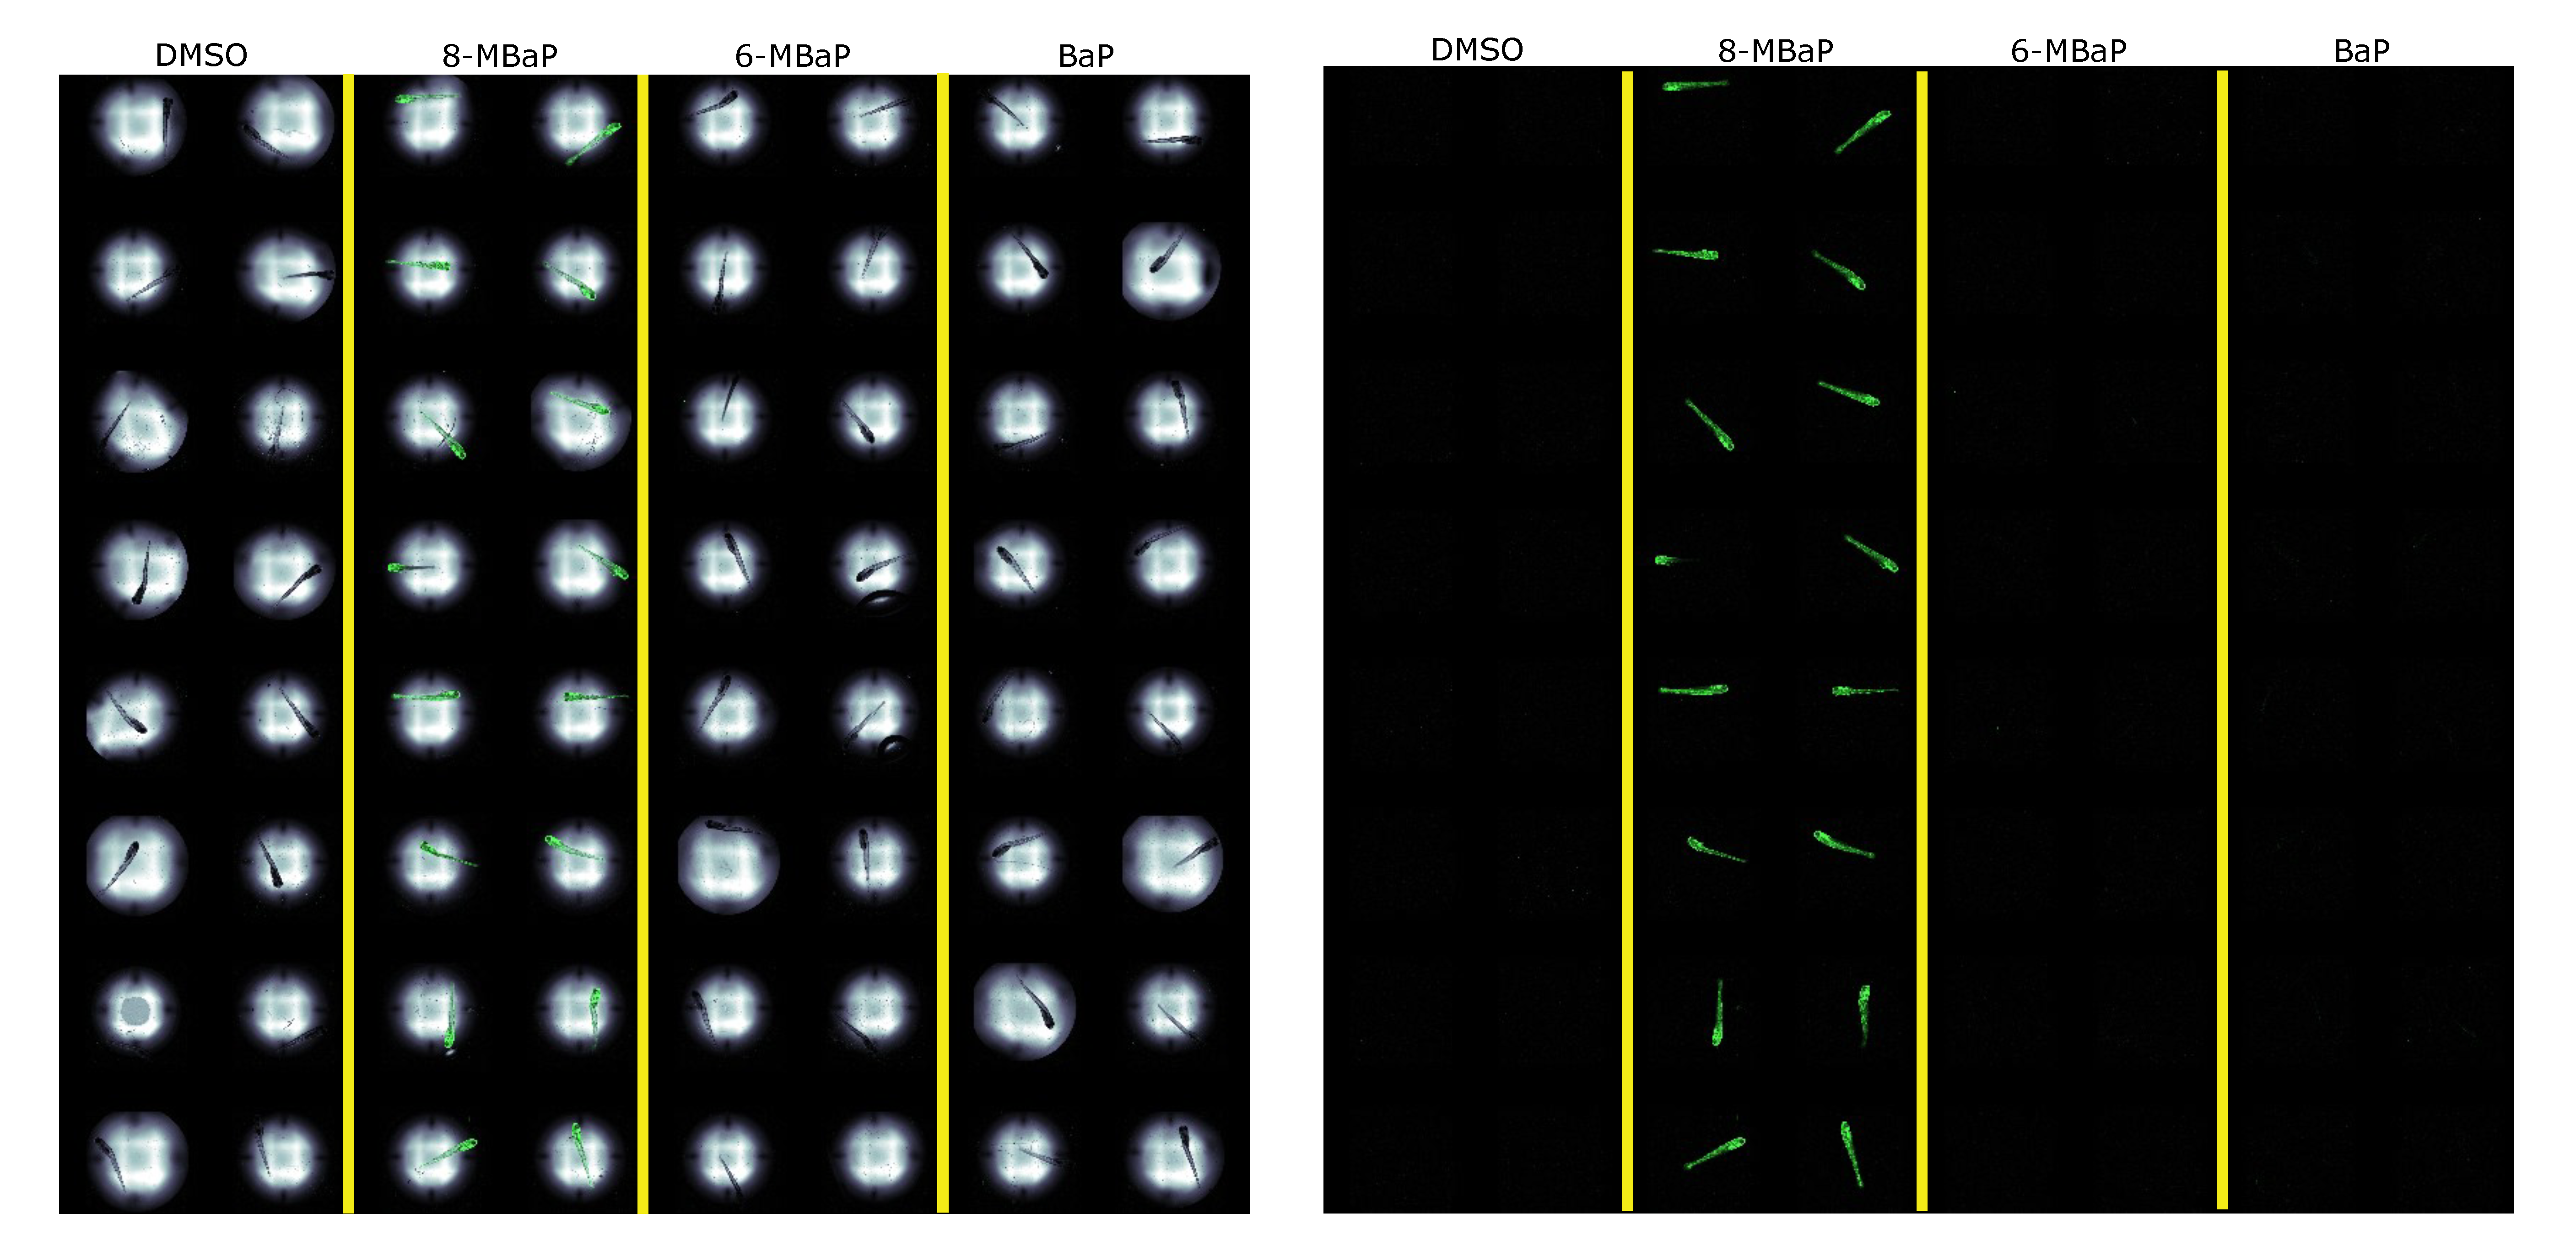

**Supplemental figure 2:** Images of *cyp1a* reporter fish at 120 hpf in a 96-well plate at 2X following embryonic exposure to DMSO, 8-methybenzo(a)pyrene (8-MBaP), 6-methybenzo(a)pyrene (6-MBaP), or benzo(a)pyrene (BaP) at 1.33 µM (n=16). Brightfield images are overlayed GFP fluorescence on the left.

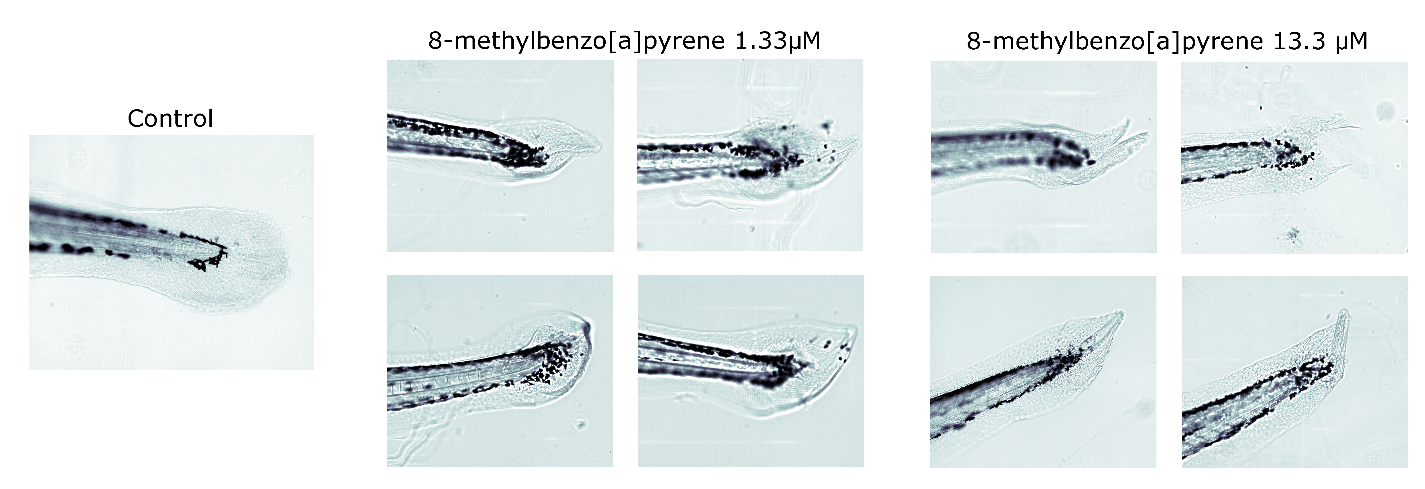

**Supplemental figure 1:** Representative images of the caudal fin malformation (x-fin) at 120 hpf following exposure to 8-methybenzo(a)pyrene at 1.33 µM and 13.3 µM.

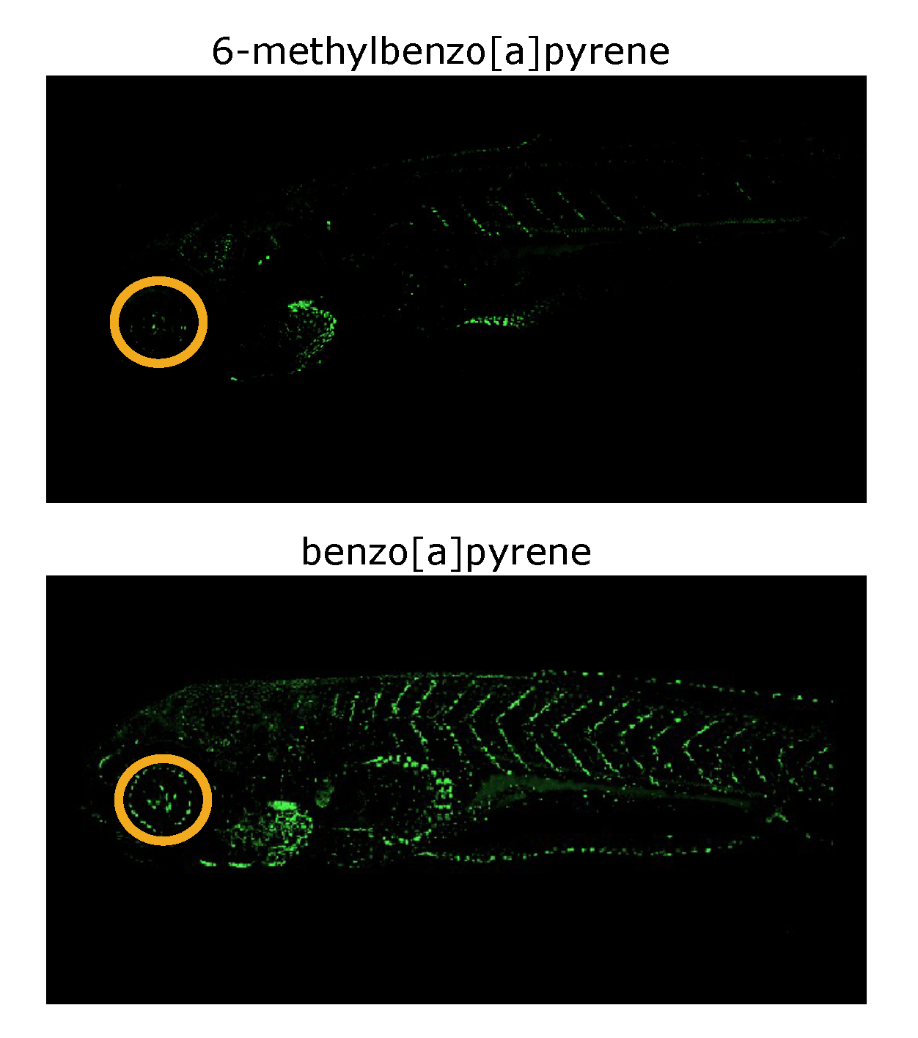

**Supplemental figure 3:** Representative images of *cyp1a* reporter fish at 120 hpf at 10X following embryonic exposure to 6-methybenzo(a)pyrene (6-MBaP) or benzo(a)pyrene (BaP) at 1.33 µM. Orange ring indicates the location of the eye.

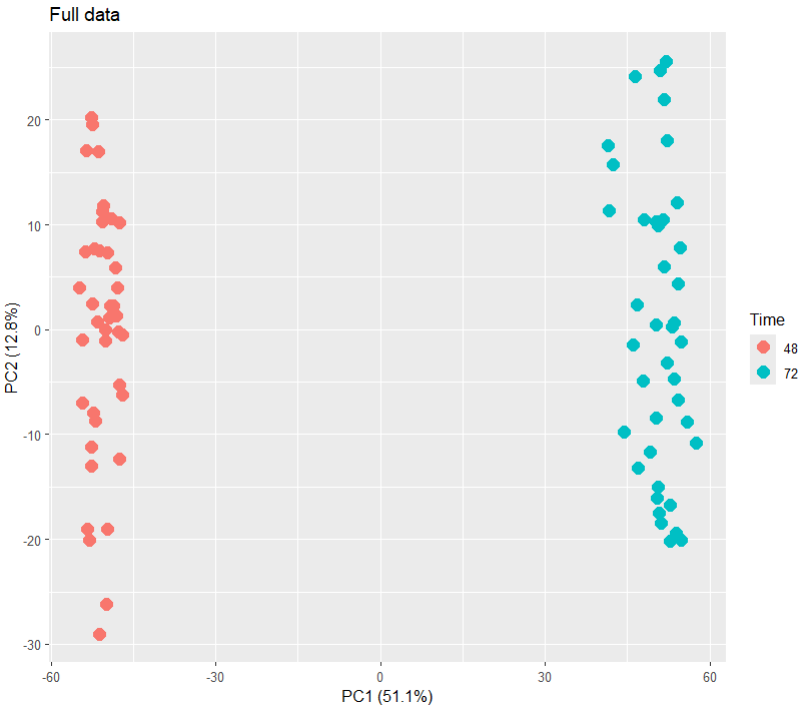

**Supplemental Figure 4:** Principal component analysis of log_2_ counts per million reads for all RNA samples collected at 48 hours post fertilization (hpf) and 72 hpf regardless of chemical treatment. RNA extracted from pools of 6 whole embryos at 48 and 72 hpf.

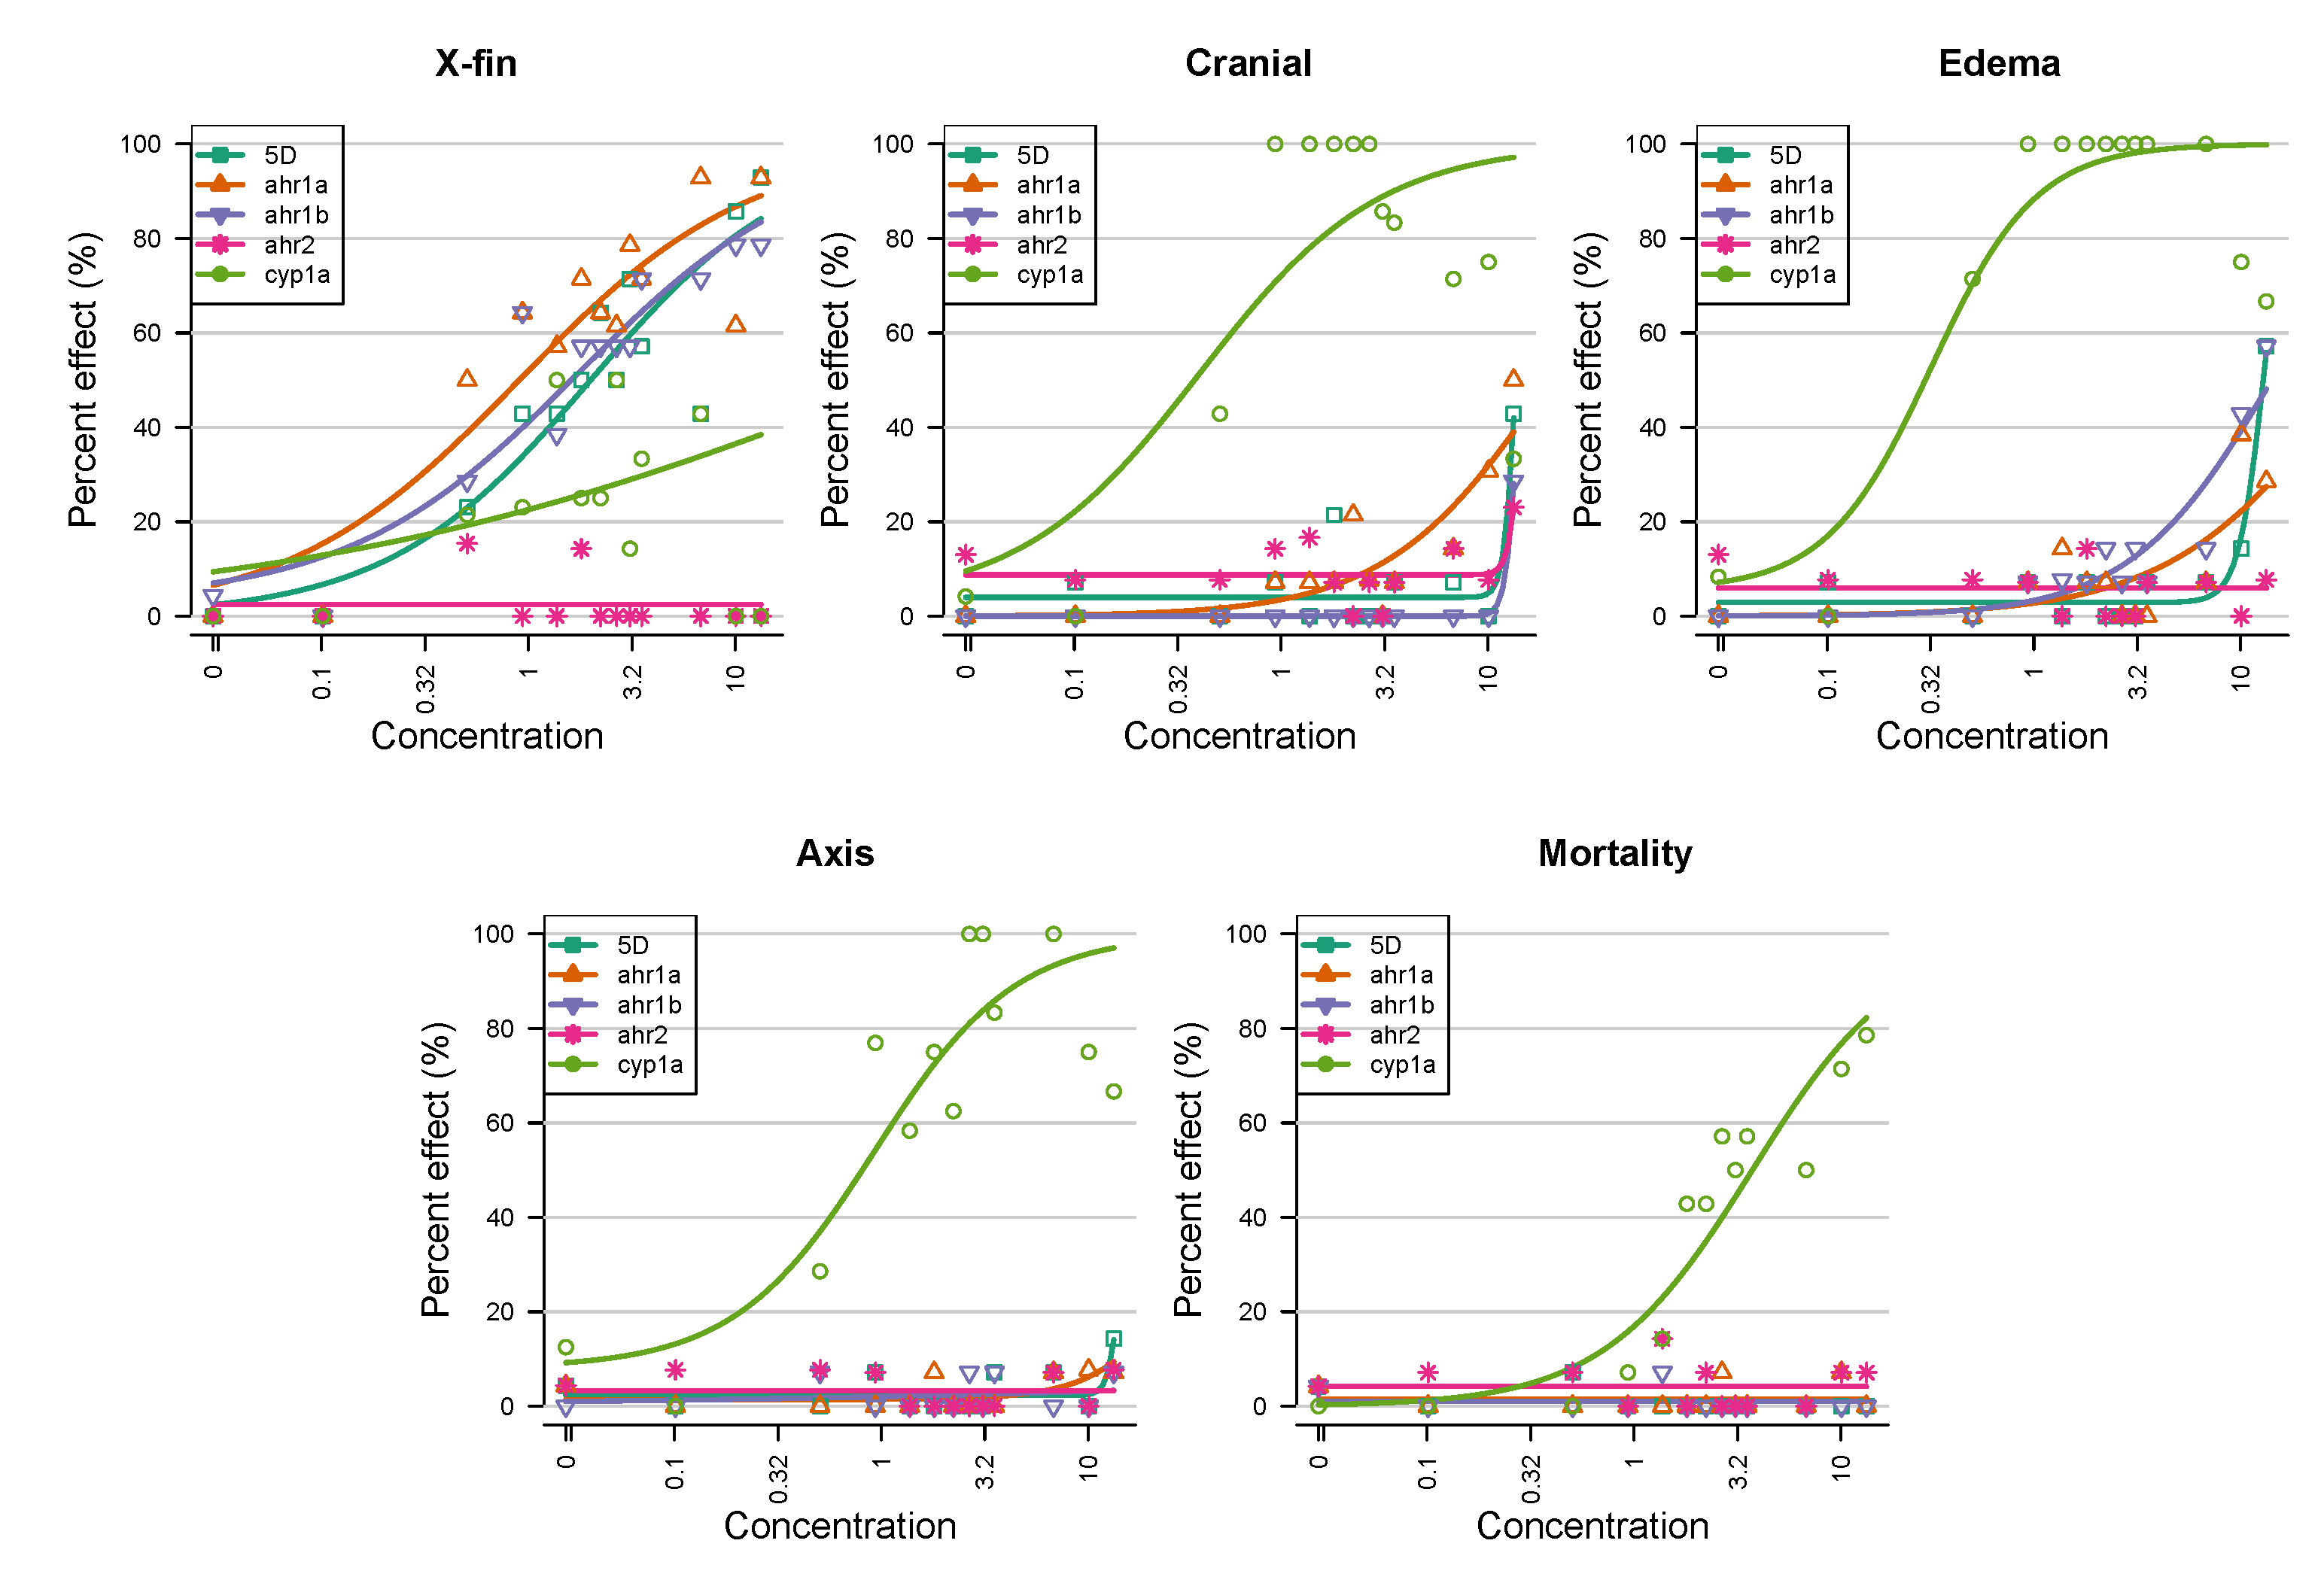

**Supplemental figure 5:** Concentration response curves for each effected morphological endpoint at 120 hours post fertilization (hpf) following embryonic exposure to 8-methylbenzo[a]pyrene from 7-120 hpf in wildtype (5D) and knockout lines for *ahr1a* (*ahr1a^osu6^*), *ahr1b* (*ahr1b^wh36^*), *ahr2* (*ahr2^hu3335^*), and *cyp1a* (*cyp1a^osu4^*).

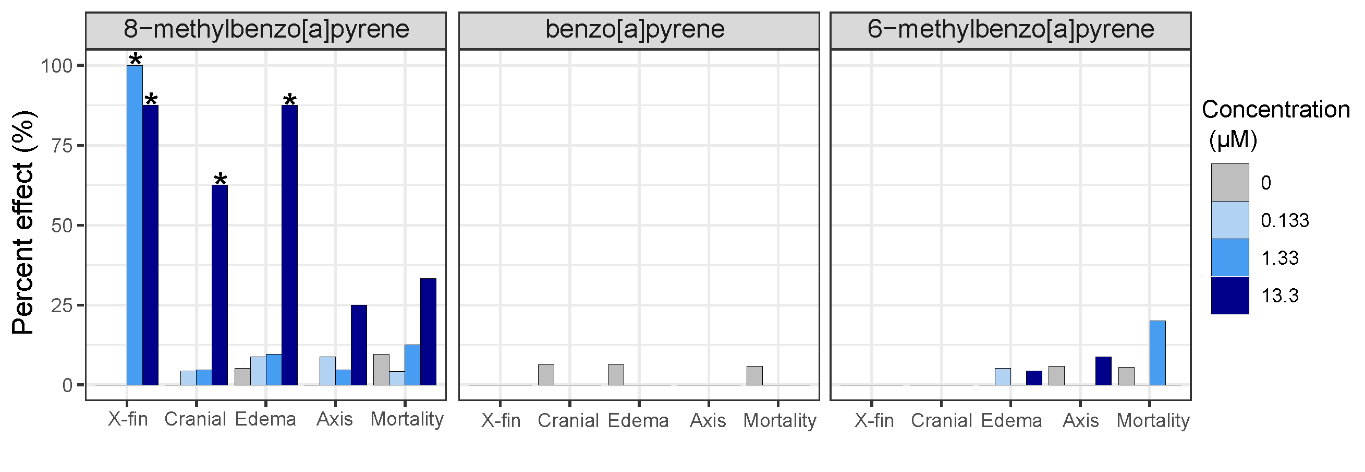

**Supplemental Figure 6:** Bar plot of the percent effect for each endpoint at 120 hours post fertilization (hpf) across concentration (0.133, 1.33, and 13.3 µM) for 8-methybenzo(a)pyrene, 6-methybenzo(a)pyrene, or benzo(a)pyrene in holdback plates co-currently exposed during exposures used for RNA collections to confirm expected morphological effects.

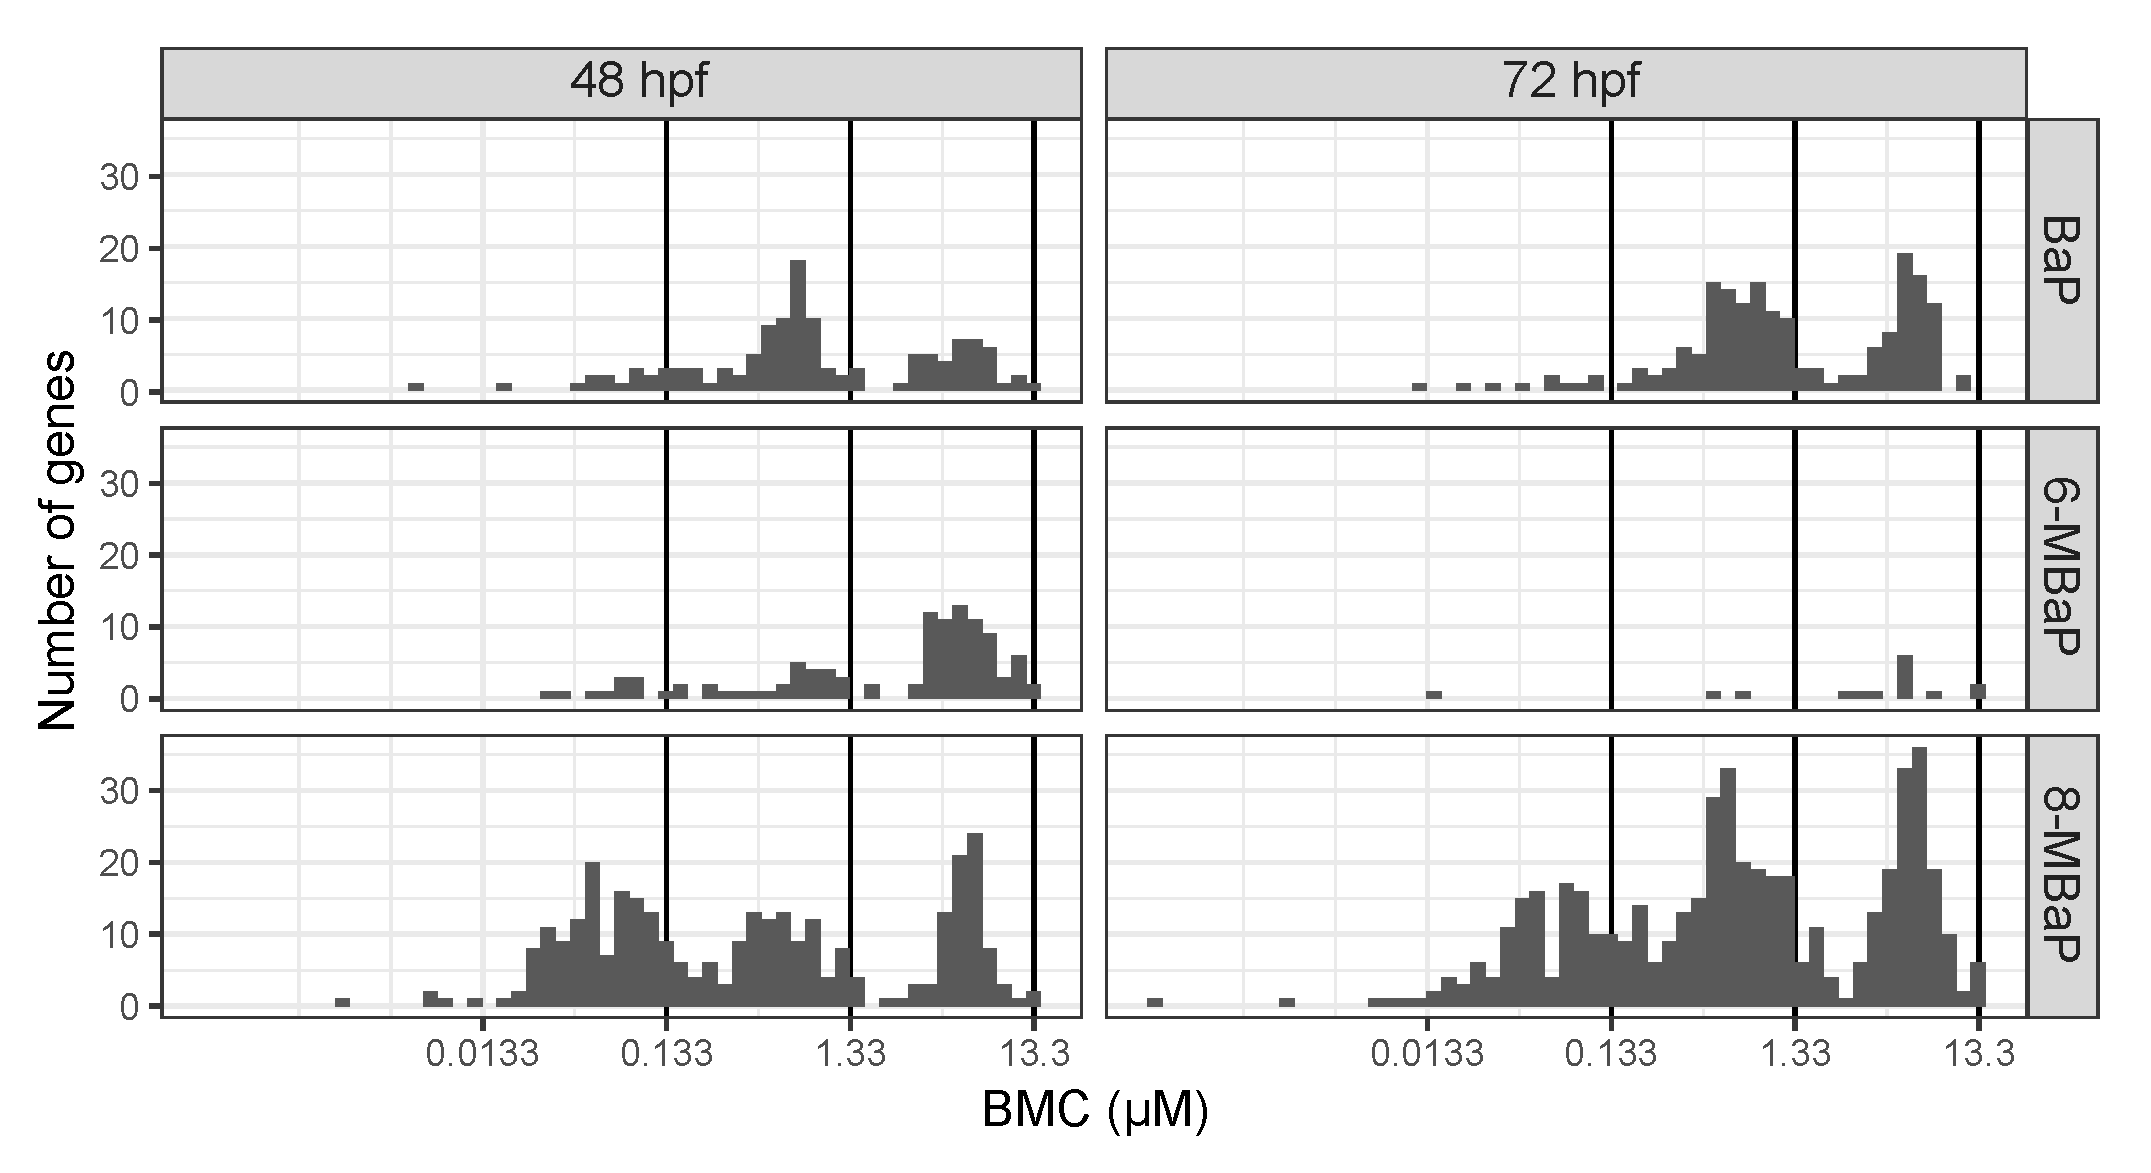
**Supplemental Figure 7:** Histograms of the number of genes at each benchmark concentration (BMC) at each time point, 48 hours post fertilization (hpf) and 72 hpf for each chemical 8-methybenzo(a)pyrene (8-MBaP), 6-methybenzo(a)pyrene (6-MBaP), or benzo(a)pyrene (BaP). Vertical lines indicate exposure concentrations used for RNA sequencing.

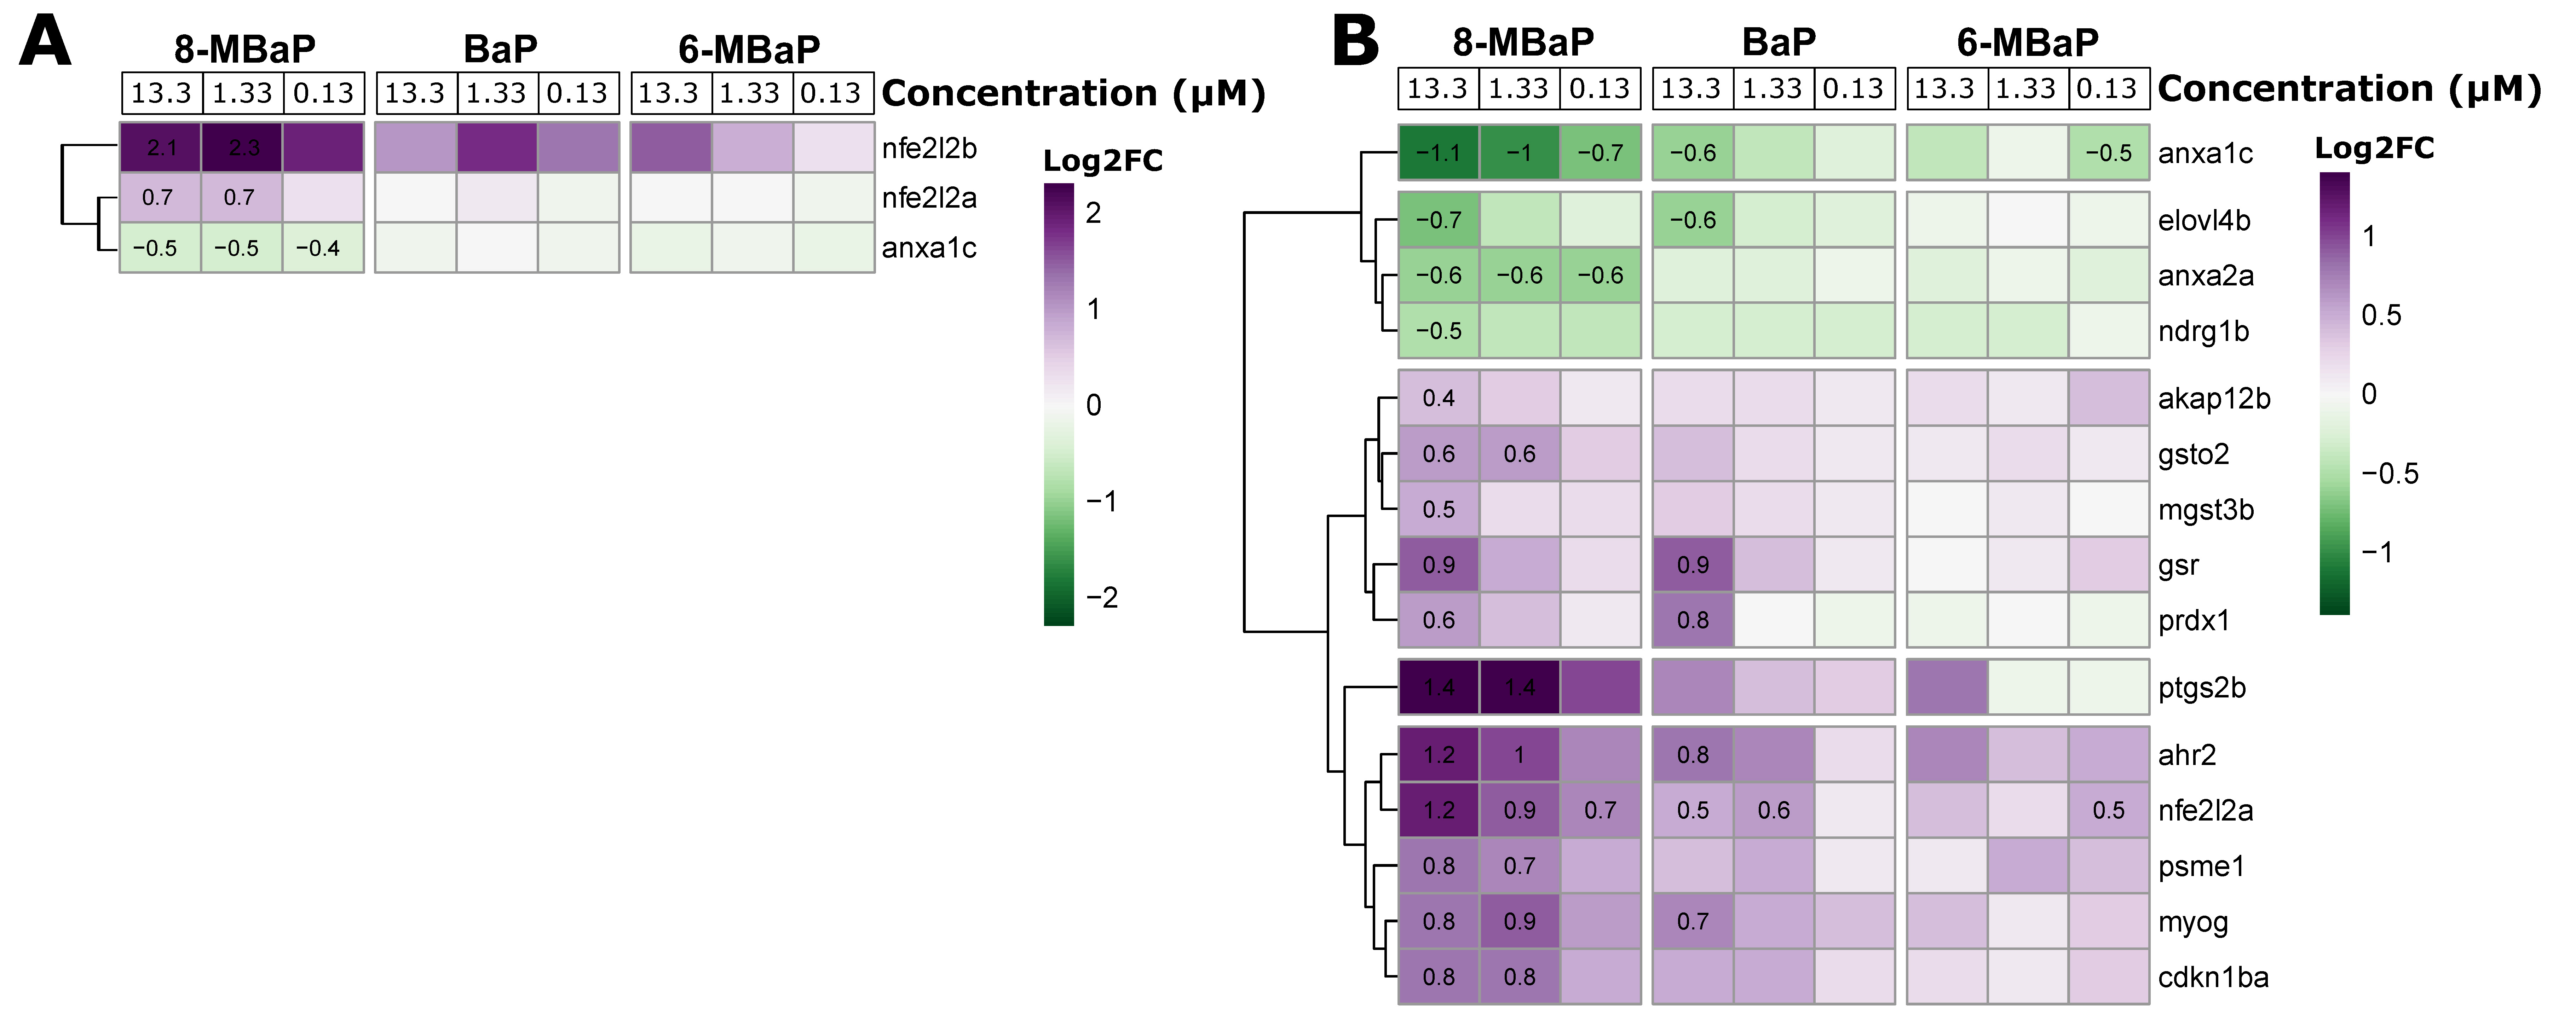

**Supplemental Figure 8:** Clustered heatmap of log_2_ fold change (log_2_FC) of genes within the oxidative stress response functional group for x-fin-associated genes at **(A)** 48 hpf and **(B)** 72 hpf for each chemical, chemical 8-methybenzo(a)pyrene (8-MBaP), 6-methybenzo(a)pyrene (6-MBaP), or benzo(a)pyrene (BaP). RNA extracted from pools of 6 whole embryos at 48 and 72 hpf, n=4.

How the deposited data were processed for this re-analysis (not part of the article)

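The table holds counts per gene for 80 libraries: 4 pools of 6 whole embryos for each of 10 exposures at 48 and at 72 hpf. The authors made these counts from 3′ end reads (BRB-seq), which a company mapped and demultiplexed; they deposited them without normalization, and the genome build and aligner are not stated in the paper. The values are whole numbers. Conditions were taken from the names of the columns and the paper, and no column was left out. The start of exposure is 7 hpf in the paper and 6 hpf in the sample labels. Each compound and concentration was 1 plate and the controls were 1 plate, and the 4 pools of a group came from its plate, so the error given is that between pools of 1 plate. The letters A to D did not pair the libraries, and no 2 libraries of a group held the same counts.

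Totals ran from 4,838,752 to 8,779,891 counts per library, and the 10 most abundant genes held 17.4 to 26.7% of them. The common dispersion was 0.0243 at 48 hpf and 0.0286 at 72 hpf. Gene IDs were paired with symbols by a table of names: 22,534 of 32,520 IDs got a zebrafish symbol, 8,059 of these through the symbol of the human counterpart, and where 2 IDs shared a counterpart both are given with their IDs. The genes duox2 and pde6ha.2 could not be paired, and no values are given under these names. Whether *pde6ha* (ENSDARG00000102558), for which values are given, is the paper's *pde6ha.2* was not determined.

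From the counts, edgeR 4.0.16 (R 4.3.3) was run with TMM normalization and its quasi-likelihood F test on genes with at least 5 reads in at least 2 libraries of the time point, with the 10 groups of the time point in 1 fit. Genes at a Benjamini-Hochberg adjusted p of 0.05 or under were called, with no minimum fold change, which is the filter and threshold the authors used in DESeq2. The 37 comparisons were 18 exposures against the control of the same time, 14 between compounds at the same concentration, and 5 of the effect at 72 hpf against that at 48 hpf in a fit of all 80 libraries. P-values were adjusted within each comparison. Intervals of differences between compounds are 1.96 standard errors on either side.

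Genes called at any concentration of a compound were fitted with 6 models (Linear, Poly2, Power, Exp2, Exp3 and Exp4) to log2 CPM with a prior count of 2, by least squares, and the model with the lowest AIC was taken. The BMC is where the curve leaves the fitted control level by 1.35 residual SD, with a 95% profile likelihood interval. A gene has a concentration response if the BMC is at or under 13.3 µM, the ratio of its bounds is at or under 40 and the model is not Poly2. This code was written for the purpose, since FastBMD, which the authors used, was not run. A grid in it was made finer after the first values had been seen, which lowered the counts of 8-MBaP genes by 3 to 7. X-fin-associated genes are those with a BMC at or under 1.33 µM in 8-MBaP, and x-fin unique genes those with no concentration response to BaP or 6-MBaP.

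Named genes followed a rule: every gene the paper names for the RNA results or prints in Fig. 7C or Fig. S8; the 10 largest rises and 10 largest falls among called genes in 8-MBaP at 13.3 µM with a mean of at least 20 counts in the higher group and no overlap with the controls; the 5 and 5 in other exposures; all members of the AHR battery; and up to 4 members of each other gene list. The genes drawn in the figures were chosen among these after their values were seen. The 30 gene lists were AHR battery, antioxidant, inner ear, notochord, lens, collagens, fin fold structure, fin fold regulators, ionocytes, inflammation, epidermis, blood stem and myeloid cells, erythroid cells, FGF targets, Wnt targets, BMP targets, hedgehog targets, retinoid, thyroid, circadian, heart, skeletal muscle, cartilage and bone, liver, intestine, exocrine pancreas, photoreceptor, cell cycle, p53 and DNA damage, and ER and heat stress genes. Lists with at least 5 tested members were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over lists within a comparison, and again with an estimated correlation. Lists, named-gene rule, comparisons and most alternatives were set before the data were examined, though the values printed in the figures of the paper had been seen. Several lists hold genes that the paper reports as changed in these same libraries. Examples are *bhlha9* and *sp9* among the fin fold regulators and *nfe2l2a* in the antioxidant list. A shift of such a list is therefore not independent of the paper's results.

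Alternatives were DESeq2 1.42.0 with its default filtering, RLE size factors, no filter on low counts, edgeR's filterByExpr, the letter as a replicate block, only the compared groups in the fit, and each library left out in turn. For concentration responses they were the DESeq2 calls as input, the SD of the controls, Poly2 genes kept, no limit on the interval, a prior count of 0.5, and each letter left out. Chosen after seeing the data were DESeq2 with its filter set at 0.05, the 0.133 µM groups of BaP and 6-MBaP in place of the control, each letter left out of the stage comparison, and DESeq2 input with no limit on the interval. Also chosen after seeing the data were the slope used to test slower development, the simulation of unchanged groups and the division of the control pools behind shared calls and the signs of the 77 genes. The scripts were tested on simulated data: edgeR and DESeq2 recovered all simulated changes of 2 on the log2 scale and a minority of those of 0.5. The BMC intervals held the true value less often than their level, most of all where the chosen model was not the true one. They held it in 63.4% of 142 kept genes, and in 74.7% of those with the right model. Of 200 genes simulated flat, 12 were kept. BMCs should be read with wider error than printed. Tables were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

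Enrichment of ontology terms (ClueGO) was not repeated. The comparisons with benzo[j]fluoranthene and benzo[k]fluoranthene, morphology, knockout and reporter results are not analysed here.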

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

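Chosen only after the results were seen were the tests of a control plate apart for lens and exocrine pancreas genes, the use of the 0.133 µM groups of BaP and 6-MBaP as a second reference, the check of how far matched genes changed with time, and the slope of the 13.3 µM effect on the change with time. The other tests below were set earlier.

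Lens genes were low at 13.3 µM against control, with a median log2 fold change over the 3 compounds of −0.25 for 35 genes at 48 hpf and −0.31 for 39 genes at 72 hpf. Against the low groups of BaP and 6-MBaP, in place of the control, the medians were −0.19 (28 of 35 lower) and −0.13 (28 of 39 lower), each under 0.05 by camera without adjustment, which argues against a control plate apart as the whole source; the low groups themselves lay at −0.06 and −0.10 against control, the latter alone under 0.05, so part of the value at 72 hpf may be the control plate. Genes matched on expression and on their change from 48 to 72 hpf were meant to test slower development of the whole embryo, but the matching on time failed: lens genes rose from 48 to 72 hpf by medians of 0.222 and 0.466 over those tested at each time, and the matched genes by −0.0240 and 0.187. Slower development would move every gene against its own change with time, and to lower the lens genes this far the slope of the 13.3 µM effect on that change would have to be −1.14 at 48 hpf and −0.675 at 72 hpf. Over all genes it was −0.0357 at 48 hpf (−0.0425 to −0.0244 with each letter left out) and −0.0165 at 72 hpf (−0.0297 to −0.0123). This argues against slower development of the whole embryo as the whole source at 72 hpf. At 48 hpf it stays open, because a delay there acts on changes before 48 hpf, which were not measured. An effect on lens cells, a delay of the eye alone and differences between the plates of the exposed groups stay open at both times, since each exposure was 1 plate.

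The 77 genes called in 8-MBaP at 0.133 µM and 48 hpf, at a concentration 100 times under the highest, had a median change of 0.61 on the log2 scale, taken in the direction of each call. If the control plate stood apart, the 0.133 µM groups of BaP and 6-MBaP would show the same change against control, and their median was 0.18, with 67 of the genes in the same direction; chosen by that control, the genes lean this way by construction. If the plate of 8-MBaP at 0.133 µM alone stood apart, 8-MBaP at 1.33 µM would not share the change, and against the low groups its median was 0.39 (76 genes in the same direction), beside 0.50 (73 genes) at 13.3 µM. Without control libraries, 8-MBaP at 0.133 µM against the low groups had a median of 0.47, and all 77 genes kept their direction. The genes were chosen with its libraries, so they lean this way too. Over all genes that contrast called 57, and 37 of them were also called against control in the same direction. Neither plate is then the whole source, and part of the change may be the control plate. For the 77 genes as a set, a response to 8-MBaP at this concentration stays open, as does a difference common to the 3 plates of 8-MBaP. Of single genes, *cyp1a* held 1978 to 2511 normalized counts per library in 8-MBaP at 0.133 µM and 48 hpf. It held 28.0 to 37.2 in controls and 31.6 to 141 in the low groups of BaP and 6-MBaP.

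Exocrine pancreas genes were low at 13.3 µM at 72 hpf, with a median of −0.77 over the 3 compounds for 23 genes. Against the low groups the median was −0.83 (22 of 23 lower, under 0.05 by camera without adjustment), which argues against a control plate apart. Matched genes had a median of −0.16 with 5% of sets under −0.34, which argues against slower development of the whole embryo as the whole source. These genes rose from 48 to 72 hpf by a median of 4.98, more than the 4.08 of the matched ones, so a later start of the pancreas alone stays open beside an effect on its cells. The plates of the exposed groups cannot be told from the exposures.

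Library B of BaP 13.3 µM 48 hpf held 5,518,724 counts, beside 6,146,375 to 6,248,128 in the other 3. On principal component 2, library A of 8-MBaP 13.3 µM 72 hpf lay at 2.75, beside 25.6 to 26.1; library A of BaP 1.33 µM 72 hpf lay at −0.276, beside 9.54 to 11.3; library D of BaP 13.3 µM 72 hpf lay at 3.04, beside 16.2 to 17.1. These were noted because they lay far from the other 3 libraries of their group by Dixon's test; 120 groups were tested, 6 measures in each of 20, and chance alone marks about 1 in 20 of them.

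The effect of exposure differed between 72 and 48 hpf by an interaction test for 13 genes of 8-MBaP at 1.33 µM. The named ones, as the log2 effect at 72 hpf less that at 48 hpf, were *krt4* −0.74, *cyt1l* −1.20, *apoa4b.1* 1.08, *zgc:165423* 3.30, *ptgdsb.2* −1.295, PKHD1L1_ENSDARG00000091116 −1.36, *cxl34b.11* 1.58, *zgc:112964* −1.78, *pde6ha* −1.68 and *mthfs* 1.21. For *cyt1l*, the call was lost without 8-MBaP 1.33 µM 72 hpf library D (−1.08). For *ptgdsb.2*, a call was missed without 8-MBaP 1.33 µM 48 hpf libraries B (−1.25) and D (−1.12), control 48 hpf libraries A (−1.26), C (−1.19) and D (−1.21), 8-MBaP 1.33 µM 72 hpf libraries C (−1.21) and D (−1.27) and control 72 hpf libraries A (−1.25) and C (−1.22). For *pde6ha*, the limit was missed without 8-MBaP 1.33 µM 48 hpf libraries A (−1.60) and C (−1.57) and control 48 hpf libraries B (−1.44) and D (−1.53). For *mthfs*, the call was lost without control 48 hpf library B (1.15) and 8-MBaP 1.33 µM 72 hpf library D (1.105).

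For 8-MBaP at 13.3 µM the same test called 19 genes, and these libraries, left out 1 at a time, moved the count to the value in brackets: 8-MBaP 13.3 µM 48 hpf libraries A (11) and C (12), 8-MBaP 13.3 µM 72 hpf library D (8) and control 72 hpf libraries A (12) and D (11). The named ones were *atp1a1a.4* 0.87, *trh* −2.15, *krt4* −0.66, *he1.1* −2.63, *cyt1l* −1.12, *krt15* −1.20, *zgc:165423* 3.51, *h1-10* 0.67, *and2* 0.66, *jac1* 1.84, *pja2* 1.65, *zgc:112964* −1.26 and *pde6ha* −2.04. For *atp1a1a.4*, a call was missed without 8-MBaP 13.3 µM 48 hpf libraries A (0.81) and C (0.80) and control 48 hpf library B (0.74). For *trh*, the limit was missed without 8-MBaP 13.3 µM 48 hpf library C (−1.33), control 48 hpf libraries A (−2.18), B (−2.14) and C (−1.94), 8-MBaP 13.3 µM 72 hpf libraries A (−2.17), B (−2.16) and D (−1.97) and control 72 hpf libraries A (−2.12), C (−2.08) and D (−2.17) and with the letter as a block (−2.06) and only the compared groups in the fit (−2.14). For *he1.1*, the call was lost without 8-MBaP 13.3 µM 72 hpf libraries A (−2.47) and D (−2.57) and control 72 hpf library D (−1.91). For *cyt1l*, a call was missed without 8-MBaP 13.3 µM 48 hpf libraries A (−1.07) and D (−1.08), control 48 hpf library C (−1.05), 8-MBaP 13.3 µM 72 hpf libraries B (−1.04) and D (−1.09) and control 72 hpf libraries A (−1.05) and D (−1.04). For *krt15*, the limit was missed without 8-MBaP 13.3 µM 48 hpf library A (−1.09) and 8-MBaP 13.3 µM 72 hpf library D (−1.15). For *h1-10*, the call was lost without 8-MBaP 13.3 µM 48 hpf libraries C (0.63) and D (0.63), control 48 hpf libraries B (0.66) and C (0.68), 8-MBaP 13.3 µM 72 hpf libraries A (0.64) and D (0.63) and control 72 hpf libraries A (0.65) and D (0.59). For *and2*, a call was missed without 8-MBaP 13.3 µM 48 hpf libraries A (0.60) and C (0.62), 8-MBaP 13.3 µM 72 hpf library D (0.58) and control 72 hpf library D (0.63). For *jac1*, the limit was missed without 8-MBaP 13.3 µM 48 hpf libraries A (1.78), C (1.83) and D (1.75), control 48 hpf library C (1.70), 8-MBaP 13.3 µM 72 hpf libraries A (1.80), B (1.81) and C (1.75) and control 72 hpf libraries A (1.67), B (1.67) and C (1.85) and with DESeq2 (1.86). For *pja2*, the call was lost without 8-MBaP 13.3 µM 48 hpf libraries A (1.54), B (1.68) and D (1.53), control 48 hpf libraries A (1.57) and B (1.5998), 8-MBaP 13.3 µM 72 hpf libraries B (1.56) and D (1.65) and control 72 hpf libraries A (1.71), B (1.56), C (1.65) and D (1.68) and with the letter as a block (1.64), no low count filter (1.64) and only the compared groups in the fit (1.66).

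For BaP at 13.3 µM it called 2 genes, and these libraries, left out 1 at a time, moved the count to the value in brackets: BaP 13.3 µM 48 hpf libraries B (1), C (0) and D (0), control 48 hpf libraries A (1), C (0) and D (0), BaP 13.3 µM 72 hpf libraries A (1), B (0), C (0) and D (0) and control 72 hpf libraries B (0) and D (0). They were *krt4* −0.50 and PKHD1L1_ENSDARG00000091116 −1.13. For *krt4*, the limit was missed without BaP 13.3 µM 48 hpf libraries B (−0.49), C (−0.48) and D (−0.51), control 48 hpf libraries A (−0.44), C (−0.46) and D (−0.50), BaP 13.3 µM 72 hpf libraries A (−0.45), B (−0.49), C (−0.49) and D (−0.52) and control 72 hpf libraries B (−0.45) and D (−0.46) and with RLE size factors (−0.48) and only the compared groups in the fit (−0.49). For PKHD1L1_ENSDARG00000091116, the call was lost without BaP 13.3 µM 48 hpf libraries C (−0.99) and D (−1.101), control 48 hpf libraries C (−1.003) and D (−0.99), BaP 13.3 µM 72 hpf libraries B (−1.105), C (−1.06) and D (−1.09) and control 72 hpf libraries B (−1.15) and D (−1.01) and with RLE size factors (−1.11) and only the compared groups in the fit (−1.12).

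The paper names eye development among its enriched terms and gives no value for these 11 lists of genes, and each value here passed camera against control both with the preset and with the estimated correlation. Values that did not pass both are left out, such as lens at 1.33 µM 8-MBaP and 48 hpf (median −0.17, camera adjusted p = 0.17 with the estimated correlation). Other splits of the libraries gave as many lists past the preset camera for BaP at 13.3 µM and 72 hpf (8 beside 8). The same held for 8-MBaP at 1.33 µM and 48 hpf (4 beside 5). Lens genes had a median log2 fold change of −0.25 at 0.133 µM and −0.26 at 13.3 µM 8-MBaP and 48 hpf, −0.29 at 0.133 µM, −0.20 at 1.33 µM and −0.38 at 13.3 µM 8-MBaP and 72 hpf and −0.31 at 13.3 µM BaP and 72 hpf. Epidermis genes lay at a median of −0.15 at 0.133 µM, −0.15 at 1.33 µM and −0.32 at 13.3 µM 8-MBaP and 48 hpf, −0.20 at 1.33 µM and −0.21 at 13.3 µM 8-MBaP and 72 hpf and −0.10 at 13.3 µM BaP and 72 hpf. Photoreceptor genes had a median of −0.43 at 13.3 µM 8-MBaP and 72 hpf and −0.44 at 13.3 µM BaP and 72 hpf. Over the 3 compounds their median at 72 hpf was −0.33, and 3.86% of sets of matched genes were as low. Photoreceptor genes rose from 48 to 72 hpf by a median of 5.07 and the matched ones by 2.96, so slower development stays open for this list. Liver genes stood at a median of −0.17 at 13.3 µM 8-MBaP and 72 hpf and −0.24 at 13.3 µM BaP and 72 hpf. Intestine genes had a median log2 fold change of 0.48 at 1.33 µM and 0.59 at 13.3 µM 8-MBaP and 72 hpf. Exocrine pancreas genes lay at a median of −1.004 at 13.3 µM BaP and 72 hpf. FGF target genes had a median of 0.27 at 13.3 µM 8-MBaP and 48 hpf and 0.26 at 1.33 µM and 0.16 at 13.3 µM 8-MBaP and 72 hpf. Wnt target genes stood at a median of 0.24 at 13.3 µM 8-MBaP and 48 hpf. Inflammation genes had a median log2 fold change of 0.55 at 13.3 µM 8-MBaP and 48 hpf and 0.44 at 1.33 µM 8-MBaP and 72 hpf. Blood stem and myeloid genes lay at a median of −0.22 at 13.3 µM 8-MBaP and 48 hpf. Cell cycle genes had a median of −0.19 at 13.3 µM 8-MBaP and 72 hpf.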

How the results depend on the processing

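DESeq2 filtered at 0.05, the low groups as control and DESeq2 input with no limit on the interval were chosen only after the results were seen. Counts stayed within 1.5-fold of the value given, and other values within 1 SD of the replicates (of jackknife values for percentages and r), except those named, and the cause was not tested for any of them. With the letter as a replicate block, 47 of 47 results did so, such as 266 genes beside 274 for 8-MBaP 13.3 µM at 48 hpf; the SD of the controls, a prior count of 0.5, average linkage, genes called in either exposure and genes not called moved none of the 15, 15, 2, 4 and 14 results they apply to. With DESeq2 the values were against control at 48 hpf, 150 (8-MBaP 0.133 µM), 6 (6-MBaP 0.133 µM), 2 (6-MBaP 1.33 µM), 135 (6-MBaP 13.3 µM), 64 (BaP 1.33 µM), 93 (BaP 13.3 µM); against control at 72 hpf, 19 (6-MBaP 0.133 µM), 11 (6-MBaP 13.3 µM), 49 (BaP 1.33 µM); between compounds at 48 hpf, 180 (8-MBaP and BaP 0.133 µM), 223 (8-MBaP and BaP 13.3 µM), 53 (6-MBaP and BaP 13.3 µM); between compounds at 72 hpf, 276 (8-MBaP and BaP 1.33 µM); between times, 5 (8-MBaP 0.133 µM), 37 (8-MBaP 1.33 µM), 30 (8-MBaP 13.3 µM). With no filter on low counts the values were against control at 48 hpf, 175 (8-MBaP 0.133 µM), 201 (8-MBaP 1.33 µM), 34 (6-MBaP 0.133 µM), 25 (6-MBaP 1.33 µM), 137 (6-MBaP 13.3 µM), 18 (BaP 0.133 µM), 85 (BaP 1.33 µM), 153 (BaP 13.3 µM); against control at 72 hpf, 103 (8-MBaP 0.133 µM), 307 (8-MBaP 1.33 µM), 67 (6-MBaP 0.133 µM), 19 (6-MBaP 1.33 µM), 80 (6-MBaP 13.3 µM), 17 (BaP 0.133 µM), 100 (BaP 1.33 µM), 319 (BaP 13.3 µM); between compounds at 48 hpf, 163 (8-MBaP and BaP 0.133 µM), 92 (8-MBaP and 6-MBaP 0.133 µM), 109 (8-MBaP and BaP 1.33 µM), 244 (8-MBaP and BaP 13.3 µM), 209 (8-MBaP and 6-MBaP 13.3 µM), 103 (6-MBaP and BaP 13.3 µM); between compounds at 72 hpf, 104 (8-MBaP and BaP 0.133 µM), 107 (8-MBaP and 6-MBaP 0.133 µM), 302 (8-MBaP and BaP 1.33 µM), 284 (8-MBaP and 6-MBaP 1.33 µM), 288 (8-MBaP and BaP 13.3 µM), 106 (6-MBaP and BaP 13.3 µM); between times, 41 (8-MBaP 0.133 µM), 76 (8-MBaP 1.33 µM), 77 (8-MBaP 13.3 µM), 67 (BaP 13.3 µM), 24 (6-MBaP 13.3 µM). With DESeq2 filtered at 0.05 the values were against control at 48 hpf, 152 (8-MBaP 0.133 µM), 14 (6-MBaP 0.133 µM), 140 (6-MBaP 13.3 µM), 57 (BaP 1.33 µM), 92 (BaP 13.3 µM); against control at 72 hpf, 28 (6-MBaP 0.133 µM), 13 (6-MBaP 13.3 µM), 50 (BaP 1.33 µM); between compounds at 48 hpf, 187 (8-MBaP and BaP 0.133 µM), 231 (8-MBaP and BaP 13.3 µM), 56 (6-MBaP and BaP 13.3 µM); between compounds at 72 hpf, 276 (8-MBaP and BaP 1.33 µM), 230 (8-MBaP and BaP 13.3 µM); between times, 51 (8-MBaP 1.33 µM), 40 (8-MBaP 13.3 µM). With only the compared groups the values were against control at 48 hpf, 3 (6-MBaP 0.133 µM), 1 (6-MBaP 1.33 µM); against control at 72 hpf, 12 (6-MBaP 0.133 µM), 3 (6-MBaP 1.33 µM), 16 (6-MBaP 13.3 µM), 7 (BaP 0.133 µM); between compounds at 48 hpf, 53 (8-MBaP and 6-MBaP 0.133 µM); between compounds at 72 hpf, 56 (8-MBaP and BaP 0.133 µM); between times, 5 (8-MBaP 0.133 µM), 24 (8-MBaP 1.33 µM), 0 (BaP 13.3 µM), 3 (6-MBaP 13.3 µM). With the 0.133 µM BaP and 6-MBaP groups as control the values were against control at 48 hpf, 21 (6-MBaP 13.3 µM); against control at 72 hpf, 3 (6-MBaP 1.33 µM), 38 (BaP 1.33 µM). With filterByExpr the values were against control at 72 hpf, 4 (6-MBaP 13.3 µM). With RLE size factors the values were between times, 0 (BaP 13.3 µM). With no limit on the BMC interval the values were for concentration responses, 199 (8-MBaP 48 hpf); for x-fin genes, 141 (associated 48 hpf), 201 (associated 72 hpf), 109 (unique 48 hpf); for the percent of 8-MBaP calls with a concentration response, 74.8 (1.33 µM 48 hpf), 67.9 (13.3 µM 48 hpf), 72.4 (1.33 µM 72 hpf), 74.7 (13.3 µM 72 hpf). With DESeq2 calls as input the values were for concentration responses, 77 (6-MBaP 48 hpf), 8 (6-MBaP 72 hpf). With Poly2 kept the values were for the percent of 8-MBaP calls with a concentration response, 68.8 (1.33 µM 72 hpf). With genes scaled to unit variance the values were for the percent of variance, 23.2 (component 1), 3.35 (component 2). With a Pearson distance the values were for exposures grouped with 8-MBaP 13.3 µM, 8 (48 hpf), 5 (72 hpf). With all called genes the values were for exposures grouped with 8-MBaP 13.3 µM, 2 (48 hpf). With all tested genes the values were for the percent of genes in 1 direction in 8-MBaP and the other compound, 66.3 (BaP 48 hpf), 70.0 (6-MBaP 48 hpf), 68.96 (BaP 72 hpf), 67.9 (6-MBaP 72 hpf). With the controls, which enter both sides, as reference of time, the values were for r with the change in time at 48 hpf, 0.351 beside −0.0204 with the low groups of BaP and 6-MBaP as reference (8-MBaP 0.133 µM), and likewise 0.345 beside −0.0275 (8-MBaP 1.33 µM), 0.321 beside −0.0402 (8-MBaP 13.3 µM), 0.343 beside −0.0189 (6-MBaP 1.33 µM), 0.316 beside −0.0393 (6-MBaP 13.3 µM), 0.362 beside 0.00298 (BaP 1.33 µM), 0.300 beside −0.0554 (BaP 13.3 µM); for r with the change in time at 72 hpf, −0.227 beside 0.0317 (8-MBaP 0.133 µM), −0.215 beside 0.0342 (8-MBaP 1.33 µM), −0.236 beside 0.0137 (8-MBaP 13.3 µM), −0.241 beside 0.0370 (6-MBaP 1.33 µM), −0.301 beside −0.0495 (6-MBaP 13.3 µM), −0.235 beside 0.0487 (BaP 1.33 µM), −0.291 beside −0.0452 (BaP 13.3 µM). With an estimated correlation the values were for lists past camera, 3 (8-MBaP 0.133 µM 48 hpf), 3 (8-MBaP 1.33 µM 48 hpf), 1 (BaP 13.3 µM 48 hpf), 1 (6-MBaP 13.3 µM 48 hpf), 2 (8-MBaP 0.133 µM 72 hpf), 1 (6-MBaP 13.3 µM 72 hpf). With DESeq2 calls as input and no limit on the interval the values were for concentration responses, 251 (8-MBaP 48 hpf), 84 (6-MBaP 48 hpf), 70 (BaP 48 hpf), 9 (6-MBaP 72 hpf); for x-fin genes, 171 (associated 48 hpf), 213 (associated 72 hpf), 133 (unique 48 hpf); for the percent of 8-MBaP calls with a concentration response, 71.3 (1.33 µM 48 hpf), 62.0 (13.3 µM 48 hpf), 65.7 (1.33 µM 72 hpf), 73.2 (13.3 µM 72 hpf). Leaving out 1 library, or 1 letter for concentration responses and directions, gave these ranges: against control at 48 hpf, 43 to 86 (8-MBaP 0.133 µM), 171 to 263 (8-MBaP 13.3 µM), 0 to 1 (6-MBaP 0.133 µM), 13 to 47 (6-MBaP 13.3 µM), 9 to 26 (BaP 1.33 µM), 38 to 56 (BaP 13.3 µM); against control at 72 hpf, 0 to 3 (6-MBaP 0.133 µM), 1 to 3 (6-MBaP 1.33 µM), 2 to 6 (6-MBaP 13.3 µM), 13 to 30 (BaP 1.33 µM), 66 to 154 (BaP 13.3 µM); between compounds at 48 hpf, 24 to 67 (8-MBaP and BaP 0.133 µM), 71 to 169 (8-MBaP and BaP 13.3 µM), 17 to 52 (6-MBaP and BaP 13.3 µM); between compounds at 72 hpf, 107 to 165 (8-MBaP and BaP 1.33 µM), 95 to 148 (8-MBaP and BaP 13.3 µM); between times, 0 to 3 (8-MBaP 0.133 µM), 8 to 23 (8-MBaP 13.3 µM), 0 to 3 (BaP 13.3 µM), 0 to 1 (6-MBaP 13.3 µM); for concentration responses, 60 to 99 (8-MBaP 48 hpf), 11 to 27 (6-MBaP 48 hpf), 22 to 43 (BaP 48 hpf), 174 to 197 (8-MBaP 72 hpf), 1 to 5 (6-MBaP 72 hpf), 41 to 78 (BaP 72 hpf); for the percent of genes in 1 direction in 8-MBaP and the other compound, 80.7 to 83.1 (6-MBaP 72 hpf). Of calls of named genes over all single libraries left out, 1,606 were lost and 65 gained beside 21,792 kept on their side, and 1 reversed: *hsp70.3* between 8-MBaP and 6-MBaP at 13.3 µM and 72 hpf, −0.0107 without 8-MBaP library D beside 1.78 (−0.0107 to 2.12 over the libraries). Genes not called changed sign in 1,119 of these fits. Lost and gained calls of named genes were 24 and 71 with DESeq2, 13 and 76 with DESeq2 filtered at 0.05, 18 and 92 with no filter, 20 and 11 with filterByExpr, 10 and 4 with RLE, 22 and 7 with the letter as a block and 95 and 26 with only the compared groups, and none reversed. Genes under the count limit were tested only with no filter on low counts, where 0 of them were called in any comparison. Each exposure was 1 plate, and no alternative can part plate from exposure.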

Differences from the paper's values

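The settings chosen after seeing the values are DESeq2 filtered at 0.05, the 0.133 µM groups of BaP and 6-MBaP as control, and DESeq2 calls as input with no limit on the interval. Of 14 counts of called genes against control set beside the paper's, at its threshold of adjusted p 0.05, those beyond 1.5-fold were 8 with the settings used here, 0 with DESeq2, 1 with DESeq2 filtered at 0.05 (chosen after seeing the values), 7 with RLE size factors, 7 with no low count filter, 7 with filterByExpr, 6 with the letter as a block and 7 with only the compared groups.

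The alternatives named next were set before the data were examined unless the sentence says otherwise. For 6-MBaP 13.3 µM at 48 hpf, the paper gives 135 called genes, and 45 were found here. DESeq2 (135) and no low count filter (137) came within 1.5-fold of the paper, and RLE size factors (46), filterByExpr (43), the letter as a block (48) and only the compared groups (43) did not, nor did any fit with 1 library left out. In 6-MBaP 13.3 µM at 72 hpf the paper counts 11 called genes, and 7 were found here. DESeq2 (11), the letter as a block (8) and only the compared groups (16) came within 1.5-fold of the paper, and RLE size factors (7), no low count filter (80) and filterByExpr (4) did not, nor did any fit with 1 library left out. For BaP 13.3 µM at 48 hpf, the paper gives 93 called genes, and 61 were found here. DESeq2 (93), RLE size factors (62), filterByExpr (66) and the letter as a block (69) came within 1.5-fold of the paper, and no low count filter (153) and only the compared groups (59) did not, nor did any fit with 1 library left out. In 8-MBaP 0.133 µM at 48 hpf the paper draws about 150 called genes in Fig. 4, read by eye, and 77 were found here. DESeq2 (150) and no low count filter (175) came within 1.5-fold of the paper, and RLE size factors (82), filterByExpr (86), the letter as a block (83) and only the compared groups (69) did not, nor did any fit with 1 library left out. Chosen after seeing the values, DESeq2 filtered at 0.05 gave 140 for 6-MBaP 13.3 µM at 48 hpf, 13 for 6-MBaP 13.3 µM at 72 hpf, 92 for BaP 13.3 µM at 48 hpf and 152 for 8-MBaP 0.133 µM at 48 hpf and the 0.133 µM groups of BaP and 6-MBaP as control gave 71 for BaP 13.3 µM at 48 hpf, each within 1.5-fold, and how many of the genes called in the paper they drop is not known, since the table entries read hold BaP 0.133 µM alone.

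For BaP 1.33 µM at 48 hpf, the paper shows about 64 called genes in Fig. 4, read by eye, and 15 were found here. DESeq2 (64) and no low count filter (85) came within 1.5-fold of the paper, and RLE size factors (15), filterByExpr (13), the letter as a block (16) and only the compared groups (17) did not, nor did any fit with 1 library left out. In BaP 1.33 µM at 72 hpf the paper draws about 49 called genes in Fig. 4, read by eye, and 24 were found here. DESeq2 (49) and only the compared groups (34) came within 1.5-fold of the paper, and RLE size factors (25), no low count filter (100), filterByExpr (24) and the letter as a block (23) did not, nor did any fit with 1 library left out. For 6-MBaP 0.133 µM at 48 hpf, the paper shows about 6 called genes in Fig. 4, read by eye, and 0 were found here. DESeq2 (6) came within 1.5-fold of the paper, and RLE size factors (0), no low count filter (34), filterByExpr (0), the letter as a block (0) and only the compared groups (3) did not, nor did any fit with 1 library left out. That 0 is from edgeR, with 1,245 genes at an unadjusted p under 0.05. In 6-MBaP 0.133 µM at 72 hpf the paper draws about 19 called genes in Fig. 4, read by eye, and 1 was found here. DESeq2 (19) came within 1.5-fold of the paper, and RLE size factors (1), no low count filter (67), filterByExpr (1), the letter as a block (1) and only the compared groups (12) did not, nor did any fit with 1 library left out. Among settings chosen after seeing the values, DESeq2 filtered at 0.05 gave 57 for BaP 1.33 µM at 48 hpf, 50 for BaP 1.33 µM at 72 hpf and 28 for 6-MBaP 0.133 µM at 72 hpf and the 0.133 µM groups of BaP and 6-MBaP as control gave 38 for BaP 1.33 µM at 72 hpf, each within 1.5-fold, and how many of the genes called in the paper they drop is not known, since the table entries read hold BaP 0.133 µM alone.

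Of the calls of 8-MBaP 13.3 µM at 48 hpf, the paper gives 72% with a monotonic concentration response, and 46.0% were found here. No limit on the interval (67.9), and the fits without letter A (49.5) and D (50.3), came within 1.5-fold of the paper, and DESeq2 calls as input (39.8), the SD of the controls (43.1), Poly2 kept (47.8) and a prior count of 0.5 (44.9) did not, nor did the fits without the other letters. For x-fin unique genes at 48 hpf, the paper shows about 140 in Fig. 7, read by eye and summed over panel A, and 51 were found here. No limit on the interval (109) came within 1.5-fold of the paper, and DESeq2 calls as input (55), the SD of the controls (52), Poly2 kept (67) and a prior count of 0.5 (48) did not, nor did any fit with 1 letter left out. DESeq2 calls as input with no limit on the interval gave 62.0% monotonic at 13.3 µM and 133 x-fin unique genes at 48 hpf, a setting chosen after seeing the values and the paper's figures, which drops 5 of the 23 genes of Fig. 7C that could be paired.

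All 43 log2 fold changes of Fig. 7C set beside those found here lay within the larger of the standard error and 0.05, 38 of them equal at 1 decimal. On the entries of the supplementary tables held in the copy read, the log2 fold changes of DESeq2 run here were within 0.001 of the paper's in 1998 of 1999 at 48 hpf and 1658 of 1658 at 72 hpf, and the adjusted p in 1999 and 1617. The axis labels of Fig. S4, about 51 and 13 percent, lay nearer the SD of the scores on the first 2 components found here, 51.2 and 12.7, than their percent of variance, 35.8 and 2.19.

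The paper names 25 genes shared by x-fin unique genes and the fluoranthene exposures (Fig. 7C). Of the 23 that could be paired, 21 were called here, 11 were x-fin-associated and 10 unique: *ahr2*, *ca15a*, *si:dkey-65b12.6*, *ctsl.1*, *msx2b*, THBS1_ENSDARG00000010785, *cldn23.1*, *angptl7*, *nfe2l2a* and *mala.2*. The files name 2 IDs THBS1 without saying which is *thbs1b*, and THBS1_ENSDARG00000010785 was taken for it, so that pair is less sure than the other 22. Called but not x-fin-associated were *tfap2c*, *ccn2a*, *ccn2b*, *bhlha9*, *slc12a10.2*, *ctss2.1*, *nfe2l2b*, *pygl*, *vcanb* and *il17rc*; *foxf2a* was x-fin-associated and not unique; *myb* and *nuak2* were not called. With DESeq2 calls as input 11 were unique, with Poly2 kept 10, with no limit on the interval 15 (adding *tfap2c*, *ccn2a*, *nfe2l2b*, *vcanb* and *il17rc*), and with both changes, chosen after seeing the values, 18 (adding also *myb*, *nuak2* and *foxf2a*), which leaves out *ccn2b*, *bhlha9*, *slc12a10.2*, *ctss2.1* and *pygl*.

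The paper has *fsta* and *igf2b* raised at 48 hpf, and here at 13.3 µM FST_ENSDARG00000052846 stood at 0.58, adjusted p = 0.064 and *igf2b* at 0.45, adjusted p = 0.057; both were called by DESeq2, by DESeq2 filtered at 0.05 (chosen after seeing the values) and with no low count filter. It has *myb* lower, which stood at −0.72, adjusted p = 0.076 and was called by DESeq2 with either filter. It places *bhlha9* among the x-fin-associated genes at both times, and here its BMC was 9.19 µM at 48 hpf, over the limit of 1.33 µM in the settings used here, and under it at 72 hpf. It names *mipa* and *mipb* at 72 hpf, and of their IDs MIP_ENSDARG00000013963 was called at 13.3 µM while MIP_ENSDARG00000037285 stood at −0.42, adjusted p = 0.058 and was called by DESeq2, with no low count filter and with only the compared groups. It has collagen type 1 and 2 genes lower at 72 hpf, and at 13.3 µM *col1a1a* and COL2A1_ENSDARG00000069093 were called lower. COL2A1_ENSDARG00000011407 stood at −0.28, adjusted p = 0.075 (called by DESeq2 and with the letter as a block), *col1a1b* at −0.17, adjusted p = 0.21 (called by DESeq2) and *col1a2* at −0.15, adjusted p = 0.36. It gives *anxa1c* as the sole oxidative stress gene shared by both times, and here its BMC at 48 hpf was 0.0318 µM with an interval of 4.56e-04 to 0.164, too wide to be kept. In the antioxidant list used here, *nfe2l2a* was x-fin-associated at both times. The paper counts more called genes for 6-MBaP than for BaP at 13.3 µM and 48 hpf, and calls the numbers similar. Here BaP had more (61 against 45), while DESeq2 gave the order of the paper. With 1 library left out the counts ran from 38 to 56 for BaP and 13 to 47 for 6-MBaP, so the order is not firm.

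For its later time the paper states 18,432 genes after the filter, where 18,423 were found here, and its supplementary table also holds 18,423 per comparison. Its text sets these gene numbers at 24 and 48 hpf, while the libraries are of 48 and 72 hpf.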

Other observations

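Chosen only after the results were seen were the splits of the 8-MBaP and control libraries at 48 hpf, and the naming of genes in this part follows the rule given above. Lists named for the gut and for organs beside it changed in different directions at 72 hpf in 13.3 µM 8-MBaP. In the intestine list, *pck1* rose from 329.6 ± 34.5 normalized counts per library in controls to 712 ± 114 (mean ± SD, n = 4 pools), a log2 fold change of 1.11 ± 0.13 (adjusted p = 1.1e-08). The water channel *aqp8a.2* rose by 1.07 ± 0.21 (adjusted p = 4.4e-04) and *tm4sf4* by 0.70 ± 0.15 (adjusted p = 0.0029). In the liver list, the apolipoprotein *apobb.2* changed by −1.52 ± 0.28 (adjusted p = 2.0e-04). That list also holds the retinol carrier *rbp4l*, at −0.75 ± 0.13 (adjusted p = 1.2e-04). Whether its counts come from liver or from another tissue, such as the retina, cannot be told in whole embryos. Nor can the tissue behind the counts of the intestine list, such as those of *pck1* and *tm4sf4*. In the retina list, the rod arrestins *saga* and *sagb* changed by −1.07 ± 0.19 (adjusted p = 1.3e-04) and −0.86 ± 0.15 (adjusted p = 1.1e-04), and the rod transducin *gnat1* by −0.998 ± 0.19 (adjusted p = 3.6e-04). The pooled embryos were whole, so a change per cell and a change in the number of cells cannot be told apart. The lists were also tested as sets, and each bracket gives the camera p with its preset correlation and then with an estimated one, after the number called. In 13.3 µM 8-MBaP, intestine (17 genes at 48 and 22 at 72 hpf) had 2 higher and 1 lower at 48 hpf (3 higher and 1 lower adjusted over the list alone; median −0.08, mean −0.04, test pointing up; adjusted p = 0.93 and 0.93) and 5 higher at 72 hpf (10 higher and 1 lower adjusted over the list alone; adjusted p = 8.3e-06 and 0.018). Liver (29 genes at 48 and 30 at 72 hpf) had 2 lower at 48 hpf (8 lower adjusted over the list alone; median −0.12; adjusted p = 0.012 and 0.093) and 6 lower at 72 hpf (10 lower adjusted over the list alone; adjusted p = 9.5e-05 and 0.033). Photoreceptor (20 genes at 48 and 25 at 72 hpf) had 1 higher and 1 lower at 48 hpf (1 higher and 3 lower adjusted over the list alone; median −0.42; adjusted p = 0.022 and 0.064) and 7 lower at 72 hpf (11 lower adjusted over the list alone; adjusted p = 1.5e-09 and 0.011). Exocrine pancreas (10 genes at 48 and 23 at 72 hpf) had a median of 0.37 at 48 hpf (adjusted p = 0.17 and 0.23) and a median of −0.53 at 72 hpf (adjusted p = 0.0074 and 0.36); in 13.3 µM BaP it had 5 lower at 72 hpf (14 lower adjusted over the list alone; adjusted p = 8.4e-12 and 0.042), and in 13.3 µM 6-MBaP a median of −0.82 at 72 hpf (6 lower adjusted over the list alone; adjusted p = 4.1e-06 and 0.2).

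Skin and signalling sets of the same exposure were read in the same way. Epidermis (30 genes) had 1 higher and 8 lower at 48 hpf (1 higher and 15 lower adjusted over the list alone; adjusted p = 4.1e-11 and 0.0013) and 1 higher and 8 lower at 72 hpf (2 higher and 12 lower adjusted over the list alone; adjusted p = 4.1e-10 and 0.0092). FGF targets (15 genes), where *spry4* rose by 0.60 ± 0.13 (adjusted p = 0.002) at 72 hpf, had a shift at 48 hpf (1 higher adjusted over the list alone; adjusted p = 0.017 and 0.031) and 2 higher at 72 hpf (2 higher adjusted over the list alone; adjusted p = 0.0075 and 0.013). Wnt targets (17 genes at 48 and 16 at 72 hpf) had a shift at 48 hpf (adjusted p = 0.012 and 0.021) and a median of −0.07, a mean of 0.13 and a test pointing up at 72 hpf (adjusted p = 0.28 and 0.38). BMP targets (21 genes), where *msx1b* rose by 0.72 ± 0.16 (adjusted p = 0.0033) at 72 hpf, had 3 higher and 1 lower at 48 hpf (5 higher and 2 lower adjusted over the list alone; median 0.03; adjusted p = 0.17 and 0.17) and 4 higher and 1 lower at 72 hpf (6 higher and 2 lower adjusted over the list alone; median −0.06, mean 0.18, test pointing up; adjusted p = 0.15 and 0.18). Hedgehog targets (7 genes) had a median of −0.01, a mean of −0.09 and a test pointing up at 48 hpf (adjusted p = 0.91 and 0.91) and a median of 0.06 at 72 hpf (adjusted p = 0.42 and 0.43). Retinoid genes (19 genes) had a median of 0.03, a mean of −0.03 and a test pointing down at 48 hpf (adjusted p = 0.71 and 0.72) and a median of 0.09 at 72 hpf (adjusted p = 0.24 and 0.24). Thyroid genes (12 genes at 48 and 13 at 72 hpf) had 1 higher and 1 lower at 48 hpf (1 higher and 1 lower adjusted over the list alone; median 0.24; adjusted p = 0.58 and 0.65) and a median of 0.07, a mean of −0.10 and a test pointing down at 72 hpf (adjusted p = 0.46 and 0.56).

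Of blood and muscle sets, erythroid genes (17 genes at 48 and 16 at 72 hpf), where *nt5c2l1* rose by 1.401 ± 0.19 (adjusted p = 1.4e-07) at 48 hpf, had 2 higher at 48 hpf (4 higher adjusted over the list alone; median 0.29; adjusted p = 0.011 and 0.24) and 2 higher at 72 hpf (2 higher adjusted over the list alone; median −0.03, mean 0.23, test pointing up; adjusted p = 0.11 and 0.36). Blood stem and myeloid genes (20 genes at 48 and 19 at 72 hpf) had 1 higher and 1 lower at 48 hpf (1 higher and 2 lower adjusted over the list alone; adjusted p = 0.017 and 0.025) and 1 higher at 72 hpf (2 higher and 1 lower adjusted over the list alone; median 0.03; adjusted p = 1.00 and 1.00). Heart genes (13 genes) had 1 lower at 48 hpf (2 lower adjusted over the list alone; median −0.14; adjusted p = 0.19 and 0.2) and a median of −0.22 at 72 hpf (adjusted p = 0.018 and 0.054). Skeletal muscle (25 genes), where *myog* rose by 0.82 ± 0.18 (adjusted p = 0.0023) at 72 hpf, had 1 lower at 48 hpf (1 lower adjusted over the list alone; median 0.00188, mean −0.03, test pointing down; adjusted p = 0.71 and 0.81) and 2 higher and 1 lower at 72 hpf (3 higher and 2 lower adjusted over the list alone; median 0.06; adjusted p = 0.28 and 0.53). Cartilage and bone (18 genes at 48 and 19 at 72 hpf), where *hapln1a* changed by −0.42 ± 0.10 (adjusted p = 0.0074) at 72 hpf, had 1 lower at 48 hpf (1 lower adjusted over the list alone; median 0.02, mean 0.16, test pointing down; adjusted p = 0.93 and 0.93) and 1 higher and 3 lower at 72 hpf (1 higher and 4 lower adjusted over the list alone; median −0.12, mean 0.06, test pointing down; adjusted p = 0.084 and 0.18).

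ER and heat stress genes (26 genes) had a median of −0.02, a mean of 0.06 and a test pointing up at 48 hpf (adjusted p = 0.49 and 0.65) and 4 higher at 72 hpf (6 higher adjusted over the list alone; median 0.16; adjusted p = 0.0075 and 0.11). Their calls at 72 hpf were *hsp70l* 3.72 ± 0.64 (adjusted p = 5.3e-05), *hsp70.1* 3.88 ± 0.83 (adjusted p = 0.0017), *hsp70.3* 1.83 ± 0.42 (adjusted p = 0.0043) and *hsp90aa1.2* 0.64 ± 0.14 (adjusted p = 0.003). For *hsp70l* in 8-MBaP at 13.3 µM and 72 hpf, the call was lost without its library D (1.50). For *hsp70.1* in 8-MBaP at 13.3 µM and 72 hpf, a call was missed without its library D (2.47). For *hsp70.3* in 8-MBaP at 13.3 µM and 72 hpf, the limit was missed without its library D (0.04). For *hsp90aa1.2* in 8-MBaP at 13.3 µM and 72 hpf, the call was lost without its library D (0.33). Cell cycle genes (34 genes) had a median of −0.04 at 48 hpf (2 lower adjusted over the list alone; adjusted p = 0.11 and 0.23) and a shift at 72 hpf (4 lower adjusted over the list alone; adjusted p = 1.2e-04 and 0.016). Genes of p53 and DNA damage (20 genes) had a median of 0.05 at 48 hpf (adjusted p = 0.58 and 0.72) and a median of 0.03 at 72 hpf (adjusted p = 0.53 and 0.73). Circadian genes (31 genes at 48 and 32 at 72 hpf), where *bhlhe40* rose by 0.60 ± 0.14 (adjusted p = 0.0076) at 72 hpf, had 1 higher at 48 hpf (1 higher adjusted over the list alone; median 0.26; adjusted p = 0.12 and 0.15) and 2 higher and 1 lower at 72 hpf (2 higher and 1 lower adjusted over the list alone; median 0.05; adjusted p = 0.54 and 0.62).

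Every comparison of 4 with 4 libraries was repeated on the 35 ways of splitting its 8 libraries, in edgeR fits of those 8 alone, so real counts are not those given above. Each bracket gives the real count beside the highest of the other splits. Being first of 35 is the least share these splits can give, it was not adjusted over the comparisons, and a lead of a few calls, as for BaP 0.133 µM at 72 hpf and several of the gene lists, is weak evidence. The splits exchange pools of different plates, so they cannot part exposure from plate. In the fit of all groups, 6-MBaP and BaP at 0.133 µM and 72 hpf had 1 and 2 called genes. The real split was first of 35 against control at 48 hpf for the called genes of 8-MBaP 0.133 µM (69 beside 4), 8-MBaP 1.33 µM (116 beside 1), 8-MBaP 13.3 µM (205 beside 2), 6-MBaP 13.3 µM (43 beside 7), BaP 1.33 µM (17 beside 3) and BaP 13.3 µM (59 beside 12). At 72 hpf against control the same held for 8-MBaP 0.133 µM (57 beside 3), 8-MBaP 1.33 µM (238 beside 4), 8-MBaP 13.3 µM (514 beside 2), 6-MBaP 0.133 µM (12 beside 5), 6-MBaP 13.3 µM (16 beside 5), BaP 0.133 µM (7 beside 6), BaP 1.33 µM (34 beside 2) and BaP 13.3 µM (200 beside 30). Between compounds at 48 hpf it held for 8-MBaP vs BaP at 0.133 µM (83 beside 8), 8-MBaP vs 6-MBaP at 0.133 µM (53 beside 7), 8-MBaP vs BaP at 1.33 µM (78 beside 5), 8-MBaP vs 6-MBaP at 1.33 µM (105 beside 4), 8-MBaP vs BaP at 13.3 µM (121 beside 3) and 8-MBaP vs 6-MBaP at 13.3 µM (138 beside 5), and at 72 hpf for 8-MBaP vs BaP at 0.133 µM (56 beside 8), 8-MBaP vs 6-MBaP at 0.133 µM (39 beside 13), 8-MBaP vs BaP at 1.33 µM (197 beside 1), 8-MBaP vs 6-MBaP at 1.33 µM (199 beside 5), 8-MBaP vs BaP at 13.3 µM (170 beside 8), 8-MBaP vs 6-MBaP at 13.3 µM (255 beside 1) and 6-MBaP vs BaP at 13.3 µM (31 beside 22). For gene lists past camera at 48 hpf it held for 8-MBaP 0.133 µM (9 beside 4), 8-MBaP 13.3 µM (13 beside 8), 6-MBaP 13.3 µM (4 beside 3) and BaP 13.3 µM (6 beside 4), and at 72 hpf for 8-MBaP 0.133 µM (7 beside 6), 8-MBaP 1.33 µM (16 beside 11), 8-MBaP 13.3 µM (17 beside 10) and 6-MBaP 13.3 µM (8 beside 7). Chance could not be excluded at 48 hpf for the called genes of 6-MBaP 0.133 µM (3 beside 8, 5 of 35 splits as high), 6-MBaP 1.33 µM (1 beside 8, 22 of 35 splits as high), BaP 0.133 µM (3 beside 9, 8 of 35 splits as high) and 6-MBaP vs BaP at 13.3 µM (27 beside 46, 2 of 35 splits as high), and at 72 hpf for 6-MBaP 1.33 µM (3 beside 5, 5 of 35 splits as high). Nor could it for the gene lists of 8-MBaP 1.33 µM at 48 hpf (4 beside 5, 2 of 35 splits as high) and BaP 13.3 µM at 72 hpf (8 beside 8, 3 of 35 splits as high). For the difference of an effect between 72 and 48 hpf, 100 drawn splits of the 16 libraries gave as many calls as the real 1 in 4 cases for 8-MBaP 0.133 µM (5 beside 24), 3 cases for 8-MBaP 1.33 µM (24 beside 112) and 3 cases for 8-MBaP 13.3 µM (19 beside 70), a share under 0.05, and yet single splits called several times the real count. A split that exchanges exposed and control libraries at 1 time holds the exposure effect itself, so these splits are no clean reference for the absence of change, and what structure of the samples the high ones share was not tested. Chance could not be excluded for 6-MBaP 13.3 µM (3 beside 19, 6 of 100 splits as high). For BaP 13.3 µM the 16 libraries gave 0 calls (highest other split 70, with 100 of 100 as high by definition), so the splits test nothing there. These counts come from edgeR on the 16 libraries, and those over all 80 are given at the claims of 8-MBaP and BaP, by edgeR and DESeq2. Over 100 drawn assignments of the 16 libraries of a compound and the controls, as fits of those 16 alone, the share as high was under 0.05 for the concentration responses of 8-MBaP at 48 hpf (117 beside 16), x-fin-associated genes of 8-MBaP at 48 hpf (75 beside 2), 6-MBaP at 48 hpf (35 beside 5), BaP at 48 hpf (47 beside 8), 8-MBaP at 72 hpf (283 beside 13), x-fin-associated genes of 8-MBaP at 72 hpf (132 beside 4), 6-MBaP at 72 hpf (6 beside 6, 2 of 100 as high) and BaP at 72 hpf (114 beside 23). For 6-MBaP at 72 hpf another assignment gave as many genes, and its count over all libraries was 1 in place of 5 without those of letter C, so this is weak evidence.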
